# Hearing of malaria mosquitoes is modulated by a beta-adrenergic-like octopamine receptor which serves as insecticide target

**DOI:** 10.1038/s41467-023-40029-y

**Published:** 2023-07-19

**Authors:** Marcos Georgiades, Alexandros Alampounti, Jason Somers, Matthew P. Su, David A. Ellis, Judit Bagi, Daniela Terrazas-Duque, Scott Tytheridge, Watson Ntabaliba, Sarah Moore, Joerg T. Albert, Marta Andrés

**Keywords:** Auditory system, Developing world, Circadian mechanisms, Animal physiology, Malaria

## Abstract

Malaria mosquitoes acoustically detect their mating partners within large swarms that form transiently at dusk. Indeed, male malaria mosquitoes preferably respond to female flight tones during swarm time. This phenomenon implies a sophisticated context- and time-dependent modulation of mosquito audition, the mechanisms of which are largely unknown. Using transcriptomics, we identify a complex network of candidate neuromodulators regulating mosquito hearing in the species *Anopheles gambiae*. Among them, octopamine stands out as an auditory modulator during swarm time. In-depth analysis of octopamine auditory function shows that it affects the mosquito ear on multiple levels: it modulates the tuning and stiffness of the flagellar sound receiver and controls the erection of antennal fibrillae. We show that two α- and β-adrenergic-like octopamine receptors drive octopamine’s auditory roles and demonstrate that the octopaminergic auditory control system can be targeted by insecticides. Our findings highlight octopamine as key for mosquito hearing and mating partner detection and as a potential novel target for mosquito control.

## Abstract (web summary)

Malaria mosquitoes use their ears to detect the flight tones of mating partners in the swarm as part of the courtship ritual. Here, the authors describe the auditory role of octopamine as a modulator of auditory plasticity in malaria mosquitoes and identify the main receptors involved in this process.

## Introduction

Sensory organs extract information from the environment. As the environment is dynamic, sensory organs have evolved mechanisms that enable sensory plasticity to adapt their physiology to environmental changes. The acoustic detection of mating partners in swarms by malaria mosquitoes constitutes a superb example of the adaptation of a sensory organ -the mosquito ear- to a transient change in the sensory ecology. Malaria mosquito swarms are brief and transitory aggregations of up to a thousand mosquitoes that take place every sunset^1–3^. Within the swarm, mosquitoes are exposed to an acoustically challenging, noisy environment. It is against this noisy acoustic backdrop that male mosquitoes identify and locate the flight tones of their female mating partners^4–6^.

Across insects, a remarkable and unique feature of the Johnston’s organ (JO), the mosquitoes’ ‘inner ear’, is its efferent innervation^7^. Input from efferent neurons from the brain seems to be an intrinsic component of mosquito audition, similar across evolutionarily distant mosquito species^8^. The efferent fibres release neurotransmitters, including the biogenic amines octopamine, and serotonin, and the inhibitory neurotransmitter GABA^7^. Efferent activity may hold the key to the extraordinary performance of mosquito ears. Indeed, ablating efferent signalling causes the onset of male self-sustained oscillations (SSOs)^8^, believed to act as amplifiers of female wingbeats in the swarm and to be essential for its detection^8^. We hypothesize that efferent-related (and other) neuromodulators tailor the performance of malaria mosquito audition to mating partner detection in the swarm.

A putative efferent neuromodulator that serves an auditory function is octopamine. *An. gambiae* males present phonotactic responses towards female flight tones while swarming, when they also erect their antennal fibrillae^9^ – a phenomenon believed to increase the male sensitivity to female flight tones. In *An. stephensi* mosquitoes, fibrillae erection is induced by octopamine^10^. In other insects, octopamine modulates a plethora of behaviours and senses^11,12^: it conveys circadian clock information to sensory organs, modulating pheromone mating responses in moths^13–16^ and attraction to conspecific secreted volatiles during the locust gregarious phase^17^. Moreover, as octopamine signalling is mostly restricted to invertebrates^11,18^, it is a valid target for insecticide development^19–21^. Indeed, octopamine receptors are the only G-protein coupled receptors (GPCRs) targeted by insecticides, although they have not been exploited for mosquito control.

In this study, we profile the malaria mosquito ear transcriptome across the day. We identify a peak of expression of the α-adrenergic-like octopamine receptor *AgOAMB* (AGAP000045) at swarm time, and high levels of expression across the day of the β-adrenergic-like octopamine receptor, *AgOctβ2* (AGAP002886). We thoroughly investigate octopamine’s role in *An. gambiae* audition and find that it mostly modulates male hearing, with lesser effects in females. Our results suggest that in males, octopamine has multimodal auditory effects: it controls the erection of the antennal fibrillae, sets flagellar stiffness, and modulates auditory tuning, presumably enhancing the male’s ability to detect the female in the swarm. Moreover, we determine that *AgOctβ2* is the primary octopamine receptor in the mosquito ear as mutant males completely fail to erect their fibrillae and present minimal auditory changes upon octopamine injection. We also show that the octopaminergic signalling is activated by insecticides and is a valid target for mosquito population control. Together, our results suggest that octopamine acts as an important modulator of hearing in malaria mosquitoes, facilitating the detection of mating partners by tuning their auditory physiology to the swarm acoustic environment.

## Results

### Transcriptomics suggest a complex neuromodulatory control of mosquito audition

Mosquito ears are amongst the most complex sensory organs in insects; they are composed of two main elements, a sound receiver, the antennal flagellum, and an auditory sensory organ, the Johnston’s organ (JO)^1^. 

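The second antennal segments of 35 mosquitoes were pooled for each library, and 3 libraries were made for each sex at each of 6 time points, ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20, under 12 h of light and 12 h of darkness. Zeitgeber time (ZT) counts hours from lights on. Light was ramped at dawn and dusk, so ZT12 is the start of dusk and not of full darkness. RNA was amplified as full-length cDNA by PCR, and the libraries were read as paired ends of 38 bp without molecular identifiers, so PCR copies of a molecule were counted as separate reads. The paper gives 400 M read pairs for the whole run. The authors assigned the reads with Kallisto to the transcripts of VectorBase release 53, and the deposited values are estimated counts per transcript without normalization. A transcript is named by its gene and a suffix, so AGAP000045-RA and AGAP000045-RB are isoforms of 1 gene, and a read that fits both is divided between them by the quantification. The table holds 15863 transcripts of 13832 genes in 36 libraries. The male ZT12 library that the authors discarded, replicate 3, was left out, which leaves 17 male and 18 female libraries. Total estimated counts per female library ran from 9341518 to 17815883, with a median of 14020497. Male totals ran from 11074586 to 18254972, with a median of 14168365. Estimated counts were rounded to whole numbers. Mean counts are normalised by DESeq2's median-of-ratios size factors over both sexes, which express every library on a common depth. Differences between groups were tested with edgeR's quasi-likelihood F-test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over all transcripts tested and a threshold of 0.05. The model for the sexes held time point and sex, as in the study's own DESeq2 model. The libraries hold PCR reads, so any limit derived from counts covers counting error only.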

To characterize the neuromodulatory network of *An. gambiae* ear and identify potential regulators during swarm time, we undertook RNA-sequencing analyses of male and female ears at six different circadian zeitgeber time (ZT) points throughout the day (including ZT12 or laboratory swarm time). We collected exclusively second antennal segments, hosting the JO, without flagella (Fig.1a). First, we conducted a computational procedure of read simulation, followed by Kallisto read quantification (Supplementary Data 1), that enabled us to estimate the noise distribution of read counts (Fig. 1b, see Methods). This noise distribution was employed in identifying transcripts that were present in the male, and female JOs (i.e. that had read counts above our estimated noise floor, with adjusted *p*-value ≤ 0.05). These are hereby referred to as *expressed* transcripts. 

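Each transcript's mean normalised count over the libraries of a sex was compared with a Poisson distribution whose mean is the noise mean that the authors give with Supplementary Data 2, from reads simulated after 50 transcripts had been removed from the transcriptome (one-sided, Benjamini-Hochberg adjustment over all transcripts, adjusted p of 0.05 or lower). By this rule 10931 transcripts of 9444 genes were expressed in the male JOs and 11436 transcripts of 9848 genes in the female JOs. Both sexes shared 10742 of them, while 189 passed in males only and 694 in females only. The lowest mean count that passed was 18.1 in males and 18.0 in females. With size factors estimated within each sex the number moved most in males, to 11149, and it was 11237 in females, so the sexes lay closer together there. The study's Supplementary Data 2 and 3 list 11157 transcripts for males and 11242 for females, near these values. In females the number moved most with a minimum of 10 normalised counts in every time-point mean, to 11151. Without replicate 1, 2 or 3, the number stayed between 10894 and 10927 in males and between 11397 and 11433 in females. Passing this rule in 1 sex only is a statement about the noise floor in each sex and not a test between the sexes.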

Transcripts were independently identified in males and females (Supplementary Data 2 and 3, respectively) and assigned to GO accession numbers whose molecular function was potentially related to neuromodulation (Table 1; including biogenic amines, classical neurotransmitters and neuropeptide receptors, as well as other GPCRs or receptors related to other sensory modalities). Within these categories, we identified 173 and 152 ‘neuromodulation genes’ expressed in male and female JOs, respectively (Fig. 1c, d; Table 2; Supplementary Data 4 and 5). 

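Supplementary Data 4 lists 154 neuromodulation transcripts of 137 genes for males, and Supplementary Data 5 lists 152 transcripts of 137 genes for females. The lists were taken as the authors' assignment to the categories of receptor activity. They hold 172 transcripts of 151 genes together, of which 134 stand in both. Over these, 143 transcripts of 129 genes lay above the noise floor in males and 161 transcripts of 145 genes in females. Of the male list, 141 passed here and 13 did not, and 2 passed from the female list alone. Of the female list all 152 passed, with 9 more from the male list alone. The male number moved most with size factors within each sex, which gave 152 transcripts in males and 159 in females, and with an adjusted p of 0.01, which left 135 and 160. In males the GPCR category had the most expressed transcripts, 47, followed by GluR with 18, PeptideR with 18 and PhotoR with 15. In females the same categories had 56, 19, 21 and 17. Mean counts per expressed transcript were highest in the PhotoR category, with medians of 1657 in males and 2027 in females. The TasteR category was lowest, with 26.2 in males and 26.7 in females.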

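Of 12428 transcripts tested between the sexes, 8499 differed at an adjusted p under 0.05. Expression was higher in males for 4252 and higher in females for 4247. Changes larger than 2-fold numbered 1060 with higher expression in males and 2433 with higher expression in females. For 651 male-higher and 608 female-higher transcripts, no library of one sex overlapped the other, where chance gives a share of 4.41e-08% of transcripts. The transcript with the largest change toward males, AGAP005599-RG, had 176 ± 72.6 normalised counts in males (SD, n = 17) and 0 in every female library, which makes it at least 874-fold higher in males against a floor of 3 counts over the 18 female libraries. Other isoforms of this gene were expressed, RA with 1224 counts in males and RE with 31.0 in females. The bound is therefore for this isoform and not for the gene, and it does not cover how shared reads were divided among isoforms. AGAP007979-RA had the next largest change toward males, with 645 ± 141 counts in males and 1.43 ± 2.55 in females (log2 fold change 8.84, standard error 0.34, edgeR adjusted p = 9.04e-20). In the other direction, AGAP009877-RA had 1.11 ± 2.19 counts in males and 4319 ± 5044 in females (log2 fold change -11.44, standard error 0.49, edgeR adjusted p = 1.22e-18), and AGAP010548-RA had 1.34 ± 1.55 and 1407 ± 565 (log2 fold change -9.85, standard error 0.31, edgeR adjusted p = 6.64e-22). Scaling by total counts alone shifted the median log2 fold change of all transcripts by 0.53 toward males, and 7246 of 9695 calls were then higher in males. A covariate for the summed counts of the opsins, the light-sensing proteins of Table 2, left 3935 calls, of which 3842 were among those of the fit without it and 3841 of these had the same direction. The opsin level and sex are correlated across libraries (r = -0.82). A call lost with this covariate, here and below, therefore leaves open whether sex or the opsin level lies behind the difference.
Over the 172 listed neuromodulation transcripts, 36 were higher in males, 111 were higher in females and 25 did not differ. Adjusted over the list alone, 148 differed. The study chose the list on these libraries, so this count is not independent evidence. Scaling by total counts changed the sign of 9 of the called transcripts, and 1 of these was called in the other direction. Scaling by DESeq2's size factors changed the sign of 0.

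**Figure D1:**
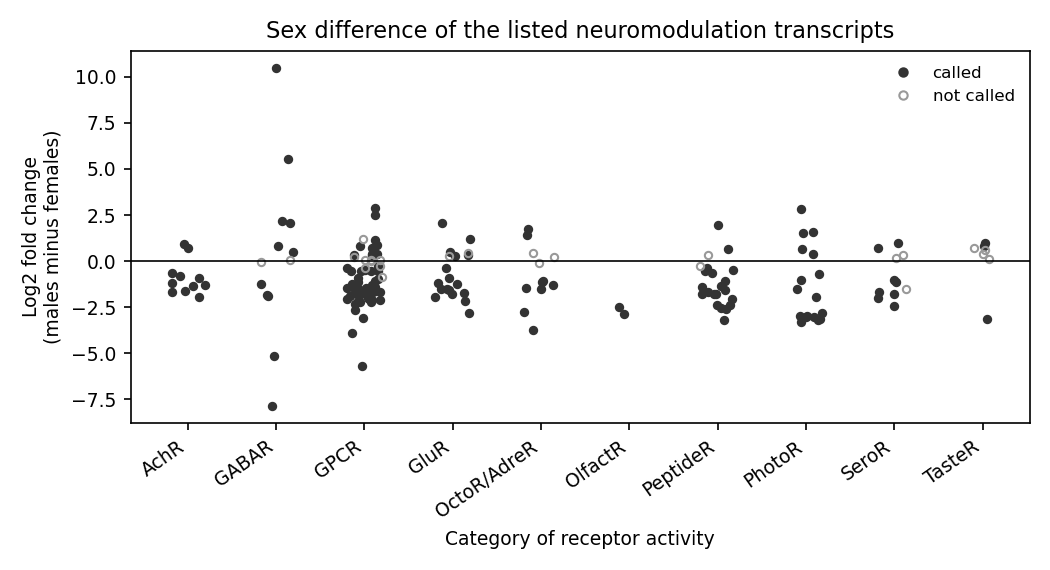
Sex difference of the 172 listed neuromodulation transcripts, grouped by the study's categories of receptor activity. The vertical axis is the log2 fold change between males and females, positive where males are higher. Filled points are transcripts with an edgeR adjusted p under 0.05 and open points are the others. The lowest point lies at -7.86 and the highest at 10.51, both in the GABAR category, and the highest is AGAP005599-RG, whose fitted value is not a bound. With total counts alone as scaling, all points shift upward by about the median of 0.53 and 9 called points change sign.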

On a separate, and complementary analysis, we also looked for differential expression of transcripts between the male and female JO tissues (Table 2, Supplementary Data 6).

**Fig. 1:**
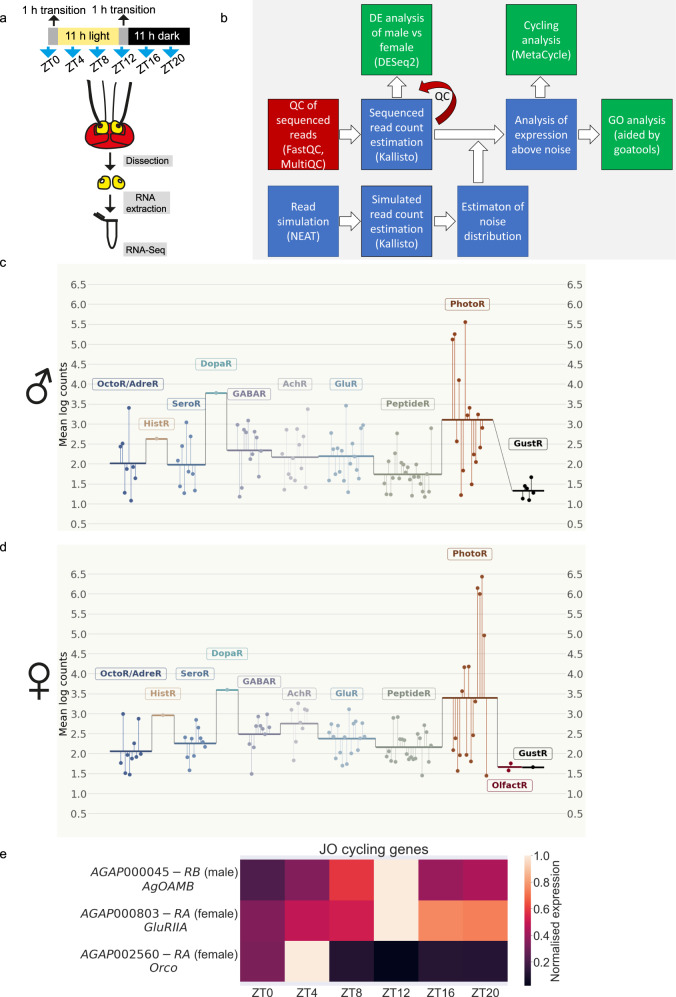
Transcriptomics of potential neuromodulatory genes in the JOs of male and female *An. gambiae* mosquitoes. **a** Sample collection and preparation for RNA-sequencing. Mosquitoes were entrained to 12 h: 12 h light/dark cycle with one hour light transition between light and dark phases. Male and female mosquito were collected every four hours (lights on or ZT0, ZT4, ZT8, swarm time or ZT12, ZT16 and ZT20), their ears dissected and RNA extracted for RNA-sequencing. **b** Schematic workflow of the analysis of RNA-sequencing data (see Methods for more details). **c**, **d** Plots summarising the expression levels of transcripts belonging to selected GO categories in males (**c**) and females (**d**) potentially involved in neuromodulation. The transcriptomic data support the existence of an extensive neuromodulatory network acting on the mosquito JO. Each point represents a transcript that depicts the log of the mean expression counts of that transcript across all circadian time points. Horizontal lines represent the mean of the log counts represented by each point within a GO category. **e** Heatmap representing normalised expression per time point of genes showing cycling expression in males and females from the “neuromodulatory” dataset. A single gene in males, the α-adrenergic-like octopamine receptor *AgOAMB*, and two genes in females, the odorant receptor co-receptor *Orco* (AGAP002560) and ionotropic glutamate receptor subunit GluRIIa (AGAP000803) show cyclic expression in the mosquito ear. JO: Johnston’s organ. Abbreviations used in c and d: XXXR denotes the group of transcripts that show XXX receptor or XXX receptor-related activity. Octo = octopamine, Adre = adrenergic, Hist = histamine, Sero = serotonin, Dopa = dopamine, GABA = γ-Aminobutyric acid, Ach = acetylcholine, Glu = glutamate, Peptide = any peptide neurotransmitter, Photo = photoreceptors, Olfact = olfactory, Gust = gustatory.

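In females, Orco (AGAP002560-RA) had its highest mean at ZT4, 201 ± 78.9 normalised counts (SD, n = 3 libraries), and its lowest at ZT12, 3.85 ± 4.36. The ZT4 libraries ranged from 145 to 291 and every one lay above all female libraries of the other time points, the highest of which was 115 at ZT0. GluRIIA (AGAP000803-RA) was highest at ZT12 with 528 ± 125 and lowest at ZT0 with 179 ± 42.0, and the single ZT12 libraries, 384 to 606, overlapped those of ZT16, 283 to 587, and ZT20, 224 to 525. The rhythm test JTK_CYCLE, computed with its exact null distribution and adjusted for the periods and phases tried, gave p = 0.0362 for each, with periods of 20 h and 24 h. The time effect that has to come first, edgeR's quasi-likelihood F-test over the 6 time points, had an adjusted p of 0.104 for Orco and 0.233 for GluRIIA, so neither passed both steps. With DESeq2's likelihood ratio test, which the study used, the adjusted p of the time effect was 1.14e-04 and 0.0251, and both transcripts then passed both steps. With each female ZT12 library left out in turn, the JTK_CYCLE p of Orco lay between 0.0545 and 0.135, as did that of GluRIIA. In males, 1 ZT16 library gave Orco 127 counts while the other male libraries had at most 18.6. GluRIIA in males ranged from a mean of 198 at ZT0 to 291 at ZT12.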

**Table 1:** GO term identities and definitions for the GO terms used in transcript classification

GO term	Definition
GO:0004989	octopamine receptor activity
GO:0004952	dopamine neurotransmitter receptor activity
GO:0004969	histamine receptor activity
GO:0008226	tyramine receptor activity
GO:0004930	G protein-coupled receptor activity
GO:0008227	G protein-coupled amine receptor activity
GO:0001653	peptide receptor activity
GO:0015464	acetylcholine receptor activity
GO:0016917	GABA receptor activity
GO:0008066	glutamate receptor activity
GO:0008066	glutamate receptor activity
GO:0004984	olfactory receptor activity
GO:0099589	serotonin receptor activity
GO:0008527	gustatory receptor activity
GO:0009881	photoreceptor activity

**Table 2:** Genes expressed in the male and female JO potentially related to auditory neuromodulation, including receptors for octopamine, histamine, dopamine, serotonin, GABA, acetylcholine, glutamate and peptides

	*An. gambiae* gene	Annotation / Closest annotated ortholog	Male read counts	Female read counts		*An. gambiae* gene	Annotation / Closest annotated ortholog	Male read counts	Female read counts
OA receptor	***AGAP002886***	***Octβ2R***	**2543**	989*	Peptide receptors	*AGAP003283*	*NPRA*	786	516*
	***AGAP000045***	***Oamb***	**272**	181*		*AGAP010486*	*AstA R*	827	392*
	*AGAP000606*	*Octα2R*	326	751*		*AGAP029618*	SPR	249	826*
	*AGAP002888*	*Octβ3R*	140	125		*AGAP004122*	*NPF R3*	180	792*
						*AGAP008702*	*-*	185	228
	*AGAP002566*	*Histamine R*	430	925*		*AGAP003654*	*CL R3*	96	347*
						*AGAP005229*	*MIP R*	117	149
	*AGAP005681*	*DopEcR*	6029	3990*		*AGAP009770*	*CL R1*	69	322*
						*AGAP003244*	*CAPA R*	97	160*
Serotonin receptors	*AGAP004222*	*5-HT7 R*	1102	703*		*AGAP002824*	*TkR86C*	78	49*
	*AGAP004223*	*5-HT7 R*	489	449		*AGAP002156*	*GnRH R1*	47	759*
	*AGAP011481*	*5-HT1B R*	282	148*		*AGAP001592*	*TkR99D*	83	162*
	*AGAP002229*	*5-HT2B R*	122	256*		*AGAP012378*	*NPF R3*	62	217*
	*AGAP002232*	*5-HT2A R*	27	88*		*AGAP001962*	*CAPA R1*	47	243*
	*AGAP007136*	*5-HT1A R*	19	38*		*AGAP004555*	*-*	32	-
						*AGAP000351*	*NPF R1*	56	81*
GABA receptors	*AGAP010281*	*GABA-B-R1*	957	967		*AGAP012268*	*SST R*	49	198*
	*AGAP004595*	*GABA-B-R2*	617	458*		*AGAP011452*	*CCHa R1*	43	65*
	*AGAP006028*	*Rdl (GABA-A R)*	459	490		*AGAP010851*	*Lkr*	41	114*
	*AGAP000038*	*GABA-A R*	133	497*		*AGAP001961*	*CAPA R2*	32	312*
	*AGAP009514*	*GABA-B-R3*	48	174*		*AGAP003631*	*CCHa R2*	16	50*
						*AGAP004035*	*LHCGR*	17	77*
Acetylcholine receptors	*AGAP002152*	*nAChRα6*	2360	1295*		*AGAP001558*	*GnRH R2*	17	72*
	*AGAP008588*	*nAChRα5*	718	1824*		*AGAP001773*	*AstA R*	15	75*
	*AGAP000966*	*nAChRβ1*	750	1256*					
	*AGAP009493*	*nAChRα9*	489	1224*	Photoreceptors	*AGAP013149*	*ninaE / Rh2/ Rh6*	*358032*	2724940*
	*AGAP000329*	*nAChRα3*	304	198*		*AGAP012982*	*ninaE / Rh2/ Rh6*	*179762*	1409728*
	*AGAP002972*	*nAChRα2*	180	599*		*AGAP012985*	*ninaE / Rh2/ Rh6*	132010	1003613*
	*AGAP002971*	*nAChRα*	140	428*		*AGAP010089*	*Rh5*	12599	91526*
	*AGAP000138*	*nAChRα4*	103	-		*AGAP001161*	*ninaE / Rh2/ Rh6*	1737	15177*
	*AGAP002974*	*nAChRα1*	45	-		*AGAP006126*	*Rh3*	2025	18316*
	*AGAP000962*	*nAChRα7*	39	68*		*AGAP001162*	*ninaE / Rh2/ Rh6*	112	243*
	*AGAP010513*	*mAChR-A*	23	81		*AGAP007548*	*Rh7*	99	93*
Glutamate receptors	*AGAP005034*	*mGluR*	*940*	242*	OR	***AGAP002560***	***Orco***	**-**	**57**
	*AGAP008644*	*mGluR*	398	1396*		*AGAP011991*	*Or61*	*-*	*38*
	*AGAP000256*	*Ir93a*	596	504*					
	*AGAP006027*	*GluRIA*	215	645*					
	*AGAP001434*	*GluClα*	596	106*					
	*AGAP002891*	*mGluR*	324	266*					
	***AGAP000803***	***GluRIIA***	**236**	338*					
	*AGAP012578*	*mGluR*	103	104					
	*AGAP000801*	*GLURIIB*	154	550*					
	*AGAP029236*	*mGluR*	58	146*					
Gustatory receptors	*AGAP006713*	*Gr*	47	-					
	*AGAP007757*	*Gr*	-	46					
	*AGAP029169*	*Gr*	28	-					
	*AGAP001137*	*Gr59*	24	-					
	*AGAP006717*	*Gr26*	19	-					
	*AGAP009805*	*Gr9*	12	-					

Receptors involved in other sensory modalities (olfaction, gustation and photoreception) are also shown. Only genes with higher read counts in each category are shown (complete dataset in Supplementary Data 3 and 4). Genes discussed in the manuscript are highlighted in bold. Read count corresponds to the normalized average across all time points of sample collection. * in the last column indicates that the gene was differentially expressed between males and females, *p* < 0.05. Gene names are italicized. *OA* octopamine, *OR* olfactory receptors.

Biogenic amines are important sensory organ modulators in insects^16^. 

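Table 2 lists 15 transcripts of 12 genes for receptors of octopamine, serotonin, histamine and dopamine or ecdysone. Of these transcripts 14 lay above the noise floor in both sexes. The exception was AGAP002888-RA, an isoform of the octopamine receptor Octβ3R, which lay below it in both with 12.0 ± 13.5 normalised counts in males (SD, n = 17) and 12.7 ± 17.1 in females (SD, n = 18). The other isoforms of that gene had 43.9 ± 21.3 and 84.2 ± 22.7 counts in males, and 32.3 ± 19.5 and 92.7 ± 32.7 in females.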

Our results also support this for the malaria mosquito ear as several biogenic amine receptors were expressed in both sexes (Fig. 1c, d). An ortholog of the octopamine β2 receptor in *Drosophila*, *AGAP002886*, was the highest expressed biogenic amine receptor, and had significantly higher expression in male than female JOs (Table 2). 

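The mean normalised count of AGAP002886-RA, the transcript of Octβ2R, was 2543 ± 623 in males (SD, n = 17 libraries) and 989 ± 218 in females (SD, n = 18). Every male library lay above every female one, since males ranged from 1366 to 3457 and females from 620.0 to 1295. The log2 fold change was 1.39 (standard error 0.12, edgeR's quasi-likelihood F-test, adjusted p = 9.61e-12). It was 1.88 with total counts as the only scaling and 0.93 with the opsin covariate (edgeR adjusted p = 8.48e-04). Among the octopamine and serotonin receptors of Table 2 it had the highest mean count in both sexes. The dopamine/ecdysone receptor DopEcR (AGAP005681-RA) had 6029 ± 1839 counts in males and 3989.8 ± 1582 in females, with a log2 fold change of 0.63 (standard error 0.16, edgeR adjusted p = 0.00108), which became -0.05 with the opsin covariate and then did not differ (edgeR adjusted p = 0.915).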

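Octα2R (AGAP000606-RA) was expressed at 326 ± 118 normalised counts in males (SD, n = 17) and 751 ± 330.5 in females (SD, n = 18). A receptor for histamine (AGAP002566-RA) had 430.2 ± 70.3 and 925 ± 232. Of the serotonin receptors, 5-HT7 was the highest, with 1102 ± 156 counts in males and 703 ± 125 in females for AGAP004222-RA, and 489 ± 60.9 and 449 ± 97.7 for AGAP004223-RA, which Table 2 gives the same name. Counts of 5-HT1B (AGAP011481-RA) were 282 ± 83.4 in males and 148 ± 69.5 in females, and those of 5-HT2B (AGAP002229-RA) were 122 ± 43.8 and 256 ± 133. The lowest were 5-HT2A (AGAP002232-RA), with 27.5 ± 20.4 and 87.6 ± 48.7, and 5-HT1A (AGAP007136-RA), with 18.6 ± 16.3 and 38.2 ± 24.2. For 5-HT1A in males the mean lay just above the lowest one that passed the noise rule, and single libraries ran from 1.47 to 54.1.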

Other α and β octopamine receptors, serotonin receptors (including 5-HT1a, 5-HT1b, 5-HT2a, 5-HT2b and 5-HT7), a histamine receptor and a dopamine / ecdysone receptor were expressed. Many of them showed sexually dimorphic expression. 

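Between the sexes, 11 of the 15 biogenic amine receptor transcripts differed, 5 of them with higher expression in males and 6 with higher expression in females, and none of the 15 changed sign where it was called when total counts were the only scaling. For Octα2R the log2 fold change was -1.16 (standard error 0.17, edgeR adjusted p = 3.22e-07), and for the histamine receptor it was -1.06 (standard error 0.11, edgeR adjusted p = 8.73e-10). Both were still lower in males with the opsin covariate, at -1.03 (edgeR adjusted p = 0.0160) and -1.04 (edgeR adjusted p = 4.82e-04). Of the serotonin receptors, AGAP004222-RA was higher in males by a log2 fold change of 0.68 (standard error 0.08, edgeR adjusted p = 4.28e-09) and 5-HT1B by 0.98 (standard error 0.20, edgeR adjusted p = 7.13e-05). Lower expression in males was found for 5-HT2B at -1.03 (edgeR adjusted p = 1.53e-04), 5-HT2A at -1.70 (edgeR adjusted p = 4.86e-05) and 5-HT1A at -1.14 (edgeR adjusted p = 0.0273). With the opsin covariate, 5-HT1B and these 3 no longer differed. The call for 5-HT1A (AGAP007136-RA) was also lost without replicate 1, 2 or 3, with the same sign. AGAP004223-RA did not differ (log2 fold change 0.16, edgeR adjusted p = 0.0751), nor did any isoform of Octβ3R, whose log2 fold changes ran from -0.09 to 0.45. With total counts alone, AGAP004223-RA was called as higher in males, at 0.70, and so were AGAP002888-RC and AGAP002888-RB of Octβ3R, at 0.44 and 0.98.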

We also examined the expression of classical neurotransmitter receptors. GABA acts as an efferent neurotransmitter in the ear of *Cx. quinquefasciatus* mosquitoes^7^. 

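Table 2 names 5 genes for GABA receptors, with 6 transcripts that all lay above the noise floor in both sexes. GABA-B-R1 (AGAP010281-RA) had 957 ± 103 normalised counts in males (SD, n = 17) and 967 ± 289 in females (SD, n = 18) and did not differ between them (log2 fold change 0.03, standard error 0.10, edgeR adjusted p = 0.811), except that it was called as higher in males with total counts alone, at 0.59. GABA-B-R2 (AGAP004595-RA) was higher in males, with 617 ± 149 against 458 ± 155 (log2 fold change 0.48, standard error 0.14, edgeR adjusted p = 0.00360). Higher expression in females was found for GABA-B-R3 (AGAP009514-RA), with 48.1 ± 36.1 in males against 174 ± 137 (log2 fold change -1.90, standard error 0.41, edgeR adjusted p = 1.57e-04). The same held for the GABA-A receptor AGAP000038-RA, with 133 ± 78.2 against 497 ± 337 (log2 fold change -1.86, standard error 0.35, edgeR adjusted p = 2.44e-05). For Rdl (AGAP006028) the study lists a pair of isoforms. AGAP006028-RB had 459 ± 145 counts in males and 490.3 ± 221 in females and did not differ (log2 fold change -0.05, edgeR adjusted p = 0.806), although with total counts alone it was called as higher in males at 0.46. AGAP006028-RC had 720.4 ± 320.3 and 419 ± 172 (log2 fold change 0.81, standard error 0.21, edgeR adjusted p = 9.15e-04). None of the called GABA receptor transcripts of Table 2 still differed with the opsin covariate, and the log2 fold change of AGAP006028-RC became -0.02. Because the opsin level and sex are correlated, these lost calls leave the source of the differences open.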

Multiple GABA receptors were expressed in both sexes including three metabotropic GABA-B receptor orthologs and the ionotropic GABA-A receptor *Rdl*, which causes resistance to the insecticide dieldrin in *Anopheles* populations^22^. We also found several nicotinic acetylcholine receptor subunits with sexually dimorphic expression. 

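All 11 listed transcripts of nicotinic acetylcholine receptor subunits were expressed in both sexes and differed between them. Higher expression in males was found for nAChRα6 (AGAP002152-RA), with 2360.4 ± 695 normalised counts in males (SD, n = 17) and 1295 ± 530.3 in females (SD, n = 18; log2 fold change 0.91, standard error 0.16, edgeR adjusted p = 7.91e-06), and for nAChRα3 (AGAP000329-RA), with 304 ± 81.6 and 198 ± 90.3 (log2 fold change 0.69, standard error 0.16, edgeR adjusted p = 3.68e-04). The other 9 were higher in females. With total counts alone none of the 11 changed sign and 7 were called, while AGAP000138-RB, AGAP000962-RA, AGAP000966-RA and AGAP002974-RA were not. The strongest of the 9 higher in females was AGAP000138-RA, an isoform of nAChRα4. It had 25.8 ± 14.8 counts in males and 99.4 ± 67.6 in females (log2 fold change -1.96, standard error 0.34, edgeR adjusted p = 6.28e-06). The weakest was nAChRβ1 (AGAP000966-RA), at 750.1 ± 187 and 1256 ± 718 (log2 fold change -0.67, standard error 0.19, edgeR adjusted p = 0.00249). With the opsin covariate only nAChRα5 (AGAP008588-RA) still differed, at -1.25 (edgeR adjusted p = 0.0446), against -1.28 without it, and AGAP000138-RB changed sign to 0.39.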

Nicotinic acetylcholine receptors are critical components of the efferent auditory system in vertebrates^23^. Moreover, a single muscarinic acetylcholine receptor was found, as were several metabotropic and ionotropic glutamate receptors, including an ortholog of *Drosophila* IR93a glutamate receptor (*AGAP000256*), involved in thermo- and hygrosensation^24^.

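The muscarinic receptor mAChR-A (AGAP010513-RA) had 22.7 ± 14.4 normalised counts in males (SD, n = 17) and 81.1 ± 59.6 in females (SD, n = 18), a log2 fold change of -1.81 (standard error 0.38, edgeR adjusted p = 1.09e-04). It was still called with total counts alone, at -1.27, and was not called with the opsin covariate, at -0.66 (edgeR adjusted p = 0.495). Of the 13 glutamate receptor transcripts of Table 2, 12 lay above the noise floor in both sexes and 1, AGAP000801-RB of GLURIIB, in females only. Expression was higher in males for 3, higher in females for 8 and did not differ for 2, with 1 change of sign among these calls under total counts alone. The Ir93a ortholog (AGAP000256-RA) had 596 ± 71.7 counts in males and 504 ± 128 in females (log2 fold change 0.29, standard error 0.11, edgeR adjusted p = 0.0171), and the call was lost without replicate 1 or replicate 3, at 0.14 and 0.30. The strongest change toward males was in the metabotropic receptor AGAP005034-RA, with 940.0 ± 167 and 242 ± 160.1 (log2 fold change 2.06, standard error 0.27, edgeR adjusted p = 7.77e-08). It was still called with the opsin covariate, at 2.35. Among those higher in females were GluRIA (AGAP006027-RA), with 215 ± 129.8 and 645 ± 452 (log2 fold change -1.54, standard error 0.32, edgeR adjusted p = 1.05e-04), and the isoform AGAP001434-RC of GluClα, with 70.9 ± 40.9 and 266 ± 169 (log2 fold change -1.97, standard error 0.28, edgeR adjusted p = 2.35e-07). GluRIIA had 236 ± 46.2 and 338 ± 152 over all time points (log2 fold change -0.37, standard error 0.13, edgeR adjusted p = 0.0169), and its sign changed to 0.14 with total counts alone. Of the 8 female-higher transcripts only the metabotropic receptor AGAP029236-RA was still called as higher in females with the opsin covariate, at -1.37. The sign of AGAP000801-RB, with 11.6 ± 26.1 and 49.8 ± 53.0 counts, turned from -2.80 to 5.18 there (edgeR adjusted p = 0.0363).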

Neuropeptides act as important neuromodulators of insect sensory neurons^25^. Our dataset included a broad repertoire of neuropeptide receptors (Table 2). Orthologs of the natriuretic peptide, the sex peptide, calcitonin and allatostatin 3 receptors were expressed in both sexes. 

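Expression of the natriuretic peptide receptor NPRA (AGAP003283-RA) was 786 ± 279 normalised counts in males (SD, n = 17) and 516 ± 168 in females (SD, n = 18), higher in males (log2 fold change 0.64, standard error 0.15, edgeR adjusted p = 3.66e-04). Without replicate 1 this call was lost, at 0.39. The sex peptide receptor SPR (AGAP029618-RA) was higher in females, with 249 ± 81.0 against 826 ± 314 (log2 fold change -1.67, standard error 0.18, edgeR adjusted p = 1.27e-09). Both calcitonin-like receptors were also higher in females. CL R1 (AGAP009770-RA) had 69.3 ± 31.0 and 322 ± 275 (log2 fold change -2.04, standard error 0.25, edgeR adjusted p = 2.09e-08), and CL R3 (AGAP003654-RA) had 96.4 ± 45.0 and 347 ± 216 (log2 fold change -1.80, standard error 0.23, edgeR adjusted p = 4.32e-08). Table 2 gives a pair of genes for the allatostatin A receptor. AGAP010486-RA had 827 ± 181 in males and 392 ± 95.4 in females (log2 fold change 1.13, standard error 0.10, edgeR adjusted p = 2.38e-11). For AGAP001773 the isoform RC had 20.3 ± 9.14 and 71.9 ± 33.3 (log2 fold change -1.79, standard error 0.27, edgeR adjusted p = 7.47e-07), while RB lay below the noise floor in males. With the opsin covariate, SPR, CL R1, AGAP010486-RA and AGAP001773-RC were still called in the same direction, and NPRA and CL R3 were not called.
Of the 25 peptide receptor transcripts in Table 2, 4 were higher in males, 19 were higher in females and 2 did not differ, and 1 of these calls, AGAP000351-RB of NPF R1, changed sign with total counts alone. GnRH R1 (AGAP002156-RA) had the largest change, with 47.4 ± 27.0 counts in males and 759 ± 328 in females (log2 fold change -3.93, standard error 0.24, edgeR adjusted p = 5.23e-15). It was -3.18 with the opsin covariate (edgeR adjusted p = 5.22e-07), where 11 of the 19 were still called.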

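The tachykinin receptor TkR99D (AGAP001592-RA) had 83.2 ± 23.1 normalised counts in males (SD, n = 17) and 162 ± 43.9 in females (SD, n = 18; log2 fold change -0.94, standard error 0.13, edgeR adjusted p = 2.35e-07). TkR86C (AGAP002824-RA) went the other way, with 78.0 ± 21.8 and 48.8 ± 20.5 (log2 fold change 0.72, standard error 0.18, edgeR adjusted p = 7.51e-04). Neither was called with the opsin covariate, at -0.49 and 0.62. Of the neuropeptide F receptors, Table 2 gives the name NPF R3 to AGAP004122-RA, with 180.1 ± 47.9 in males and 792 ± 270.3 in females (log2 fold change -2.11, standard error 0.16, edgeR adjusted p = 3.16e-13), and to AGAP012378-RA, with 61.6 ± 27.7 and 217 ± 74.0 (log2 fold change -1.82, standard error 0.20, edgeR adjusted p = 2.82e-09). Both were still higher in females with the opsin covariate. NPF R1 (AGAP000351-RB) had 56.0 ± 10.9 and 81.3 ± 39.1 (log2 fold change -0.47, standard error 0.19, edgeR adjusted p = 0.0319), which turned to 0.05 with total counts alone and was not called without replicate 1 or replicate 3.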

We also identified putative tachykinin receptors 1 and 2, which have been implicated in the modulation of olfactory neurons in *Drosophila*^26^, as well as several neuropeptide F receptor orthologs. Neuropeptide F modulates the locomotor plasticity of swarming migratory locusts^27^. Receptors involved in other sensory modalities were also identified, suggesting modulation of auditory responses following unconventional signalling pathways^28^. Of these, visual rhodopsins were particularly highly expressed. 

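Summed over the 10 opsin transcripts of Table 2, the share of all estimated counts ranged from 1.39% to 13.7% in the 17 male libraries, with a median of 4.58%, and from 9.37% to 45.6% in the 18 female libraries, with a median of 27.0%. The most abundant was AGAP013149-RA, with 358050.1 ± 274132 normalised counts in males and 2724989 ± 1547496 in females (SD). It is 1 of 5 genes that Table 2 names ninaE, Rh2 or Rh6 together, and reads that fit more than 1 of these paralogs are divided among them by the quantification, so their single values are uncertain. All 10 were higher in females, also with total counts as the only scaling except AGAP001162-RA and AGAP007548-RB, which were then not called. The strongest was AGAP006126-RA of Rh3 (log2 fold change -3.32, standard error 0.38, edgeR adjusted p = 5.35e-09), and the weakest was AGAP007548-RB of Rh7 (68.5 ± 27.8 counts in males and 122 ± 81.5 in females, log2 fold change -0.68, standard error 0.29, edgeR adjusted p = 0.0354). Rh5 (AGAP010089-RA) had 12599 ± 12212 and 91528 ± 57469.5 counts. The supplementary lists add GPROP7 (AGAP002462-RA) and CRY1 (AGAP001958-RA) under photoreceptor activity. GPROP7 had 5.16 ± 3.79 and 36.9 ± 20.0 counts, below the noise floor in males (log2 fold change -2.80, standard error 0.37, edgeR adjusted p = 6.22e-08), and was not called with the opsin covariate, at -0.67. CRY1 was higher in males, with 2551 ± 239 and 2027 ± 270.0 counts (log2 fold change 0.38, standard error 0.06, edgeR adjusted p = 6.58e-07), also with the opsin covariate, at 0.44. Libraries of the same sex and time point differed in the 3 most abundant opsins by up to 9.14-fold, with a median of 3.01-fold over the groups. Across libraries within sex and time point, the standard deviation of their log2 count was 1.09, against a median of 0.325 for all abundant transcripts.

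**Figure D2:**
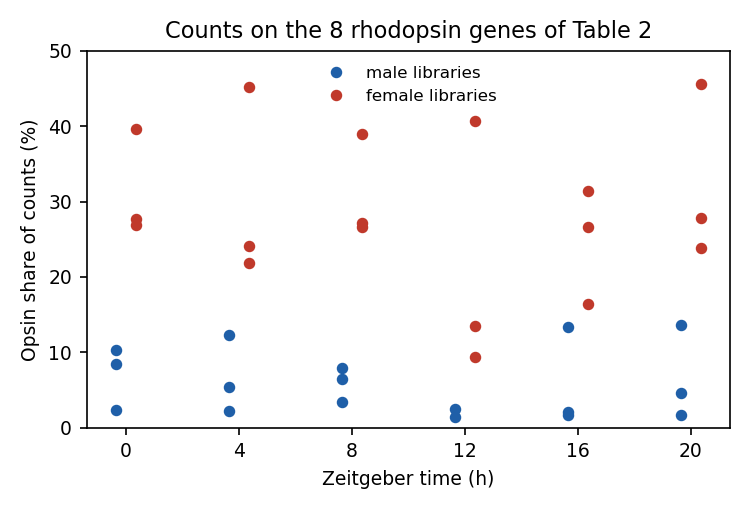
Share of the 10 opsin transcripts in the total estimated counts of each library, in percent, by zeitgeber time in hours. Points are single libraries of males and females. Male libraries lie between 1.39% and 13.7% and female libraries between 9.37% and 45.6%, so the sexes overlap.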

Rhodopsins have been previously shown to mediate auditory and mechanosensory roles in *Drosophila*^29,30^. 

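Of the 7 gustatory receptor transcripts in Table 2, 4 lay above the noise floor in males and 3 in females, with 2 in both. Higher expression in males was found for AGAP006713-RA, with 46.6 ± 9.89 normalised counts in males (SD, n = 17) and 24.7 ± 10.9 in females (SD, n = 18; log2 fold change 0.96, standard error 0.19, edgeR adjusted p = 6.56e-05), and for Gr59 (AGAP001137-RA), with 24.3 ± 11.6 and 15.0 ± 9.94 (log2 fold change 0.84, standard error 0.26, edgeR adjusted p = 0.00582). Neither was called with the opsin covariate, and Gr59 was not called without replicate 2. AGAP007757-RA was higher in females, with 4.78 ± 3.72 against 45.8 ± 47.8 (log2 fold change -3.13, standard error 0.50, edgeR adjusted p = 2.15e-06). Gr26 (AGAP006717-RA) passed the noise rule in males only, but its means, 18.9 ± 5.53 and 15.3 ± 8.11, did not differ (edgeR adjusted p = 0.121), and neither did AGAP029169-RA or the isoforms of Gr9 (AGAP009805-RI and AGAP009805-RL), although with total counts alone these 4 were called as higher in males. Both olfactory receptors passed in females only. Or61 (AGAP011991-RA) had 4.65 ± 4.62 and 37.8 ± 30.1 (log2 fold change -2.90, standard error 0.53, edgeR adjusted p = 1.55e-05). Over all time points Orco had 11.5 ± 30.2 and 57.0 ± 76.8 (log2 fold change -2.48, standard error 0.71, edgeR adjusted p = 0.00260), which was not called without replicate 3 and changed sign to 0.37 with the opsin covariate.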

Some gustatory receptors were expressed mostly in males, and two olfactory receptors were expressed in females.

We were particularly interested in the auditory modulation at swarm time. Swarm formation in mosquitoes is a rhythmic behaviour under circadian regulation. In the final step of our RNA-seq analysis, we identified transcripts with a rhythmic (or *cycling*) expression in the 24-hour period of data collection. 

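Within each sex, the 6 time points were compared first. Of 12360 transcripts tested in males, 206 had a time effect at an adjusted p under 0.05 from edgeR's quasi-likelihood F-test, and of 12322 in females, 151 had one. At an unadjusted p under 0.05 there were 1143 and 1120. JTK_CYCLE was then run on these transcripts alone, for periods of 8 to 24 h in steps of 4 h. It left 177 cycling transcripts in males and 139 in females. DESeq2's likelihood ratio test as the first step, which the study used, gave 412 and 495. Without replicate 1, 2 or 3, which leaves at most 2 libraries per time point, the numbers fell to between 4 and 27 in males and between 8 and 15 in females. A single library also weighed on them, since there were 124 in males without the male ZT12 replicate 1 and 93 in females without the female ZT12 replicate 1. A period of 24 h was the best fit for 132 of the male and 127 of the female cycling transcripts. Their highest time-point mean, with size factors within each sex as for JTK_CYCLE, was at ZT12 for 68 in males and 82 in females. Of the cycling transcripts 52 were shared by both sexes, where 1.99 would be shared by chance among the 11987 tested in both (Fisher's exact test, one-sided, p = 4.85e-62, transcripts not being independent of each other), and 51 of these peaked within 4 h of each other.
The smallest JTK_CYCLE p in males, 4.70e-07 from the exact null, was that of AGAP004261-RB, with 2660.5 ± 465 normalised counts at ZT20 (SD, n = 3) and 401 ± 74.3 at ZT8. It was followed by AGAP001854-RA, with 305 ± 22.6 at ZT20 and 163 ± 9.18 at ZT8. In females, AGAP006118-RA, with 87.9 ± 29.8 at ZT12 and 4.39 ± 3.81 at ZT20, and AGAP007737-RA, with 4322 ± 779 at ZT12 and 1253 ± 303 at ZT0, shared the smallest JTK_CYCLE p, 7.58e-09 from the exact null.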

Our full analysis is provided in Supplementary Data 7 and 8. 

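AGAP000045-RB, an isoform of AgOAMB, had 128 ± 24.1 normalised counts in males at ZT0 (SD, n = 3 libraries), 199.9 ± 36.6 at ZT4, 342 ± 123 at ZT8, 584 ± 268 at ZT12 (n = 2), 232 ± 47.0 at ZT16 and 255 ± 89.0 at ZT20. The 2 male ZT12 libraries had 773 and 394 counts, and the second lay below the highest ZT8 library, 478. That ZT8 library is replicate 1, as is the ZT12 library with 773 counts. Within replicate 1 and within replicate 2 the ZT12 library was the highest, for replicate 2 at 394 against 238 at ZT8. The labels do not state that a replicate number marks the same round of collection. The time effect had an adjusted p of 0.0256 in edgeR's quasi-likelihood F-test, and of 0.00449 in that test with a replicate block. JTK_CYCLE gave p = 0.00405 from its exact null and an adjusted p of 0.00695 for a period of 24 h with its peak at 12 h. It was the only cycling transcript of the 154 on the male list. Without ZT12 replicate 1, the library with 773 counts, the time effect was no longer called (edgeR adjusted p = 0.158). It was also not called with the opsin covariate (0.0666), with the counts of both isoforms summed (0.121), or without replicate 1, 2 or 3 (0.149 to 0.787, all edgeR adjusted p). DESeq2's likelihood ratio test gave the smallest adjusted p of all settings, 4.45e-06. With JTK_CYCLE adjusted over all transcripts tested, without the time test first, the adjusted p was 0.199.

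**Figure D3:**
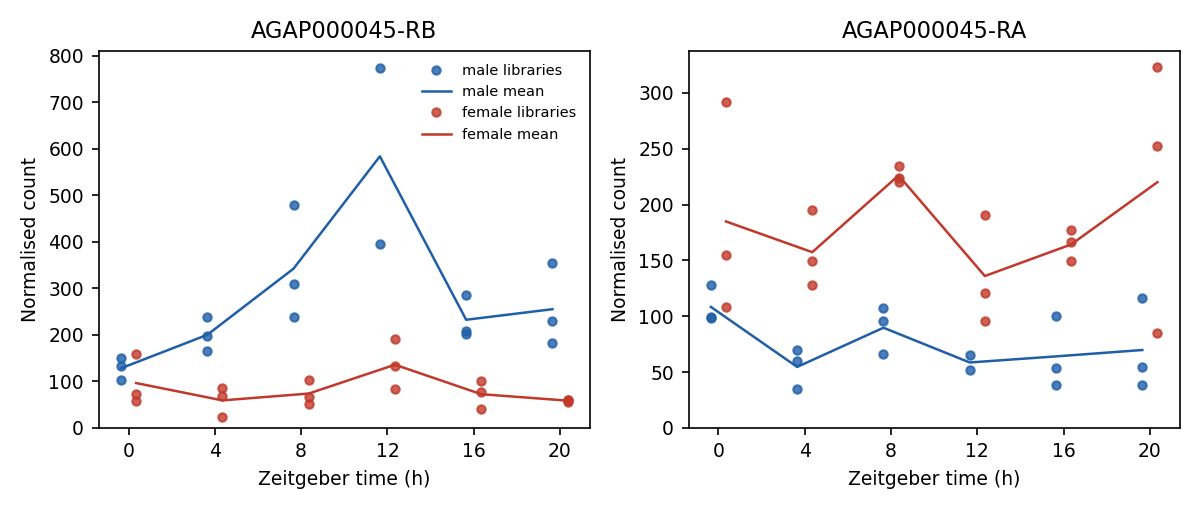
Normalised counts of the isoforms AGAP000045-RB (left) and AGAP000045-RA (right) by zeitgeber time in hours. Points are single libraries and lines join the means of each time point, for males and females. For RB the male mean is highest at ZT12, at 584 over 2 libraries, and the highest female mean is also at ZT12, at 135.7. RA has its highest mean at ZT0 in males, 108, and at ZT8 in females, 226. The vertical axes differ between the panels.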

From the dataset of expressed genes with a potential neuromodulatory role, there was one single transcript in males exhibiting cycling expression (Fig.1e): the octopamine α-receptor *AgOAMB* (*AGAP000045*), an ortholog of the OAMB receptor in *Drosophila*^31^; its expression peaked during the laboratory swarm time.

### Octopamine modulates malaria mosquito audition in a time-dependent, diel manner

Our transcriptomic analysis suggested the role of octopamine as an auditory modulator at swarm time. 

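At ZT12 the mean log2 count of AGAP000045-RB in males was 1.35 above that of the other time points (exact permutation test, two-sided, p = 0.0147, where 2 libraries against 15 give a smallest p of 0.00735). The difference was 0.87 with only ZT12 replicate 2 and 1.84 with only ZT12 replicate 1, and a single library against 15 cannot reach a p below 0.0625 in this exact test. For the sum of RA and RB it was 1.06 (exact permutation test, two-sided, p = 0.0221). RA alone did not differ, at -0.29 (exact permutation test, two-sided, p = 0.485). AGAP002886-RA was 0.22 above the other time points at ZT12 in males (exact permutation test, two-sided, p = 0.463), a difference that turned to -0.05 without ZT12 replicate 1. From the cycling of AgOAMB and its highest expression at swarm time, the paper proposes that octopamine modulates hearing at that time.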

We explored its auditory role by injecting octopamine into the mosquito thorax and analysing changes in auditory function including (Fig. 2). In a nutshell, individual tests quantified different functionally relevant mechanical properties of the mosquito ear. It should be noted that all measures represent compound responses, i.e. all mechanical parameters (e.g. flagellar best frequency or tuning sharpness) reflect the sum total of all components mechanically connected to the flagellum. Taken together these tests will enable better reconstructions, or predictions, of mosquito auditory sensitivity in different behavioural or ecological contexts. At present, it is e.g. not known in which contexts male flagellar ears enter the SSO state, respectively. Likewise, the sensory-ecological control of fibrillae erection is still not fully clear. Yet the state of all these parameters will have crucial effects on the sensitivity and tuning of the mosquito ear. We thus assessed the pattern of fibrillae erection and quantified the properties of both stimulated and unstimulated ears. We used frequency sweeps to determine the auditory properties in response to more naturalistic stimuli and we used force step actuation as more analytic stimuli to extract principal parameters of flagellar mechanics (e.g. flagellar stiffness). We used two different octopamine concentrations (1 mM and 10 mM) to explore sensitivity and dynamic range differences. We repeated the tests at two different circadian times: during a phase of inactivity for *An. gambiae* mosquitoes (ZT4) and during the laboratory swarm time (ZT12). Control injections were performed using a ringer solution.

**Fig. 2:**
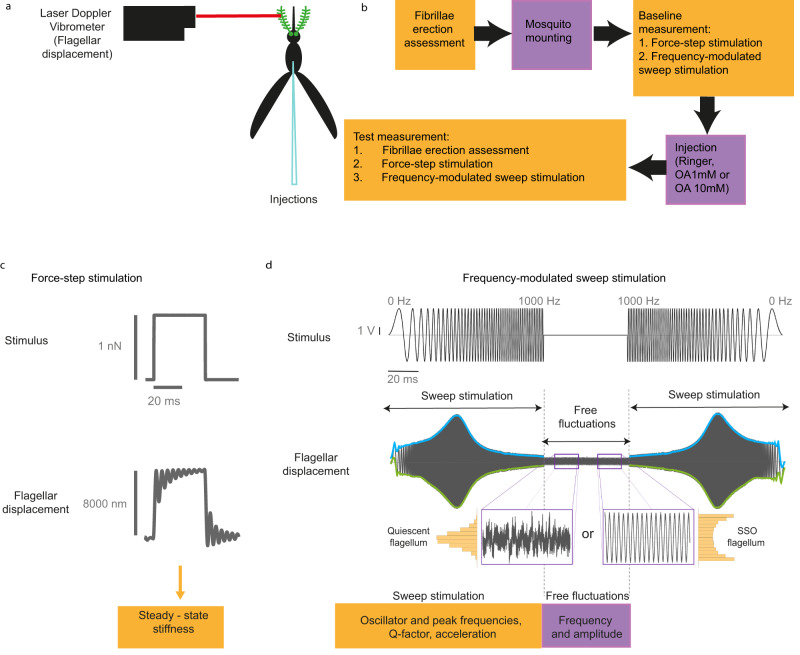
Experimental setup and analysis pipeline for auditory analysis. **a** Experimental paradigm of Laser Doppler vibrometry (LDV) recordings. The laser beam from a Laser Doppler Vibrometer is pointed at the tip of the mosquito flagellum to record flagellar displacement. **b** Auditory tests working pipeline. The experiment started by assessing the fibrillae erection state of the mosquito. The mounting procedure consisted in gluing the mosquito to a rod, so that only the right flagellum was free to move. Baseline measurements were collected including responses to force-step and frequency-modulated sweep stimulation. After control or test injections, the fibrillae erection was assessed again, and flagellar responses to force-step and frequency-modulated sweep stimulation were recorded. **c** Example of force-step stimulation. Force-step actuation was used to extract the flagellar steady-state stiffness (see Methods section for more information). **d** Example of frequency-modulated sweep stimulation that was applied to the mosquito flagellum. The stimulus (top) consisted of a linear frequency sweep that ranges from 0 Hz to 1 kHz in 1 s and its mirrored version of 1 kHz to 0 Hz. Between both sweeps, flagella remained 1 s unstimulated (shown as a shorter section in the figure). The flagellar responses to sweeps (middle) were used to extract an “envelope” of the waveform, which was fitted to a driven harmonic oscillator function to extract different biophysical parameters (e.g. oscillator and peak frequencies, Q-factor, acceleration). The unstimulated sections (free fluctuations) were used to (i) to calculate the frequency and amplitude of the unstimulated flagellar vibrations via FFT, (ii) analyse the amplitude distribution to determine the flagellar mechanical state (bottom; see Methods section for more information).

#### Octopamine caused erection of male antennal fibrillae

A well-characterised circadian clock signature of *An. gambiae* audition is the rhythmic pattern of antennal fibrillae erection in males at swarm time^32,33^, which is induced by octopamine in *An. stephensi* mosquitoes^10^. We tested whether this also applies to *An. gambiae* (Fig. 3).

**Fig. 3:**
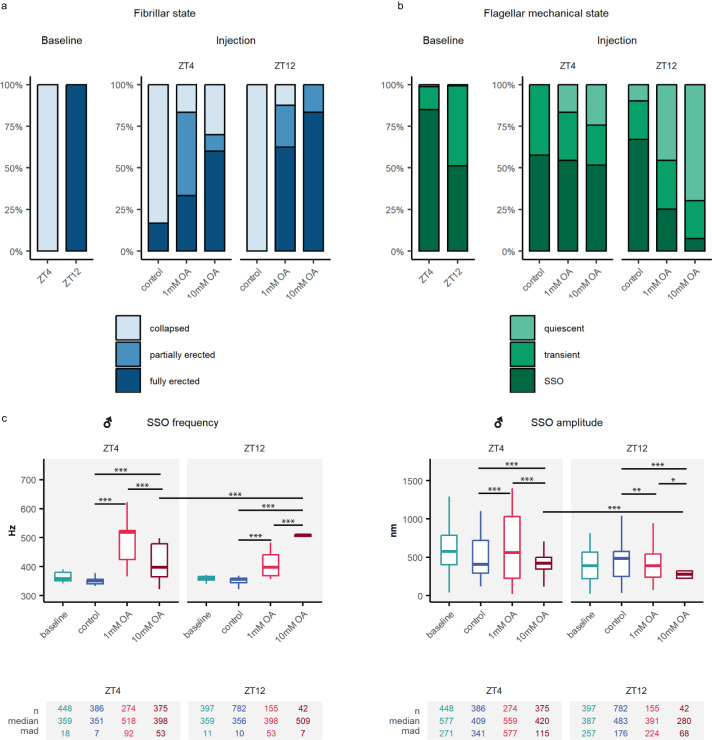
Octopamine injection causes the erection of the antennal fibrillae and influences the flagellar mechanical state in male *An. gambiae* mosquitoes. **a** Fibrillae erection state under different experimental conditions. Left panel, fibrillae erection baseline levels before mosquito mounting. At ZT12, during the laboratory swarm time, all male mosquitoes presented erected fibrillae, while at ZT4 -when *An. gambiae* mosquitoes are inactive-, all mosquitoes presented collapsed fibrillae. Right panel, fibrillae erection state upon octopamine injections. Please note that because of the mounting process, all mosquitoes collapsed their fibrillae, so before injecting octopamine all mosquitoes had collapsed fibrillae. Injecting both 1 mM and 10 mM octopamine caused the erection of the antennal fibrillae. The effect was stronger at ZT12 for 10 mM octopamine injections ($${\chi }^{2}$$,*p*-value < 0.001). **b** Flagellar mechanical state based on the analysis of unstimulated free fluctuations of the flagellum. Left panel shows baseline states. Octopamine injection caused a shift to quiescent states and a sharp reduction in the amount of SSO mosquitoes that was more pronounced at ZT12. **c** SSO frequency and amplitude in different experimental conditions. Octopamine injections caused a sharp shift in the SSO frequency to higher values and a decrease in the amplitude of the oscillations. Central line, median; box limits, first and third quartiles; lower and upper whiskers, 5th and 95th percentiles, respectively. Tables underneath each graph display n numbers (total number of runs (unstimulated sections) that passed the curation process and are included in the analysis), median and median absolute deviation (mad) for each category in the graph above. Significant differences between injection effects starred (two-sided Wilcoxon rank-sum tests with Holms procedure for multiple comparison correction, *p.adj <0.05; **p.adj <0.01; ***p.adj <0.001). OA octopamine, SSO self-sustained oscillations, ZT zeitgeber time. Sample sizes: ZT4 control = 8; ZT4 OA1mM = 8; ZT4 OA10mM = 7; ZT12 control = 11; ZT12 OA1mM = 9; ZT12 OA10mM = 11.

A visual assessment confirmed that 100% of males presented erected fibrillae at ZT12 and 0% at ZT4 (Fig. 3a). All mosquitoes collapsed the fibrillae after mounting them in preparation for auditory tests, irrespective of the circadian time. This allowed us to study the effects of octopamine from a baseline state in which all mosquitoes (both at ZT4 and ZT12) had collapsed fibrillae. Injecting 1 mM octopamine caused the full erection of the antennal fibrillae in 33% of mosquitoes at ZT4 and 62.5% at ZT12 suggesting circadian time-dependent changes in the JO sensitivity to octopamine effects ($${\chi }^{2}$$, *p*-value < 0.001). Increasing the octopamine concentration to 10 mM caused increased rates of fibrillae erection (ZT4: 60%, ZT12: 83%).

#### Octopamine prompted a quiescent state in the male mosquito flagellum

We then analysed the flagellar behaviour in males under unstimulated conditions. Male mosquito flagella have been reported to exhibit two different mechanical states. Some present spontaneous ‘self-sustained oscillations’ (SSOs) that are large oscillations of around 350 Hz (~ female wing-beat frequencies) and velocity magnitudes around 1 mm/s, which is ~1000-fold above baseline levels^8^. By contrast, quiescent receivers show best frequencies of ~500 Hz and substantially lower velocity magnitudes (~1 µm/s). Although the ecological relevance of these two states is not fully understood, SSOs seem to act as amplifiers of the female wingbeats^5,6,8^.

We first developed an analytical framework to provide a quantitative definition of the different mechanical states (Fig. 2d, see Methods). We noted that apart from being in a quiescent or SSO state, the mosquito flagellum could also display a transient state between the two (Fig. 3b). Control mosquitoes tend to maintain the same mechanical state for the duration of the experiment (Supplementary Fig. 1). We examined whether octopamine could induce changes in the mechanical state. Injecting 1 mM octopamine at ZT4 pushed transient mosquitoes into a quiescent state, while the proportion of SSO mosquitoes remained unaltered (Fig. 3b and Supplementary Fig. 1). The effect was stronger upon 10 mM injections. By contrast, at ZT12, injecting octopamine induced a shift from SSO to a quiescent state, as we observe a decrease in the number of SSO and a concurrent increase of quiescent mosquitoes. We conclude that octopamine drives the flagellum towards the quiescent state, and that this effect is circadian-time dependent. While at ZT4 octopamine affects only transient mosquitoes, at ZT12 the sensitivity to octopamine is higher and hence also SSO mosquitoes are pushed into quiescence. We cross-validate these findings by looking at the fraction of time spent in each mechanical state and find statistical significance across all groups of control, OA 1 mM and OA 10 mM between ZT4 and ZT12 ($${\chi }^{2}$$, *p*-value < 0.001). Our data support that the effect of octopamine on the flagellar mechanical state changes over the day.

#### Octopamine caused an increase in SSO frequency

Free fluctuation recordings were used to extract the oscillator frequency, *f*_*0*_, and oscillation amplitudes of the flagellum’s spontaneous vibrations. Quiescent mosquitoes do not produce sinusoidal or periodic signals and a frequency could not be conventionally determined within the resolutions of our paradigms. For this reason, they are not represented here (see Methods). The oscillator frequency tended to be constant during the recording for single mosquitoes under control conditions (Supplementary Fig. 1).

Octopamine injections caused an overall increase in the SSO frequency and a decrease in the amplitude (Fig. 3c, Supplementary Tables 1 and 2, SSO frequency [ZT4]; control: 351 ± 7 Hz showing median ± median absolute deviation (mad); OA1mM: 518 ± 92 Hz, *p*.adj <0.001; SSO frequency [ZT12]; control: 356 ± 10 Hz; OA1mM: 398 ± 53 Hz, *p*.adj <0.001). This effect was more pronounced at ZT12 for 10 mM octopamine injections where the average SSO frequency values were above 500 Hz, compared to around 350 Hz for controls (p.adj <0.001). The damping effect of octopamine on the SSO amplitude was also stronger at ZT12 upon 10 mM octopamine injections (Fig. 3c, SSO amplitude [ZT4]; OA10mM: 420 ± 115 nm; SSO amplitude [ZT12]; OA10mM: 280 ± 68 nm, p.adj <0.001). The stronger responses to octopamine at ZT12 indicated an increase in both the sensitivity to octopamine and the dynamic range of octopamine effects. At ZT4, 10 mM injections did cause weaker responses than 1 mM (SSO frequency [ZT4]; OA1mM: 518 ± 92; OA10mM: 398 ± 53, Hz *p*.adj <0.001), suggesting that responses were already saturated.

#### Octopamine affected the auditory tuning of stimulated male mosquito ears

We stimulated the flagellum using frequency-modulated sweeps (upchirps and downchirps, 0–1000 Hz Fig. 2d) and measured the flagellar displacements (Fig. 4, Supplementary tables 3 and 4). We fitted forced damped harmonic oscillator models to the resulting flagellar responses and extracted the relevant biophysical parameters. We studied receivers in both quiescent and SSO mechanical states.

**Fig. 4:**
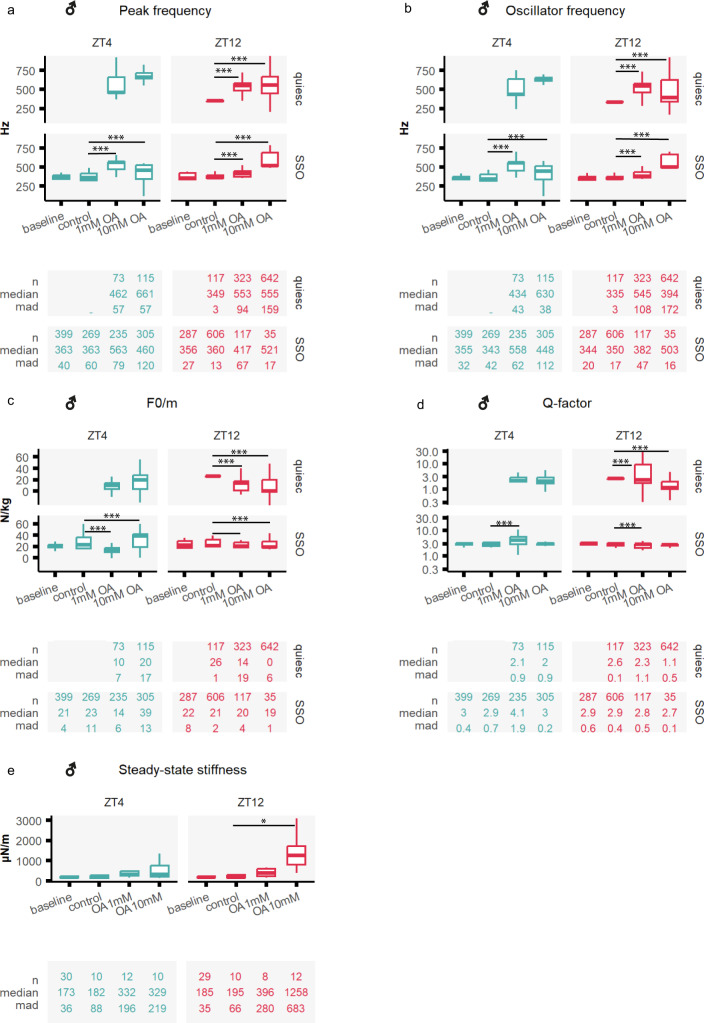
Octopamine injection causes acute changes in auditory responses of male malaria mosquitoes. Auditory tests were conducted after injecting three different solutions: control ringer and two different octopamine concentrations (1 mM and 10 mM). Blue boxplots (left) show ZT4 data, and red (right) ZT12. **a–d** Biophysical parameters were extracted from fitting damped harmonic oscillator functions to the flagellar responses to frequency-modulated sweeps, including the peak frequency, the oscillator frequency, the acceleration (F0/m) and Q-factor (see Methods). Flagella were assigned to either displaying a quiescent state or SSOs. No quiescent mosquitoes were observed at the baseline, neither at ZT4 nor at ZT12, nor ZT4 in control conditions, so plots are empty for these categories. Octopamine injections affected most biophysical parameters, and remarkably, caused a sharp increase in the peak and oscillator frequency. **e** Steady-state stiffness values extracted from force-step stimulation responses. Octopamine injections induced a remarkable increase in flagellar stiffness values that was more pronounced during swarm time ZT12. Central line, median; box limits, first and third quartiles; lower and upper whiskers, 5th and 95th percentiles, respectively. Tables underneath each graph display the n numbers (total number of runs (stimulated sections) that passed the curation process and are included in the analysis), median and median absolute deviation (mad) for each of the categories shown in the graph above. Significant differences between injection effects starred (two-sided Wilcoxon rank-sum tests with Holms procedure for multiple comparison correction, *p.adj <0.05; **p.adj <0.01; ***p.adj <0.001). OA octopamine, SSO self-sustained oscillations, ZT zeitgeber time. Sample sizes: ZT4 control = 8; ZT4 OA1mM = 8; ZT4 OA10mM = 7; ZT12 control = 11; ZT12 OA1mM = 9; ZT12 OA10mM = 11.

Octopamine injection affected the oscillator at multiple levels (Fig. 4a–d). The most striking effect was an increase in the peak and oscillator frequencies both in quiescent and SSO animals that was circadian-time dependent, and overall, stronger at ZT12 upon 10 mM octopamine injections, indicating a higher sensitivity and an increased dynamic range during the laboratory swarm time (Fig. 4a,b, oscillator frequency SSO [ZT4]; control: 343 ± 42 Hz; OA10mM: 448 ± 112 Hz, *p*.adj <0.001; oscillator frequency SSO [ZT12]; control: 350 ± 17 Hz; OA10mM: 503 ± 16 Hz, *p*.adj <0.001).

#### Octopamine caused an increase in the flagellar stiffness of male mosquitoes

Changes in flagellar steady-state stiffness upon octopamine injections were calculated from force-step actuation^8^ as an indication of the ear’s baseline properties and their relative contribution to flagellar sensitivity (Fig. 2c). The flagellar steady-state stiffness describes the force required to hold the flagellum at a certain steady-state displacement. Injecting 1 mM octopamine caused a sharp increase in flagellar stiffness (Fig. 4e, Supplementary tables 5 and 6) that was circadian time-dependent and strongest at ZT12 upon 10 mM octopamine injections, where stiffness values were 7-fold higher than the control ([ZT12]; control: 195 ± 66 µN/m; OA10mM: 1258 ± 683 µN/m, *p*.adj <0.05).

#### Octopamine injection had milder effects on female *Anopheles gambiae* mosquito audition

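Octopamine receptor transcripts differed from each other in which sex had the higher expression. AGAP000045-RB had 273 ± 162 normalised counts over all male libraries (SD, n = 17) and 82.6 ± 41.8 over all female libraries (SD, n = 18), a log2 fold change of 1.76 (standard error 0.20, edgeR adjusted p = 5.54e-09). The other isoform, AGAP000045-RA, was lower in males, with 75.0 ± 29.5 against 181 ± 66.5 (log2 fold change -1.28, standard error 0.18, edgeR adjusted p = 1.69e-07). With counts summed per gene, AGAP000045 was higher in males, at 0.39. Both isoforms kept their direction and call with the opsin covariate, at 1.57 and -1.69. Within a sex the counts of RA and RB were not correlated across libraries. In the 17 male libraries Pearson's r was -0.0019 (permutation p = 0.994) and Spearman's rho was 0.0368 (permutation p = 0.891), with an r of 0.0063 without the 2 libraries farthest from the median. In the 18 female libraries r was -0.12 (permutation p = 0.629) and rho was -0.148 (permutation p = 0.557), with an r of -0.187 without the 2 farthest libraries. These were 2 relations, and the Benjamini-Hochberg adjusted p was 0.994 for r and 0.891 for rho in both.
Over the day in females, the time effect had an adjusted p of 0.839 for AGAP000045-RB, 0.972 for AGAP000045-RA and 0.989 for AGAP002886-RA in edgeR's quasi-likelihood F-test, so none was called. The female mean of AGAP000045-RB was nevertheless highest at ZT12, at 135.7 ± 53.0 (SD, n = 3), against 58.4 to 96.3 at the other time points, and the log2 difference of ZT12 from these was 0.95 (exact permutation test, two-sided, p = 0.0319, 816 splits). It was 1.25 without ZT12 replicate 1 (exact permutation p = 0.0221), 0.93 without ZT12 replicate 2 (exact permutation p = 0.103) and 0.67 without ZT12 replicate 3 (exact permutation p = 0.176). Whether the time course of this transcript differed between the sexes was tested as an interaction of sex and time, which was not called (edgeR adjusted p = 1).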

Our transcriptomic data showed expression of octopamine receptors also in female JO, although expression levels were lower and did not cycle along the day (Table 1, Fig. 1e). We examined the responses to frequency-modulated sweep and force-step stimulation, as described for males. Overall, injecting octopamine caused substantially smaller changes in the biophysical parameter values compared to males, although some changes were observed (Fig. 5a-e, e.g. peak frequency [ZT4] control: 420 ± 45.5 Hz; [ZT4] OA1mM: 383 ± 35.9 Hz, *p* < 0.001; [ZT12] control: 421 ± 36 Hz; [ZT12] OA1mM: 489 ± 155.9 Hz, *p* < 0.001,). Flagellar stiffness values extracted from force-step stimulation slightly increased between control and octopamine injections at ZT4 (Fig. 5e, Supplementary tables 7–10, steady-state stiffness [ZT4] control: 93 ± 18 µN/m; [ZT4] OA1mM: 116 ± 21 µN/m, *p*.adj <0.05).

**Fig. 5:**
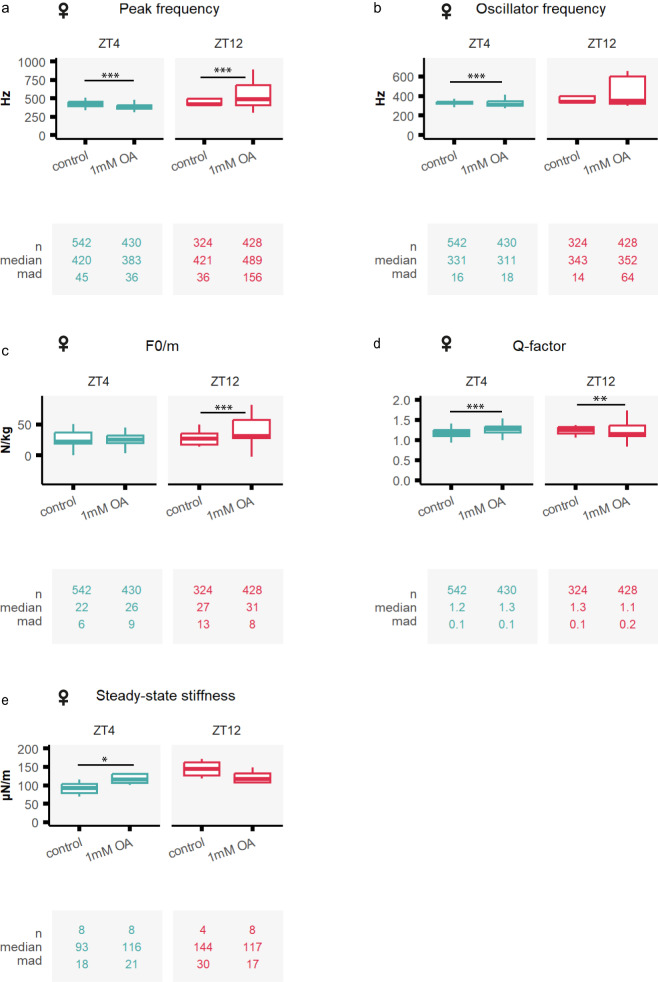
Octopamine injection causes mild effect in female malaria mosquitoes. Tests of auditory biophysics were conducted after injecting two different solutions: control ringer and 1 mM octopamine concentrations. Blue boxplots (left) show ZT4 data, and red (right) ZT12. (**a–d**) Biophysical parameters were extracted from fitting damped harmonic oscillator functions to the flagellar responses to frequency-modulated sweeps, including peak and oscillator frequencies, the acceleration (F0/m) and the Q-factor. Octopamine injection had mild effects on female mosquito hearing compared to males. **e** Steady-state stiffness values extracted from force-step stimulation responses. Central line, median; box limits, first and third quartiles; lower and upper whiskers, 5^th^ and 95^th^ percentiles, respectively. The tables underneath each graph display the n numbers (total number of runs (stimulated sections) that passed the curation process and are included in the analysis), median and median absolute deviation (mad) for each of the categories shown in the graph above. Octopamine injection caused a small increase in flagellar stiffness at ZT4. Significant differences between injection effects starred (two-sided Wilcoxon rank-sum tests with Holms procedure for multiple comparison correction, *p.adj <0.05; **p.adj <0.01; ***p.adj <0.001). OA octopamine, ZT zeitgeber time. Sample sizes: ZT4 control = 8; ZT4 OA1mM = 7; ZT12 control = 5; ZT12 OA1mM OA = 8.

### The octopamine receptors AgOctβ2 and AgOAMB mediate novel auditory roles in malaria mosquitoes

To gain insight into octopamine auditory function, we generated knock-out mosquitoes of two octopamine receptors expressed in the mosquito ear. We selected the highest expressed octopamine receptor, *AgOctβ2* (A*GAP002886*), and the receptor showing a peak of expression during swarm time, *AgOAMB* (*AGAP000045*). We used CRISPR/Cas9 to disrupt the 1^st^ coding exon of *AgOAMB* and 3^rd^ coding exon of *AgOctβ2* – regions of predicted octopamine binding or GPCR activity highly conserved across mosquito strains^31,34,35^. A GFP fluorescent marker was inserted into the target site, which allowed for tracking mutant alleles (Fig. 6a–b). Both mosquito mutant lines were tested for unstimulated and stimulated auditory behaviours.

**Fig. 6:**
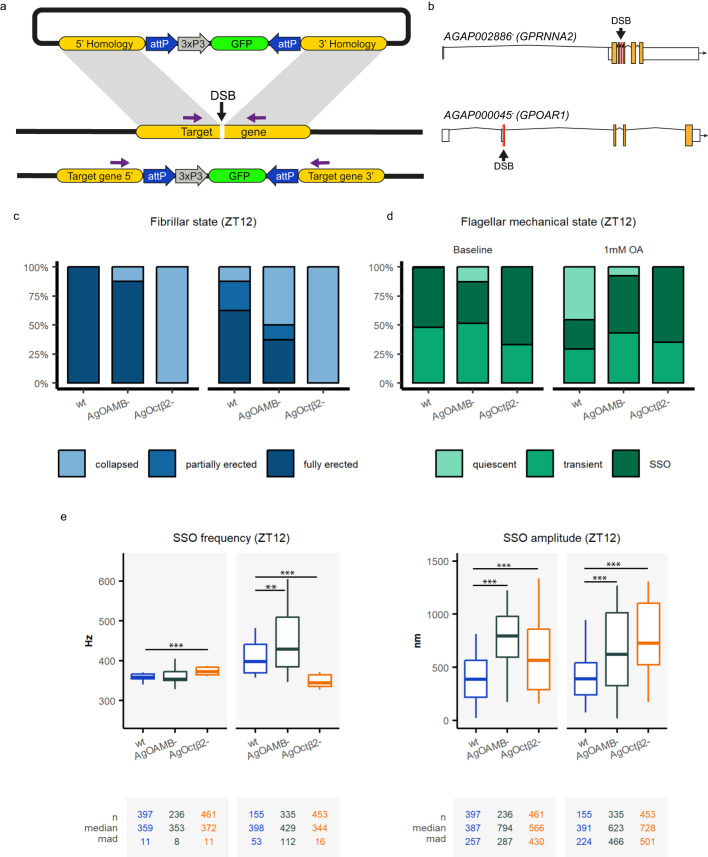
Auditory behaviour of unstimulated ears in octopamine receptor mutants. **a** Schematic of the knock-out generation approach. A double-strand break (DSB) was introduced into specific locations of the target gene using CRISPR-Cas9 mediated cleavage. A cassette containing an attP-flanked 3xP3::GFP marker construct was inserted into the target gene DSB site by homology directed repair. GFP expression was used to screen for transformants. **b** The DSB site was located in the third exon of the receptor *AgOctβ2* and the first exon of the receptor *AgOAMB*. **c** Fibrillae erection state in octopamine receptor mutants compared to wildtypes. Baseline levels before mounting the mosquitoes, show that none of the *AgOctβ2* knock-out mosquitoes erected their fibrillae during the laboratory swarm time, while almost all wildtype and *AgOAMB*^*-*^ mosquitoes erected them. Upon octopamine injections, *AgOctβ2*^*-*^ mosquitoes kept the fibrillae collapse, while almost all wildtype and half of *AgOAMB*^*-*^ animals erected them. **d** Flagellar mechanical state based on the analysis of unstimulated free fluctuations of the flagellum during swarm time. At the baseline, almost all mosquitoes exhibited exclusively SSO (except for a few *AgOAMB* mutants). Injecting octopamine pushed around half of the wildtype flagella to a quiescent state, while the mutants did not change the flagellar mechanical state and maintained the SSOs. **e** SSO frequencies and displacement amplitudes in the different genotypes during swarm time (ZT12). Baseline levels showed an increase in SSO frequency in *AgOctβ2* mutants, but these mutants decreased the oscillator frequency upon octopamine injection. *AgOAMB*^*-*^ animals responded with a sharper increase in the SSO frequency values than wildtypes after octopamine injections. Central line, median; box limits, first and third quartiles; lower and upper whiskers, 5th and 95th percentiles, respectively. The tables underneath each graph display the n numbers (total number of runs (unstimulated sections) that passed the curation process and are included in the analysis), median and median absolute deviation (mad) for each of the categories shown in the graph above. Significant differences between genotypes starred (two-sided Wilcoxon rank-sum tests with Holms procedure for multiple comparison correction, *p.adj <0.05; **p.adj <0.01; ***p.adj <0.001). DSB double-stand break, OA octopamine, SSO self-sustained oscillations, wt wildtype, ZT zeitgeber time. Sample sizes: ZT12 wildtype = 9; ZT12 *AgOAMB*^−^ = 8; ZT12 *AgOctβ2*^*−*^ = 7.

#### Octopamine receptor mutants presented severe defects in the pattern of fibrillae erection

We first observed the fibrillae erection pattern of the octopamine receptor mutants compared to wildtype animals (Fig.6c). As shown above, 100% of wildtype males erected their fibrillae during the laboratory swarm time. Almost 90% of *AgOAMB* homozygous mutant males did so, too. By contrast, none of *the AgOctβ2* knock-out animals erected their fibrillae during the laboratory swarm time. We then performed 1 mM octopamine injections after mounting the mosquitoes (mounting the mosquitoes causes fibrillae collapse). Octopamine injections caused the partial or full erection of the antennal fibrillae in almost 90% of wildtype and 50% of *AgOAMB* knock-out males. However, it did not cause any erection in *AgOctβ2* mutants (Fig. 6c).

#### Octopamine receptor mutants maintained SSOs upon injecting octopamine

We then studied the flagellar mechanical state in mutant animals during the laboratory swarm time. At the baseline, all genotypes presented a similar distribution, with most animals either presenting SSOs or a transient state (Fig. 6d). Although in wildtype animals octopamine prompts a shift to quiescent states, this was not the case for any of the mutants that maintained SSOs or transient states despite octopamine injections. Regarding the SSO frequency at swarm time (Fig. 6e), *AgOctβ2* mutants exhibited higher baseline values compared to wildtype and *AgOAMB*^*−*^ animals ([ZT12] baseline; wildtype: 359 ± 11 Hz; *AgOAMB*^*−*^*:* 353 ± 8 Hz; *AgOctβ2*^*-*^: 372 ± 11 Hz, *AgOctβ2*^*-*^ compared to other genotypes *p*.adj <0.001). Injecting octopamine caused a shift to higher oscillator frequencies of SSO in both wildtype and *AgOAMB*^*-*^ animals, but the effect was stronger in the mutant line. By contrast, *AgOctβ2* mutants reduce the SSO frequency upon octopamine injections (Fig. 6e, Supplementary tables 11–12, [ZT12] SSO frequency OA1mM; wildtype: 398 ± 53 Hz; *AgOAMB*^*−*^*:* 429 ± 112 Hz; *AgOctβ2*^*−*^: 344 ± 16 Hz, both mutants to wildtype *p*.adj <0.001). The SSO amplitude was higher at the baseline for both octopamine receptor mutants compared to wildtype mosquitoes (Fig. 6e, [ZT12] SSO amplitude baseline; wildtype: 387 ± 257 nm; *AgOAMB*^*−*^*:* 794 ± 287 nm; *AgOctβ2*^*−*^: 566 ± 430 nm, both mutants to wildtype *p*.adj <0.001). Although octopamine did not induce changes in the SSO amplitude in wildtype mosquitoes, it did affect them slightly in both mutants ([ZT12] SSO amplitude OA1mM; wildtype: 391 ± 224 nm; *AgOAMB*^*−*^*:* 623 ± 466 nm; *AgOctβ2*^*-*^: 728 ± 501 nm, both mutants [ZT12] compare to [ZT4] *p*.adj <0.001).

#### Octopamine did not increase the flagellar stiffness of octopamine receptor mutants

We subjected the octopamine receptor knock-outs to frequency-modulated sweep stimulation. Data are shown for SSO animals, as few *AgOAMB* mutants and none of the *AgOctβ2* mutants exhibited quiescent flagellar states. At the baseline, mutant mosquitos exhibited higher peak and oscillator frequencies than the wildtype line (Fig.7a–d, Supplementary tables 13-14, peak frequency [ZT12] baseline; wildtype: 356 ± 27 Hz; *AgOAMB*^*−*^*:* 380 ± 14 Hz; *AgOctβ2*^*−*^: 410 ± 33 Hz, both mutants to wildtype *p*.adj <0.001). Injecting 1 mM octopamine caused distinct effects in both mutant lines. The shift in all parameters analysed was more extreme in *AgOAMB* mutants compared to wildtype animals (Fig.7a–d, e.g. peak frequency [ZT12] OA1mM; wildtype: 417 ± 67 Hz; *AgOAMB*^*-*^*:* 470 ± 90 Hz, *p*.adj <0.001). By contrast, there were barely any changes in the parameters’ values in *AgOctβ2* mutants.

**Fig. 7:**
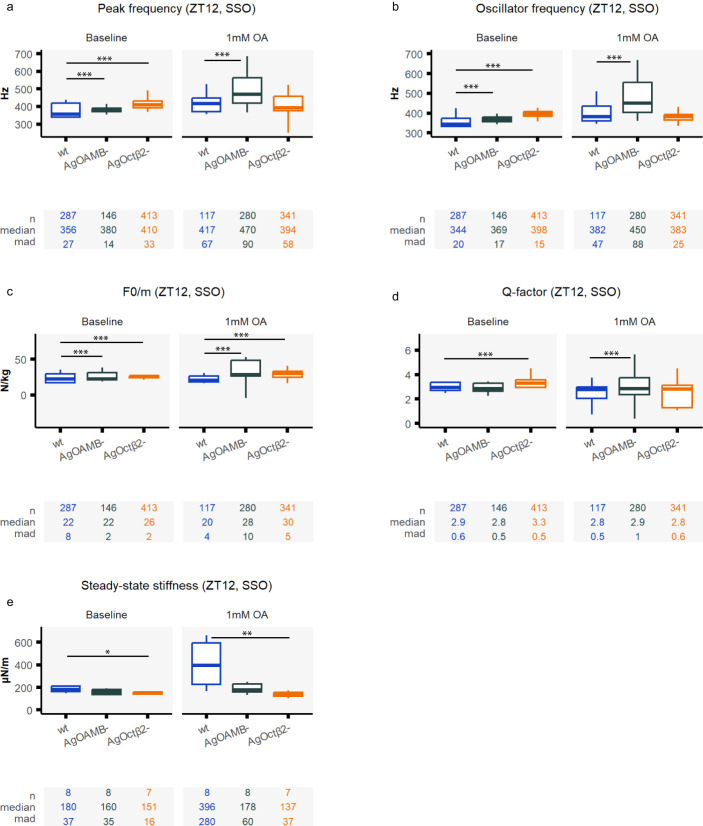
Different phenotypes in the auditory stimulated responses of octopamine receptor mutants upon injecting octopamine. Auditory tests were conducted after injecting two different solutions: control ringer and 1 mM octopamine concentrations. Auditory tests were only performed at ZT12 (**a–d**) Biophysical parameters were extracted from fitting damped harmonic oscillator functions to the flagellar responses to frequency-modulated sweeps, including the peak frequency, the oscillator frequency, the acceleration (F0/m), and Q-factor. As most mutant flagella were constantly exhibiting SSO, only SSO values are shown. Injecting octopamine affected most biophysical parameters in *AgOAMB* mutants, but the effects on *AgOctβ2* knock-outs were very mild. Interestingly, the changes in values in *AgOAMB* mutants were stronger than in wildtype animals (we are only showing results for SSO mosquitoes). The increase in the oscillator frequency of *AgOAMB* mutants reached values of up to 450 Hz. **e** Steady-state stiffness values extracted from force-step stimulation responses. The sharp increase in the stiffness values observed in wildtype mosquitoes was absent in octopamine receptor mutants. In *AgOctβ2* knock-outs the stiffness values even decreased upon octopamine injections. Central line, median; box limits, first and third quartiles; lower and upper whiskers, 5th and 95th percentiles, respectively. Tables underneath each graph display the n numbers (total number of runs (stimulated sections) that passed the curation process and are included in the analysis for each category), median and median absolute deviation (mad) for each of the categories shown in the graph above. Significant differences between genotypes starred (two-sided Wilcoxon rank-sum tests with Holms procedure for multiple comparison correction, *p.adj <0.05; **p.adj <0.01; ***p.adj <0.001). OA octopamine, SSO self-sustained oscillations, wt wildtype, ZT zeitgeber time. Sample sizes: ZT12 wildtype = 9; ZT12 *AgOAMB*^*−*^ = 8; ZT12 *AgOctβ2*^*−*^ = 7.

Steady-state stiffness values were also extracted from force-step stimulation analyses (Fig. 7e, Supplementary tables 15–16). At the baseline, *AgOAMB* and *AgOctβ2* mutants presented similar steady-state stiffness values to the wild type. The impressive increase in stiffness upon octopamine injections shown by wildtype mosquitoes disappeared in the mutants; the mutants did not significantly change their stiffness values upon octopamine injections (steady-state stiffness [ZT12] baseline; *AgOAMB*^*−*^*:* 160 ± 35 µN/m; [ZT12] OA1mM: 178 ± 60 µN/m, *p*.adj > 0.05; [ZT12] baseline; *AgOctβ2*^*−*^*:* 151 ± 16 µN/m; [ZT12] OA1mM: 137 ± 37 µN/m, *p*.adj >0.05).

### The AgOctβ2-mediated octopaminergic signalling in the mosquito ear can be targeted for mosquito control

Octopamine receptors are promising insecticide targets as they are found exclusively in invertebrates. The insecticide amitraz is an agonist of octopamine receptors^36^ and is widely used as a pesticide^37–39^. Its potential to control mosquito populations has been scarcely explored^40–42^ and it has never been used to target a sensory system. To investigate whether octopaminergic signalling in the mosquito ear is affected by amitraz, we tested its effects on antennal fibrillae erection. Amitraz activates both α- and β-adrenergic-like octopamine receptors in other insects^43,44^, so we would expect it to induce the erection of the antennal fibrillae through activating AgOctβ2.

We exposed male mosquitoes to five minutes of 0.025%, 0.1% and 0.4% amitraz at ZT4 – when the antennal fibrillae are collapsed – and quantified the proportion of males with erected fibrillae in a time series (Fig. 8a). Five minutes after exposing the mosquitoes to any amitraz concentration, 98% of male mosquitoes erected their fibrillae. We also exposed *AgOctβ2* mutant males to 0.1% amitraz to test if this receptor was necessary for the amitraz induction of fibrillae erection. As expected, we observed that mutant mosquitoes did not erect the fibrillae following amitraz exposure (Fig. 8b), showing that AgOctβ2 is required for the physiological effects of amitraz exposure.

**Fig. 8:**
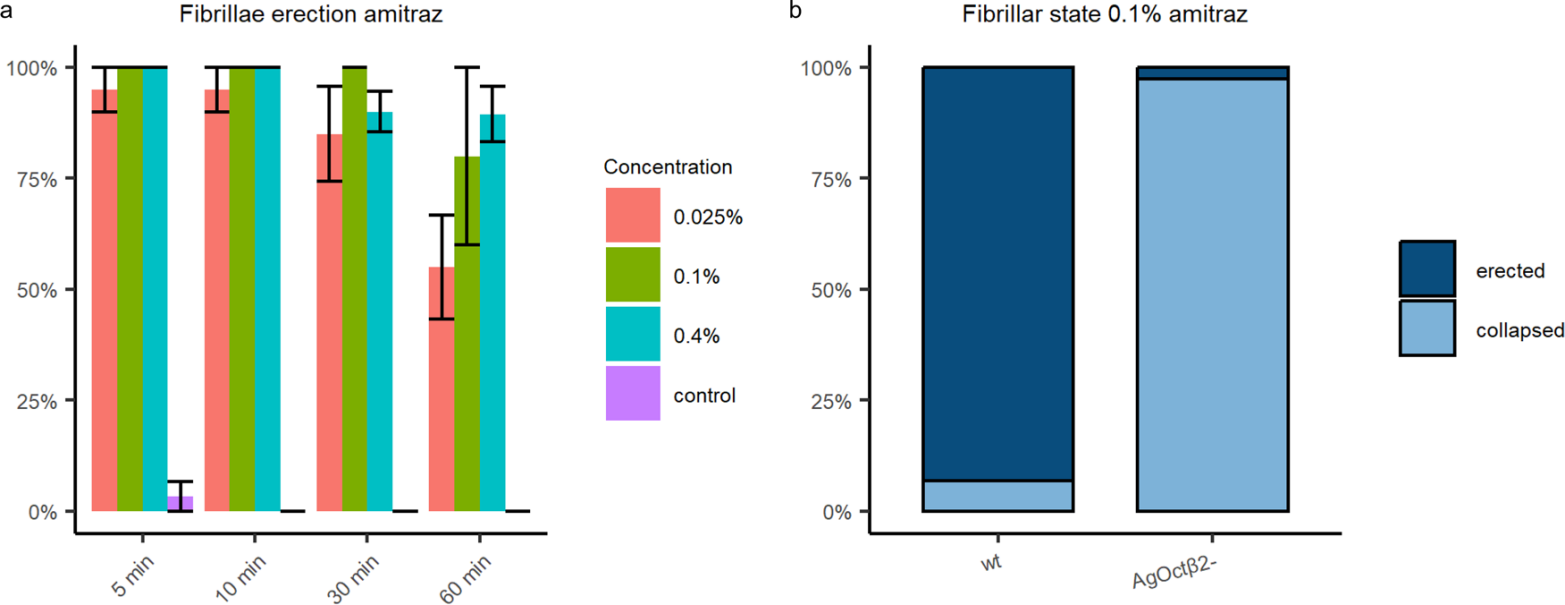
Amitraz targets the octopaminergic signalling in the malaria mosquito ear. **a** Time series of the effects of different amitraz concentrations on the fibrillae erection of malaria mosquitoes. Almost 100 % of male mosquitoes erect their fibrillae upon amitraz exposure. Data are presented as mean values +/− SEM. **b** *AgOctβ2* knockouts exposed to amitraz do not erect their fibrillae. Concentrations used based on^89^. Samples sizes: time series experiments: control = 30; 0.025% amitraz = 10; 0.1% amitraz = 5; 0.4% amitraz = 20; amitraz exposure *wt* = 29; *AgOctβ2* knockouts = 39.

## Discussion

Mosquito audition mediates the recognition of mating partners within crepuscular swarms. The transient nature of swarms suggests adaptive, yet transient, modulations of hearing. Here, we found evidence of an extensive auditory neuromodulatory network in malaria mosquitoes. Octopamine receptor temporal expression peaked at swarm time, suggesting regulatory roles in the audition. To confirm this, we examined the role of octopamine and demonstrated that it plays a sexually dimorphic role and modulates mostly male hearing. We showed that octopamine affects different auditory parameters that determine the male’s ability to detect female flight tones; modulated system properties included auditory tuning and flagellar stiffness. We identified an α-adrenergic-like (*AgOAMB* or *AGAP000045*) and a β-adrenergic-like (*AgOctβ2* or *AGAP002886*) octopamine receptor mediating octopamine’s auditory roles. Individual gene knock-out of both receptors resulted in different auditory phenotypes and critically, *AgOctβ2* mutants fail to erect their antennal fibrillae. We also demonstrated that the octopaminergic pathways in the mosquito ear can be targeted by currently available insecticides, opening new pathways for mosquito control.

The broad repertoire of neurotransmitters and neuropeptide receptors identified in our RNA-sequencing analysis suggests a high plasticity of mosquito hearing. Immunostaining and behavioural confirmation of these findings will help to interpret these results. We hypothesize that this sensory plasticity enables the dynamic adaptation of the auditory function to environmental changes^45–48^ or variations in the swarm’s sensory ecology (related e.g. to mosquito numbers or noise levels) to facilitate female detection. As the male mosquito ear harbours more than 16,000 sensory neurons, neuromodulatory innervation could also contribute to establishing neuronal subtypes with different sensitivity to sound and adaptation capabilities^49^. It is also plausible that the neuromodulators target support cells in the JO to affect the mechanotransduction process^50–52^. Investigating the distribution and function of the neuromodulatory input seems essential to understand the outstanding performance of the mosquito ear as a sound detector.

Our transcriptomic analyses suggest that, as previously described in *Cx. quinquefasciatus* mosquitoes^7^, the biogenic amines octopamine and serotonin also innervate the malaria mosquito ear, as we detected the expression of several octopamine and serotonin receptors. In insects, biogenic amines modulate various aspects of sensory organ physiology^16^. In particular, serotonin modulates mating behaviour^53^ and the circadian clock entrainment to visual stimuli^54^. Our transcriptomic data support the role of serotonin *in An. gambiae* audition, as was recently shown for *Ae. aegypti*^55^. Several GABA-A, GABA-B, nicotinic acetylcholine, and neuropeptide receptors were also identified, some with known auditory functions in vertebrates^51,52^, suggesting a complex modulation of mosquito auditory physiology.

Male malaria mosquitoes are attracted to female sounds^56,57^ preferably during swarm time^9^. To investigate the molecular nature of this circadian-time dependency of auditory responses, we interrogated our transcriptomic dataset of neurotransmitter and neuropeptide receptors for those showing cycling expression. The single outcome in males was the octopamine receptor *AgOAMB*, hinting at a role of octopamine in mosquito audition during swarming (Fig. 1). Octopamine had already been implicated in mosquito auditory modulation at swarm time as it induces fibrillae erection in *An. stephensi*^10^, a phenomenon temporarily limited to the swarming period. We demonstrated that, also in *An. gambiae*, octopamine controls the erection of the antennal fibrillae (Fig. 3a). We also detected an effect of octopamine in modulating the flagellar mechanical state by promoting quiescent states over SSOs (Fig. 3b). SSOs have been linked to the amplification of female flight tones in the swarm^5,6,8^ It seems therefore that octopamine acts on two competing frontiers: one that modulates the SSO to higher frequencies which favour female audibility^58^ while at the same time promoting the opposing mechanical state of the flagellum into quiescence. We could infer that there is a fine balance based on the total concentration of octopamine within the system. We should also consider that our knowledge of SSO mechanisms and functions is still incomplete. The SSOs seen in the flagellar ears of male *Anopheles* mosquitoes are unique across auditory systems, both in magnitude and properties^8^. The fact that their energy content varies by several orders of magnitude across different mosquito species^8^ also points to substantial degrees of ecological diversification. It seems beyond doubt that SSOs are a crucial component of the mosquito hearing mechanism, but it will require further studies dedicated to SSOs to explore them on all relevant functional levels (e.g. within the entire plane of flagellar mobility and binaurally, across both ears) and to finally understand how they support the male ear in the detection of faint female flight tones. Here, circadian modulations mediated by octopamine through different, functionally distinct, receptors clearly play a vital role but there are still many unknowns. We would argue that in our experimental setup, octopamine effects on the mechanical state are too severe compared to its natural role in the auditory system, where it probably just modulates certain SSO parameters (e.g. frequency and amplitude). In our experiments, injected octopamine reaches the mosquito ear through the haemolymph rather than via efferent terminals, activating all octopamine receptors at once. Therefore, the spatial and time resolution of the system is altered, potentially inducing the cessation of SSOs rather than a modulation of their properties. Moreover, gluing the mosquito ear for our auditory tests might induce stress responses that can affect the flagellum, and SSOs (e.g^59^). Our results are consistent with the canonical view that the active processes found to support hearing across taxa (such as e.g. SSOs in mosquitoes) only operate within a certain space of biophysical values and show critical dependence on the state of distinct, yet mostly unidentified, control parameters; octopamine may very well be one of those. We suggest that although injected octopamine induces SSO cessation this is not necessarily what occurs in nature. Notably, in the bullfrog sacculus, increasing Ca^+^^2^ levels modulate spontaneous oscillations of the hair bundle by increasing its frequency and reducing its amplitude until they are suppressed^60^, the same effect that we observe for octopamine in mosquito flagellar oscillations. The α-octopamine receptor AgOAMB signals through an increase in intracellular Ca^+^^2,12^, suggesting parallel modulatory mechanisms of vertebrate and mosquito spontaneous oscillations of their auditory system despite obvious structural differences.

Putting together the available knowledge on how acoustic detection works in swarms of malaria mosquitoes, we suggest that the main role of octopamine is to modulate SSO performance. Current theories support that the male detects the female wingbeat frequency using a distortion product (DP) system: low frequency DPs are generated in the male ear by the mixing of the male and female wingbeats^58^; males listen out for these distortions instead of the actual flight tones of females. Recent research shows that males increase their wingbeat frequencies at swarm time to enhance the audibility of females via the DPs^58^. SSOs, which increase flagellar displacement responses to female wingbeat frequencies, would thus support the male in detecting the female by increasing the amplitude of the DPs generated. The daily modulations of male wingbeat frequency, which also include a marked increase during swarm time^58^, might be part of more complex audibility adjustments, which also necessitate SSO frequency changes to maximize DP production in the male flagellum and boost female audibility. In line with these assumptions, our data show that octopamine injection induces an increase in SSO frequency (Fig. 3c). We speculate that by modulating the SSO frequency, octopamine might contribute to adapting the male auditory system to optimize female detection. Interestingly, octopamine also innervates flight muscles^61^ and modulates flight performance^11^. It is plausible that octopamine plays a multifunctional role in modulating the female acoustic detection system in the swarm: it induces the erection of antennal fibrillae, tunes the auditory system, and potentially modulates the wingbeat frequency. More experiments and mathematical modelling are required to test and probe this hypothesis.

Injecting octopamine also increases the flagellar steady-state stiffness (Fig. 4e). This could partly explain the observed effects on the other biophysical parameters. The flagellar ears of mosquitoes, especially those of males, are complex oscillators and the interrelations of their functional parameters are not well understood. Neuropharmacological manipulations, such as those presented here, will be a vital tool to dissect the underlying complexity. Octopamine terminals have been observed at the base of auditory cilia in *Cx. quinquefasciatus* mosquitoes^7^. If adaptation in the mosquito flagellar ear is complete – as has been shown for *Drosophila* before – then the flagellar steady-state stiffness represents the combined elasticity of those components that suspend the sound receiver, but which do not directly contribute to the transmission of the sound stimulus to the sensory transducer channels proper^62,63^. The location of octopamine terminals at the auditory cilia base could indicate that octopamine stiffens the flagellum by increasing the ciliary tension.

The role of female hearing in mosquito partner detection remains elusive. Only males are attracted to female sounds^9,56,57^. There are very few examples of sound-induced behavioural responses in females^64^. Our transcriptomic analysis showed nonetheless that most receptors identified in males were also expressed in females. 

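Of the 154 transcripts on the male list, 143 lay above the noise floor in females, which is 131 of 137 genes. On the study's own lists, 134 of the male transcripts also stand on the female list. Over both lists, 137 transcripts of 125 genes were expressed in both sexes, 6 transcripts of 4 genes in males only and 24 transcripts of 20 genes in females only. These numbers depend on the scaling. With size factors within each sex, 152 of the listed transcripts passed in males and 159 in females, against 143 and 161 with size factors over both sexes. The lowest mean on the male list was 11.9 and the lowest on the female list 21.4.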

As the efferent pattern of *An. gambiae* female JO is limited^8^, the ligands of the receptors identified in the RNA-Seq analysis might reach the ear through the haemolymph acting as neurohormones. As shown here, octopamine auditory effects are highly sexually dimorphic and females respond very faintly to octopamine injections (Fig. 5). It would be important to validate if the comparisons showing statistical significance imply biological relevance. Given the minute nature of some of the effects observed, we cannot assume their biological relevance until demonstrated by further studies. The sexual dimorphism in octopamine effects agrees with previous studies that support a predominant role of the male in the acoustic detection of the mating partner^58,65^. However, both the transcriptomic analysis in this paper and previous anatomical studies^8^ support that the female ear is complex. New approaches are needed to elucidate the role of female hearing during mating, as the tools utilized to study male hearing have not yielded new insights. Developing finer behavioural assays might be necessary to understand if and how female audition contributes to mating partner detection.

In this study, we identified the receptors mediating octopamine’s auditory role. AgOctβ2 is a β-adrenergic-like octopamine receptor orthologue of Octb2R in other insects^66^. Most octopamine-induced auditory responses observed, including the erection of the antennal fibrillae and the flagellar mechanical effects, were nearly abolished in *AgOctβ2*^*-*^ mutants, supporting its role as the primary octopamine receptor in the mosquito ear (Figs. 6, 7). The other octopamine receptor detected, the α-adrenergic-like octopamine receptor *AgOAMB*, showed a peak of expression at swarm time, which probably accounts for the stronger effects of octopamine at swarm time for most parameters studied. *AgOAMB* mutants displayed an intermediate phenotype, with octopamine-mediated auditory effects being reduced compared to wildtype animals, both regarding the fibrillae erection and the flagellar stiffness. Interestingly, none of the receptor mutants ceased SSOs upon octopamine injections (Fig. 6d), supporting our previous argument that, in nature, octopamine would modulate SSOs rather than stop them if, for example, not both receptors are activated at the same time by the octopaminergic efferent innervation.

Also, the auditory responses of *AgOAMB* mutants can be misleading and need to be discussed. The fact that some biophysical parameters extracted from frequency-modulated sweep stimulation show stronger value shifts upon octopamine injection in *AgOAMB* mutants compared to wildtypes (e.g. peak and oscillator frequencies, Fig. 7) does not mean that octopamine has a stronger effect on *AgOAMB* mutants. Instead, the octopamine effect is stronger in wildtypes and therefore it pushes flagella to quiescent states, so they are removed from the dataset in the graph (Figs. 6, 7) that shows only SSO responses. In *AgOAMB* mutants, because the stiffness shift is weaker, mosquitoes can maintain SSOs, and this is reflected in stronger shifts in the other biophysical parameters that are nonetheless not powerful enough to induce SSO cessation, as it occurs in wild types. In *AgOctβ2* mutant mosquitoes, SSO values barely changed after octopamine injection. Moreover, our data support that the function of these receptors is non redundant and complementary, as knocking out either receptor shows distinct auditory phenotypes. They also support some constitutively signalling of the AgOctβ2 receptor during swarm time, as baseline differences in some auditory parameters are present when compared to wildtypes. It is plausible that AgOctβ2 plays a more fundamental role in preparing the male ear for swarm time, while AgOAMB modulates finer adjustment of the mechanical tuning to adapt the ear to the distinct sensory ecology of the specific swarm where the male mosquito is trying to find a female.

The fact that β- adrenergic-like (AgOctβ2) and α- adrenergic-like (AgOAMB) octopamine receptors use different second messengers, namely an increase in Ca^2+^ and an increase in cAMP^12^, respectively, further supports a functional distinct role of both octopamine receptors. These two octopamine receptors are also found in mechanosensory neurons of the spider *Cupiennius salei* that are innervated by efferent octopaminergic fibres^67^. In the spider mechanosensory neurons, each receptor modulates different aspects of neuronal sensitivity, including baseline levels and rapid changes^68^. Further experiments are necessary to disentangle the specific auditory role of each receptor in mosquitoes, and factors to consider include whether they localize to different neuronal regions, to different cells (e.g. different neurons in the scolopidia or support cells) or if they are involved in temporal changes in the auditory physiology.

We lastly tested whether the octopaminergic signalling in the mosquito ear could be targeted using pharmacological interventions to potentially interrupt mosquito partner recognition by disrupting mosquito hearing and thus eventually help control mosquito populations. We used the insecticide amitraz, an octopamine receptor agonist, as a proof-of-concept of this approach. Amitraz is widely used as a pesticide to kill ticks and parasitic mites^37,38^, however, it is not used as an insecticide against mosquitoes probably due to its low toxicity^69^. We found that amitraz exposure activates AgOctβ2 in the mosquito ear and induces the erection of the antennal fibrillae. It would be interesting to explore if amitraz, or preferably another compound acting as an octopamine receptor antagonist -to mimic the auditory effects observed in *AgOctβ2* knockout mosquitoes-, would disrupt mosquito mating by impairing the capacity of male mosquitoes to detect, or tune into, female flight tones. Such *mating disruptors* are promising novel tools for mosquito control^70,71^ that could be delivered in the field using sugar baits^72^. This would be of the highest priority as the emergence of insecticide resistance and behavioural adaptations across malaria mosquitoes is endangering malaria control^73^. Mating disruptors have been largely used for the control of insect pests^74^. To implement them for mosquito control, more research is undoubtedly required to disentangle the neurological pathways involved in mosquito mating, identify suitable molecules to disrupt them and develop better delivery methods to target male mosquitoes. The exquisitely complex mosquito auditory system provides numerous opportunities to explore the potential of applying mating disruptors for mosquito control.

## Methods

### Mosquito rearing and entrainment

*An. gambiae* Kisumu strain mosquitoes used for the RNA-Seq analysis were provided by Shahida Begum from the London School of Hygiene and Tropical Medicine. All other experiments used *An. gambiae* G3 strain mosquitoes, initially provided by Andrea Crisanti (Imperial College London)^75^ until an independent colony was established at the UCL Ear Institute.

Experimental pupae were sex-separated and males and females were hatched in different cages. Mosquitoes were then transferred to environmental incubators (Percival I-30 VL Multipurpose Plant Breeding Chamber, CLF PlantClimatics GmbH, Germany) for circadian entrainment. Entrainment conditions consisted of a 12 h: 12 h light/dark cycle (light intensity during the light cycle was 80 µmolm‐2 s‐1 from 4 fluorescent lamps) with 1-hour ramped light transition to simulate dawn and dusk (ZT0-ZT1 and ZT12-ZT13, respectively; ZTX is the formalized notation of an entrained circadian cycle’s phase). Temperature and relative humidity were set constant throughout the circadian day, at 28 °C and 80% respectively. Mosquitoes were exposed to circadian entrainment in incubators for three days before performing any experiment. All experiments were conducted with 3-to-7-day old mosquitoes.

### RNA-Seq

#### Sample collection and preparation

On day four of circadian entrainment, 35 male and female mosquitoes were removed from the incubators at six different circadian time points (ZT0, ZT4, ZT8, ZT12 or swarm time, ZT16, ZT20), sedated with CO_2_ and transferred to Eppendorf tubes, which were in turn immediately transferred to liquid nitrogen to minimize sample degradation. The samples were kept in a storage freezer at −80 °C prior to dissections. During dissections, using a pair of forceps, flagella were first dissected off the JOs, which were subsequently removed from the mosquito heads and placed in Eppendorf tubes, immersed in ice. The mosquito mouthparts were also removed and the remainder of the heads were too transferred to (separate) Eppendorf tubes.

#### Library preparation

RNA was extracted (Quiagen) and its integrity was confirmed using Agilent’s 2200 Tapestation.

The cDNA libraries were prepared by UCL genomics. Samples were processed using the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech Laboratories, Inc.). Briefly, cDNA libraries were generated using the SMART (Switching Mechanism at 5’ End of RNA Template) technology which produces full-length PCR amplified cDNA starting from small amounts (500 pg) of total RNA. 9 cycles of PCR were used to generate cDNA. The amplified cDNA was checked for integrity and quantity on the Agilent Bioanalyser using the High Sensitivity DNA kit.

150 pg of cDNA was then converted to a sequencing library using the Nextera XT DNA protocol (Illumina, San Diego, US). This uses a transposon able to fragment and tag double-stranded cDNA (tagmentation), followed by a limited PCR reaction (12 cycles) which adds sample specific indexes to allow multiplex sequencing.

#### Sequencing

Libraries to be multiplexed in the same run were pooled in equimolar quantities, calculated from Qubit and Tapestation fragment analysis.

Samples were sequenced on the NextSeq 500 instrument (Illumina, San Diego, US) using a 38 paired-end run, generating 400 M read pairs in total.

#### Data analysis

Figure 1b shows a schematic of the data analysis workflow. FastQC^76^ and MultiQC^77^ were used to perform quality control of sequencing reads. These were subsequently classified, and read counts were estimated, with Kallisto^78^, based on the *Anopheles gambiae* transcriptome (https://vectorbase.org/vectorbase/app/downloads/release-53/AgambiaePEST/fasta/data/VectorBase-53_AgambiaePEST_AnnotatedTranscripts.fasta). 

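The columns of Supplementary Data 2 were matched to the libraries, and the male ZT12 library without a column there was replicate 3. Its total of 13439788 estimated counts lay within the range of the other 35 libraries. It had 8350 transcripts with at least 10 counts, where the others had 11076 to 11775. On the first principal component of the log2 normalised counts it lay at 337 and on the second at 280.2, while the other male libraries lay between 9.92 and 71.4 and between -78.4 and -31.7. Over the 8499 transcripts that differed between the sexes, its median correlation across transcripts was 0.556 with the male libraries and 0.441 with the female libraries, and the lowest such median among the other male libraries was 0.928 (transcripts are not independent replicates). Of the 8508 abundant male transcripts, 36.9% were higher there than in all 17 other male libraries and 50.6% were lower. The share of opsin counts was 0.940%, below every other library.

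**Figure D4:**
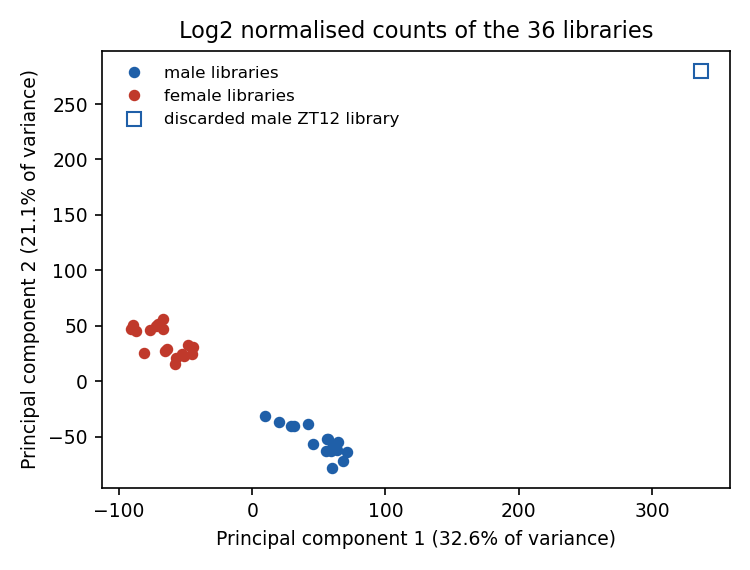
First and second principal components of the log2 normalised counts of all 36 libraries, with the share of variance each explains on the axis. Points are the 17 other male and the 18 female libraries, and the open square is the discarded male ZT12 library. It lies at 337 and 280.2, outside both groups.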

Following a preliminary principal component analysis of sample counts, a male JO sample collected at ZT12 was deemed unsuitable for use in further analysis and discarded.

1. Identifying transcript expression counts above the quantification noise floor
  The remaining samples were used in classifying what we hereby call the male and female JO *expressed* genes. The idea behind this analysis was to identify the noise distribution of estimated transcript counts within the context of our RNA-sequencing experiment: A quantification of falsely and randomly assigned read counts. Contrasted to this distribution, then, we could make statistical claims of whether transcripts’ estimated expressions (a) exceed the count noise floor and can thus be regarded as biologically expressed, or (b) do not exceed the count noise floor and thus be regarded as noise. The formulation of the noise distribution was conducted as follows:
  First, 50 transcripts were randomly selected, noted, and removed from the *Anopheles gambiae* transcriptome. Then, the remaining transcripts were used to simulate paired end reads with lengths and coverage similar to our sequenced reads. Simulation of reads was conducted with NEAT^79^. The 50 transcripts that had been initially removed were subsequently re-introduced into the dataset to recover the whole transcriptome, and read counts for the simulated reads were estimated using Kallisto. Count estimates for the originally removed transcripts were extracted. Note that any counts obtained from these genes can be regarded as noise/false assignments, as they were not part of the dataset used to simulate reads to start with. The mean expression counts for these 50 transcripts – the mean noise of counts – were calculated. The whole process was repeated ten times, each time removing a different set of randomly selected transcripts, to obtain ten means for noise counts. These means were normally distributed (Shapiro-Wilk test), and their mean was calculated, assumed to represent the average of the underlying population of count noise, and used to define a Poisson distribution for the counts’ noise. This Poisson distribution served as the reference distribution against which transcript expression counts were compared.
  For each gene, mean expression counts, across all circadian time points were compared against the noise distribution. If expression counts for that gene were high enough such that the probability of them arising solely by noise, given the noise distribution, was <0.05, then that gene was regarded as expressed. Probability values for these expression counts were examined after adjustment for multiple comparisons (Benjamini-Hochberg method).
2. Classifying transcripts by gene ontology (GO)
  Transcripts identified as expressed were further investigated in search of those that were assigned with GO terms related to neurotransmission and neuromodulation (Table 1).
  If any genes were assigned with a GO term ‘child’ ( = subterm) of any of the above, but not with the ‘parental terms’ themselves, then we assigned it to the parental GO ourselves. A perusal through the hierarchy of GO terms for GO inheritance was conducted with the Python package goatools^80^.

GO annotations of each of the transcripts of *Anopheles gambiae* were compiled from two sources:

i. The *Anopheles gambiae* gene association file (gaf) is available for download on VectorBase (https://vectorbase.org/vectorbase/app/downloads/release-53/AgambiaePEST/gaf/VectorBase-53_AgambiaePEST_GO.gaf)
ii. GO annotations of *Anopheles gambiae* transcript orthologs. This approach was only applied to instances where the transcript had not itself been annotated, but had a close ortholog that was assigned with any of the GO terms of interest. We focused on other mosquito species and drosophilids for finding orthologous genes.

3. Differential expression analysis between male and female JOs
  Normalization of read counts for comparability across, and comparison between male and female samples was conducted in R, with the package DESeq2^81^.
  The circadian time of sampling introduces variation in transcript abundances, but the focus of this analysis was the source of variation due to the sex factor (male vs female). To adjust the read counts accordingly, and increase the sensitivity of finding transcriptional differences specific to the sex factor, the time factor was included in the design formula (i.e. ~ time + sex).
  The significance condition applied to comparisons was a False Discovery Rate (FDR) of <0.05.
4. Cycling expression analysis of male and female JOs
  The cycling expression analysis was conducted individually for male and female samples. Normalization of read counts for comparability across the circadian time-points and a first round of statistical filtering of potential cycling candidates was conducted in R, with DESeq2. For the analysis of the diel pattern of gene expression (the aforementioned statistical filtering step), briefly, a “full” model of the counts was constructed including a term for time, and compared to a “reduced” model (lacking the time term) with the likelihood ratio test function of DESeq2 (conceptually similar to ANOVA) – the null hypothesis being that a model of the data incorporating time offers no improvement over one which doesn’t. The significance condition applied was FDR < 0.05.
  Transcripts that passed the first round of filtering were further investigated for cycling via the R-package MetaCycle^82^, using the JTK_CYCLE function for rhythmicity detection. Once again, the significance condition applied was FDR < 0.05.

### CRISPR-Cas 9 mediated mutant generation

#### Generation of gRNA constructs

We designed gRNAs targeting coding regions of *AgOAMB* (AGAP000045) and *AgOctβ2* (AGAP002886) using CRISPOR (http://crispor.tefor.net/). We selected gRNAs with no SNPs reported in *An. gambiae* G3 strain (*AgOAMB* gRNA sequence: GTGGACGGATCCGACCAATC; *AgOctβ2* gRNA sequence: GGTCGTTCATGTGTGACGTG). gRNAs were cloned by Golden Gate cloning (NEB) into a BSaI digested p165 vector (kindly donated by Roberto Galizi). The plasmid p165 contains the vasa2 promoter driving the expression of a human codon-optimized version of the *Streptococcus pyogenes* Cas9 gene (hCas9) and vasa 3’ UTR regulatory sequence upstream a U6::gRNA cassette containing a spacer cloning sites, all flanked by attB recombination sites^83^. The full sequence of vector p165 has been deposited to GenBank (accession ID: KU189142).

#### Generation of donor constructs

Homology-directed repair was used to disrupt the coding sequences of the targeted genes. Homology arms were cloned by Gibson cloning into a donor vector (kindly provided by Roberto Galizi) that had been designed to contain an *attP*-flanked 3xP3::GFP marker construct enclosed within the homology arms, as well as an external *3xP3::RFP* marker. Homology arms extended 2 kb in either direction of the expected CRISPR-Cas9 cleavage site and were amplified from genomic DNA using the primers that include overlapping ends for Gibson cloning (underlined):

AgOAMB:

AgOAMB_5’_attP_F (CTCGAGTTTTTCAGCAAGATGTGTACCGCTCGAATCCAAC); AgOAMB_5’_attP_F (CCAGTTGGGGCCACTGTACGGACGCGAG);

AgOAMB_5’_3’_F (CGTACAGTGGCCCCAACTGGGGTAACCTTT);

AgOAMB_5’_3’_R (GGCGAGCACCCCCCAACTGGGGTAACCTTT);

AgOAMB_3’_attP_F (CCAGTTGGGGGGTGCTCGCCTTCATCAAC) and AgOAMB_3’_attP_R (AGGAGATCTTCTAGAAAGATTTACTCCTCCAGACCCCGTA)

AgOctβ2:

AgOctβ2_5’_attP_F (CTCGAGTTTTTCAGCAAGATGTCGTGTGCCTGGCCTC); AgOctβ2_5’_attP_F (CCAGTTGGGGACATCCAGACGTCGACCG);

AgOctβ2_5’_3’_F (GTCTGGATGTCCCCAACTGGGGTAACCTTT);

AgOctβ2_5’_3’_R (GAGGCCGTGCCCCCAACTGGGGTAACCTTT);

AgOctβ2_3’_attP_F (CCAGTTGGGGGCACGGCCTCGATCCTG) and AgOctβ2_3’_attP_R (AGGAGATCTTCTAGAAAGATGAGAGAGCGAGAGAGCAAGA)

#### Microinjection of mosquito embryos and selection of transformants

Freshly laid *Anopheles gambiae* G3 embryos were aligned and used for microinjections as described^84^. The donor construct (200 ng/μl) containing regions of homology to the relevant target locus was injected together with the relevant CRISPR plasmid (200 ng/μl). All surviving G0 larvae were crossed to wildtype mosquitoes and F1 positive transformants were identified using a fluorescence microscope (Eclipse TE200) as eGFP+ larvae. To confirm that candidate transformants were knock-outs of the gene of interest, a PCR was performed with primers binding at both sites of the homology arms in the genomic DNA region. Primers used were:

AgOAMB-F gcgattcgcgtcccataaac; AgOAMB-R gcgacccaatccccctttt;

AgOctβ2-F (cgcccgggtacaatgtctta); AgOctβ2-R (ttggcacgaatgacaacagc).

### Tests of auditory function

#### Laser doppler vibrometry (LDV)

Glass vials containing five mosquitoes were extracted from the environmental incubators at the required circadian time points. Mosquitoes were glued to a Teflon rod using blue-light-cured dental glue (as reported previously for both mosquitoes^8^ and *Drosophila*^63^). The mosquito body was immobilised via glue application to minimise disturbances caused by mosquito movements but leaving thoracic spiracles free for the mosquito to breathe. The left flagellum was glued to the head and further glue was applied between the pedicels, with only the right flagellum remaining free to move.

Following this gluing procedure^8^, the rod holding the mosquito was placed in a micromanipulator on a vibration isolation table, with the mosquito facing the laser Doppler vibrometer at a 90° angle. To minimise mechanical disturbances, the laser was focused on the second flagellomere from the flagellum tip in males and the third flagellomere from the tip in females. All recordings were done using a PSV-400 laser Doppler vibrometer (Polytec) with an OFV-70 close up unit and a DD-500 displacement decoder. Spike 2 version 10 was used for data collection. Figure 2 shows a sketch of the laser Doppler vibrometry (LDV) experimental paradigm. All measurements were taken in a temperature-controlled room (22 °C) at the different circadian times specified in each experiment.

#### Compound injection procedure

One millimolar and 10 mM octopamine hydrochloride (Sigma-Aldrich catalogue O0250) solutions in Ringer^85^ were prepared fresh on the day of the injection experiment. Sharpened micro-capillaries were filled with either octopamine or control ringer solutions. The tip of the micro-capillary was inserted into the thorax of a mounted mosquito and the solution was injected to flood the entire inset body and reach the JO (Supplementary Fig. 2). In all injection experiments, the protocol included creating recordings at three distinct stages: (1) baseline prior to any injections; (2) following injection of a control ringer solution; (3) following injection of either 1 mM octopamine, 10 mM octopamine or a 2^nd^ ringer control injection. This protocol allowed us to collect baseline and compound injection data in the same experiment for comparative purposes, as well as ensure that the mosquito was healthy before any injections.

#### Fibrillae erection assessment

The antennal fibrillar state (collapsed vs erected) was assessed at the baseline or after the compound injection.

### LDV data analysis

All data have undergone a curation process to ensure that the laser was appropriately positioned on the mosquito flagellum during an experimental run. This is done through a diagnostic channel which measures and records the laser backscatter of the LDV. LDV data analysis was performed using Mathematica v.13.1.

#### Force-step stimulation recordings and analysis

The force-step stimulation protocol was used to calibrate the maximum flagellar displacement to approximately ±8000 nm and to extract some principal parameters of flagellar mechanics (Fig. 2c). Here, the flagellum was stimulated using electrostatic force-step stimuli. LDV measurements of flagellar displacements and electrophysiological activity were recorded simultaneously. For analysis, mosquito apparent flagellar mass estimates were calculated as in^8^. Force-step stimulation analysis was performed as in^86^.

#### Frequency-modulated sweep stimulation and analysis

All experimental runs are segregated into two large categories: free fluctuation runs, where the flagellum is allowed to operate in its natural state unstimulated, and stimulus runs, where an electrostatic waveform is imposed on the flagellum to act as a driving force (Fig. 2d). The experimental structure interleaves unstimulated and stimulated periods, with unstimulated and stimulated parts continually alternating. Each ‘run’ contains one unstimulated and one stimulated dataset with a duration of 1 s each. The pipeline for each of those experimental runs as well as a novel formalism of the auditory mechanical state is detailed below.

#### Unstimulated free-fluctuation section analysis

The unstimulated data form the basis of the LDV analysis as the frequency, amplitude and mechanical state can be determined prior to the stimulated counterpart. The frequency and amplitude of the oscillator are extracted through a Fast Fourier transform (FFT), whereas the mechanical state is determined by looking at the amplitude distribution of the flagellar motion. The amplitude distribution of a fully quiescent flagellum follows a standard normal distribution, whereas an SSOing animal would instead follow an arcsine distribution^87^. An added complication comes from the appearance of transient mechanical states which tend to lie somewhere in between a QUIES and SSO state. To account for those states, we generate a mixed distribution comprised of an arcsine and normal distribution, controlled by a weight parameter α which ranges between 0 (denoting purely QUIES) and 1 (denoting purely SSO):

1 $${{{{{\mathcal{D}}}}}}\left(\alpha,\, x\right)=\alpha \frac{1}{\pi \sqrt{(x-{{{{{{\rm{A}}}}}}}_{{{\min }}})({{{{{{\rm{A}}}}}}}_{{{\max }}}\,-x)}}+\left(1-\alpha \right)\frac{1}{\sqrt{2\pi }\sigma }\,{{{{{{\rm{e}}}}}}}^{-\frac{{(x-\mu )}^{2}}{2{\sigma }^{2}}},$$

where α denotes the weight parameter, $${A}_{\min }$$ and $${A}_{\max }$$ the amplitude extremes of the input signal, $$\sigma$$ the width of the normal distribution and $$\mu$$ the centre of the distribution.

Due to the extreme variability of transient states in terms of their distribution profile, they are excluded from the majority of the LDV analysis. To permit some level of flexibility on the mechanical state, the cut-off condition for QUIES and SSO animals is set between [0–0.1] and [0.9–1.0] respectively and requires goodness of fit to account for 99.7% of the data.

We further formalise the SSO definition by adding another criterion where an animal is only classed as SSO if it sustained its oscillatory behaviour for three consecutive experimental runs, corresponding to a total span of six seconds. This condition was set to avoid attributing the SSO label to a briefly oscillating animal.

#### Frequency-modulated sweep stimulation section analysis

The stimulated half of each experimental run is performed by electrostatically driving the flagellum^8,86^. The waveform applied is a linear frequency sweep which ranges from 0 Hz to 1 kHz and its mirrored version of 1 kHz to 0 Hz (Fig.2d). Each experimental run is always followed by its mirrored version to determine any latency due to hysteresis.

The profile of the stimulated data follows a well-known line shape that is defined by the driven damped harmonic oscillator. The so-called ‘envelope’ of the waveform is extracted using a statistic-sensitive nonlinear iterative peak clipping (SNIP) method of background estimation. The envelope is then fitted through the theoretical expectation from the driven harmonic oscillator:

2 $$X\left(\omega \right)=\frac{{{{{{{\rm{F}}}}}}}_{0}/m}{\sqrt{{({{{{{{\rm{\omega }}}}}}}_{0}^{2}-{\omega }^{2})}^{2}+{(2\zeta {{{{{{\rm{\omega }}}}}}}_{0}\omega )}^{2}}},$$

where $${F}_{0}$$ the driving force, m the effective mass of the flagellum, $${\omega }_{0}$$ the natural frequency of the oscillator, $$\zeta$$ the damping ratio and $$\omega$$ the driving frequency. To reduce the degrees of freedom of the system for fitting purposes, the force and effective mass terms are absorbed into a singular parameter which represents the acceleration experienced by the system.

These fitted parameters convey important biophysical information which fully characterises the system. A commonly used derived parameter that describes a damped oscillator is the Q-factor, defined as $$Q=1/2\zeta$$, which can be used to qualitatively interpret the level of dampening experienced by the flagellum.

Another useful derived parameter is that of the peak frequency of the driven damped oscillator $${f}_{{opt}}=\frac{{f}_{0}}{\sqrt{1-2{\zeta }^{2}}}$$, which describes the frequency at which the oscillatory system achieves its maximum amplitude as a function of the driving frequency. In the limit case where $$\zeta \to 0$$, $${f}_{{opt}}={f}_{0}$$ where the maximum amplitude of the oscillator occurs at exactly the natural frequency of the oscillator. Any deviation of the damping ratio from 0 would lead to an apparent shift of the observed maximum amplitude at frequencies higher than the natural frequency of the oscillator.

### Amitraz exposure experiments

Glass vials were coated with 0.2 ml of 0.025%, 0.1% or 0.4% amitraz (N′-(2,4-Dimethylphenyl)-N-{[(2,4-dimethylphenyl)imino]methyl}-N-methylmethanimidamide, Sigma-Aldrich catalogue 45323) in acetone or acetone alone as a control. Vials were allowed to dry for two hours in a dark and cool room. Mosquitoes were collected from experimental cages at ZT4 and placed in paper cups. Single mosquitoes were carefully aspirated into the glass vials and exposed for 5 min to amitraz. Upon exposure, mosquitoes were transferred back to the paper cups and provided with a 10% sucrose solution. Fibrillae erection was assessed 5 min, 10 min, 30 min and 60 min after exposure.

### Statistical analysis

Samples sizes for LDV experiments were determined based on published data on dipteran antennal LDV measurements^8,87,88^. Within-group variation estimates were calculated as part of standard statistical tests and were reasonable for the type of recordings.

Statistical tests for normality (Shapiro-Wilk test with a significance level *of p* < *0.05*) were used for each LDV dataset. These were generally found to be non-normally distributed; thus, median and median absolute deviation values are reported throughout.

For the fibrillae erection experiments and amitraz exposure experiments, the Chi-squared test was used to compare the frequencies of fibrillae erection and mechanical states across the different compound injections and circadian time points categories.

For the free fluctuations data, force-step and frequency-modulated sweep stimulation, Wilcoxon signed-rank test was used to perform pairwise comparisons between different compound injections, circadian time points and genotypes, in female and male mosquitoes. The Holms procedure was used to correct for multiple comparisons.

All statistical tests were done in R 4.2.2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

## Data Availability

The RNA-Seq raw data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE235286. The processed RNA-Seq data and raw data underlying graphs are provided in the Supplementary Information/Source Data file. All data used for analyses in this paper, as well as further details regarding experimental or analytical procedures, are available from the authors. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Hearing of malaria mosquitoes is modulated by a beta-adrenergic-like octopamine receptor which serves as insecticide target
**Source:** Nat Commun. 2023 Jul 19;14:4338. doi: 10.1038/s41467-023-40029-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

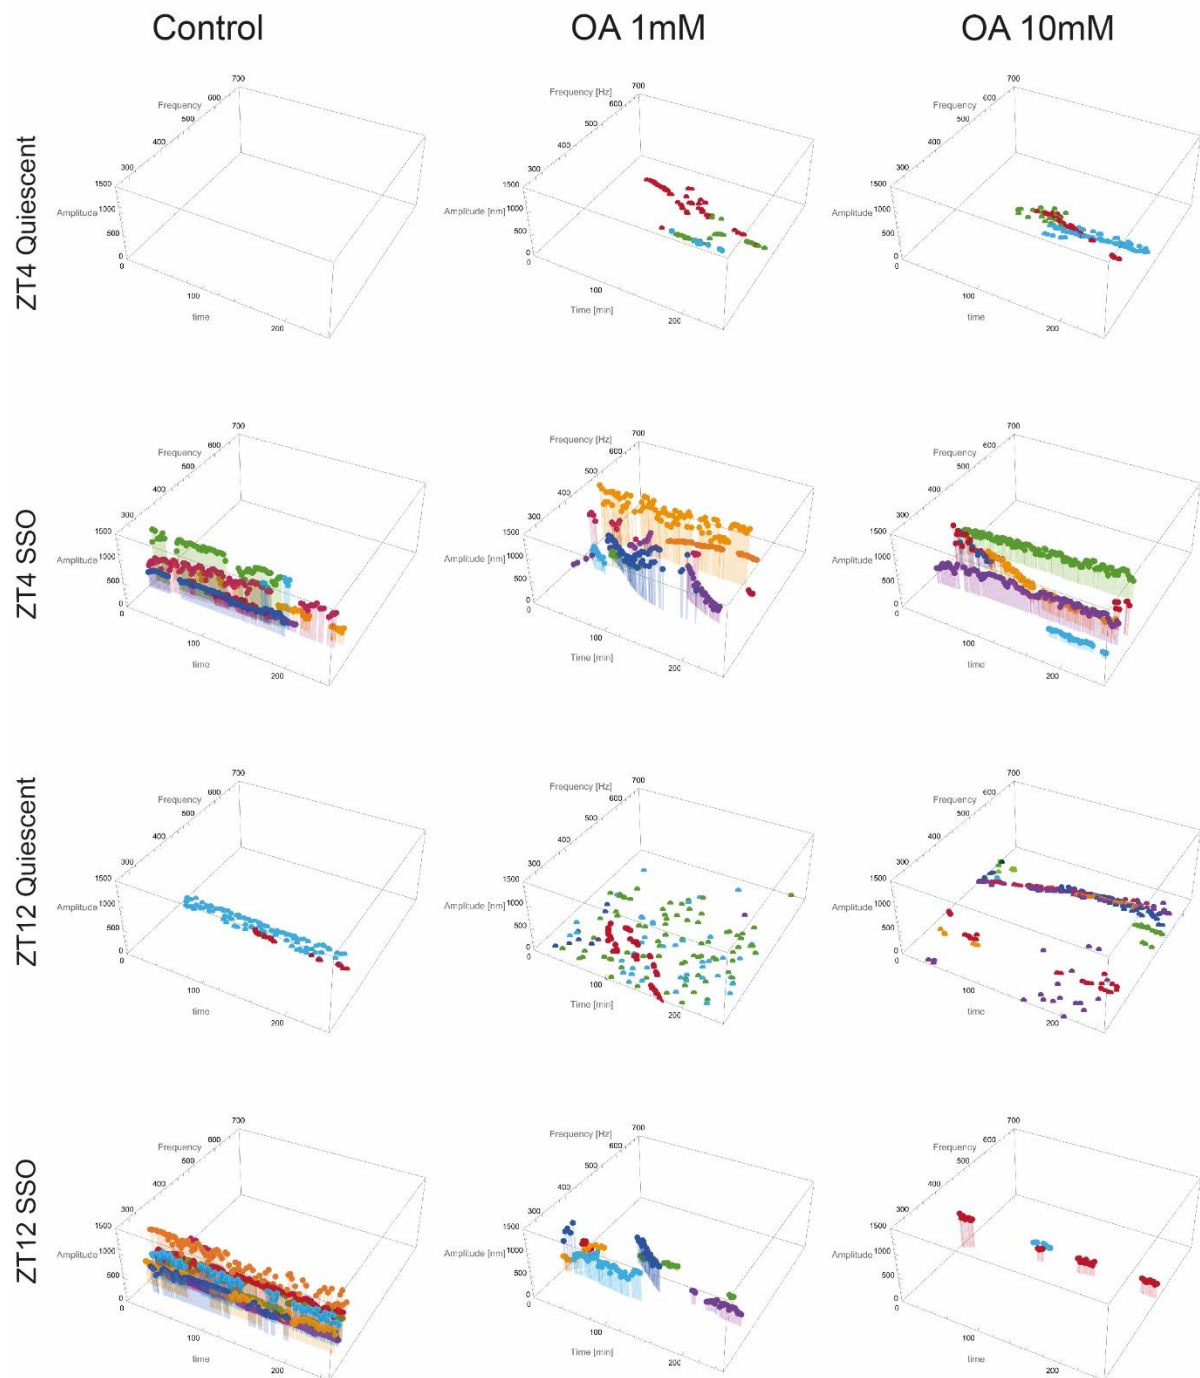

**Supplementary Figure 1: Free fluctuation parameters for individual mosquitoes along the experimental recording.** Frequency and amplitude of individual mosquito free fluctuations plotted against time for different conditions. Under control conditions, SSOing individual mosquitoes tend to maintain constant frequency and amplitude values. Overall, injecting octopamine caused remarkable shifts in free fluctuation values and a transition from SSO to quiescent mechanical states.

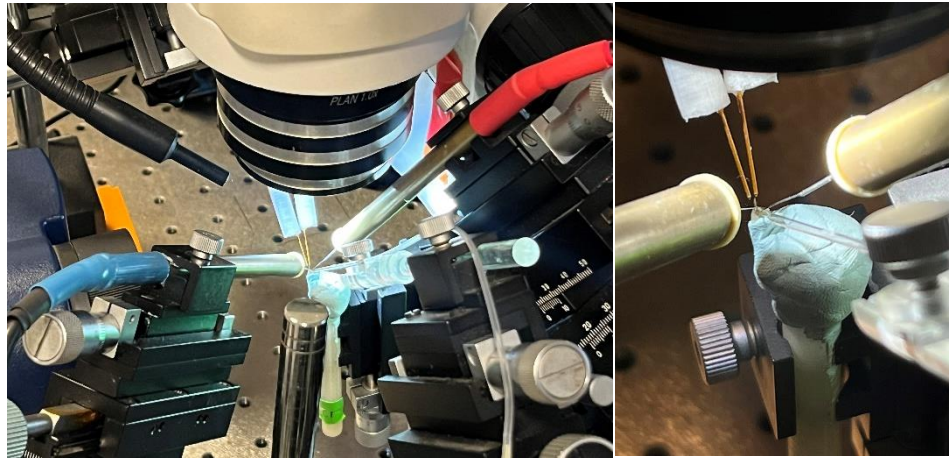

**Supplementary Figure 2: Experimental setup for mosquito auditory tests.** The mosquito was glued to a Teflon rod and placed in a micromanipulator on a vibration isolation table. The laser Doppler vibrometer was focused to the tip of the flagellum. A sharpened micro-capillary was inserted into the thorax to inject the different compounds. The micro-capillary was connected to a p20 pipette through a thin plastic pipe. A reference and recording electrode were inserted for electrophysiological measurements that are not reported in this manuscript.

**Supplementary table 1: Summary of biophysical parameters extracted from antennal free fluctuations of SSO flagella in wildtype male mosquitoes upon exposure to octopamine**

| condition       | State | parameter      | mean     | sd       | median   | mad      |
|-----------------|-------|----------------|----------|----------|----------|----------|
| ZT4_G3_Ringer2  | SSO   | Frequency (Hz) | 350.0115 | 10.84086 | 351.1111 | 6.589333 |
| ZT4_G3_Ringer2  | SSO   | Amplitude (Hz) | 519.4915 | 298.8118 | 409.0495 | 341.4709 |
| ZT4_G3_OA1      | SSO   | Frequency (Hz) | 491.5491 | 70.91821 | 517.7778 | 92.25067 |
| ZT4_G3_OA1      | SSO   | Amplitude (Hz) | 623.5885 | 430.3635 | 558.8202 | 577.1739 |
| ZT4_G3_OA10     | SSO   | Frequency (Hz) | 412.5452 | 57.22712 | 397.7778 | 52.71467 |
| ZT4_G3_OA10     | SSO   | Amplitude (Hz) | 414.074  | 129.6578 | 420.367  | 114.859  |
| ZT12_G3_Ringer2 | SSO   | Frequency (Hz) | 351.6738 | 23.56209 | 355.5556 | 9.884    |
| ZT12_G3_Ringer2 | SSO   | Amplitude (Hz) | 450.0125 | 235.6555 | 483.2234 | 176.4449 |
| ZT12_G3_OA1     | SSO   | Frequency (Hz) | 407.3978 | 41.94953 | 397.7778 | 52.71467 |
| ZT12_G3_OA1     | SSO   | Amplitude (Hz) | 386.1355 | 195.8682 | 390.6343 | 223.5977 |
| ZT12_G3_OA10    | SSO   | Frequency (Hz) | 510.2116 | 25.81783 | 508.8889 | 6.589333 |
| ZT12_G3_OA10    | SSO   | Amplitude (Hz) | 296.1106 | 201.9494 | 279.7756 | 68.33828 |

**Supplementary table 2: Two-sided wilcoxon signed-rank test on free fluctuation analysis.** The Holms procedure was used to correct for multiple comparisons.

| parameter | group1       | group2       | p         | p.adj     | p.format | p.signif | method   |
|-----------|--------------|--------------|-----------|-----------|----------|----------|----------|
| Frequency | ZT4 Ringer2  | ZT4 OA1      | 6.03E-106 | 8.40E-105 | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 Ringer2  | ZT4 OA10     | 1.63E-77  | 2.00E-76  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 Ringer2  | ZT12 Ringer2 | 0.004813  | 0.014     | 0.0048   | **       | Wilcoxon |
| Frequency | ZT4 Ringer2  | ZT12 OA1     | 1.52E-63  | 1.50E-62  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 Ringer2  | ZT12 OA10    | 1.37E-26  | 8.20E-26  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 OA1      | ZT4 OA10     | 8.05E-43  | 7.20E-42  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 OA1      | ZT12 Ringer2 | 1.10E-128 | 1.60E-127 | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 OA1      | ZT12 OA1     | 1.20E-31  | 9.60E-31  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 OA1      | ZT12 OA10    | 0.366508  | 0.67      | 0.3665   | ns       | Wilcoxon |
| Frequency | ZT4 OA10     | ZT12 Ringer2 | 6.57E-104 | 8.50E-103 | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT4 OA10     | ZT12 OA1     | 0.335243  | 0.67      | 0.3352   | ns       | Wilcoxon |
| Frequency | ZT4 OA10     | ZT12 OA10    | 9.85E-22  | 4.90E-21  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT12 Ringer2 | ZT12 OA1     | 8.85E-68  | 9.70E-67  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT12 Ringer2 | ZT12 OA10    | 7.23E-28  | 5.10E-27  | <2e-16   | ****     | Wilcoxon |
| Frequency | ZT12 OA1     | ZT12 OA10    | 3.27E-21  | 1.30E-20  | <2e-16   | ****     | Wilcoxon |
| Amplitude | ZT4 Ringer2  | ZT4 OA1      | 0.004444  | 0.022     | 0.00444  | **       | Wilcoxon |
| Amplitude | ZT4 Ringer2  | ZT4 OA10     | 0.014661  | 0.039     | 0.01466  | *        | Wilcoxon |
| Amplitude | ZT4 Ringer2  | ZT12 Ringer2 | 0.006153  | 0.025     | 0.00615  | **       | Wilcoxon |
| Amplitude | ZT4 Ringer2  | ZT12 OA1     | 1.56E-05  | 0.00012   | 1.60E-05 | ****     | Wilcoxon |
| Amplitude | ZT4 Ringer2  | ZT12 OA10    | 1.27E-06  | 1.70E-05  | 1.30E-06 | ****     | Wilcoxon |
| Amplitude | ZT4 OA1      | ZT4 OA10     | 4.46E-08  | 6.70E-07  | 4.50E-08 | ****     | Wilcoxon |
| Amplitude | ZT4 OA1      | ZT12 Ringer2 | 2.85E-06  | 3.10E-05  | 2.80E-06 | ****     | Wilcoxon |
| Amplitude | ZT4 OA1      | ZT12 OA1     | 1.75E-06  | 2.10E-05  | 1.80E-06 | ****     | Wilcoxon |
| Amplitude | ZT4 OA1      | ZT12 OA10    | 6.33E-06  | 5.70E-05  | 6.30E-06 | ****     | Wilcoxon |
| Amplitude | ZT4 OA10     | ZT12 Ringer2 | 4.54E-06  | 4.50E-05  | 4.50E-06 | ****     | Wilcoxon |
| Amplitude | ZT4 OA10     | ZT12 OA1     | 0.136322  | 0.14      | 0.13632  | ns       | Wilcoxon |

|           |              |           |          |          |          |      |          |
|-----------|--------------|-----------|----------|----------|----------|------|----------|
| Amplitude | ZT4 OA10     | ZT12 OA10 | 7.63E-07 | 1.10E-05 | 7.60E-07 | **** | Wilcoxon |
| Amplitude | ZT12 Ringer2 | ZT12 OA1  | 0.002111 | 0.013    | 0.00211  | **   | Wilcoxon |
| Amplitude | ZT12 Ringer2 | ZT12 OA10 | 0.000137 | 0.00096  | 0.00014  | ***  | Wilcoxon |
| Amplitude | ZT12 OA1     | ZT12 OA10 | 0.012948 | 0.039    | 0.01295  | *    | Wilcoxon |

**Supplementary table 3: Summary of biophysical parameters extracted from frequency-modulated sweep responses in wildtype male mosquitoes upon exposure to octopamine.**

| condition       | State  | parameters | mean            | sd              | median          | mad             |
|-----------------|--------|------------|-----------------|-----------------|-----------------|-----------------|
| ZT4_G3_baseline | SSO    | F0m        | 20.3527330<br>2 | 4.73839506<br>4 | 20.6071644<br>8 | 3.66299089      |
| ZT4_G3_baseline | SSO    | F0         | 359.140054<br>8 | 30.1278469      | 354.950709<br>8 | 31.9633007<br>8 |
| ZT4_G3_baseline | SSO    | peak       | 370.972831<br>3 | 31.4836205<br>3 | 363.057995<br>1 | 40.4750769<br>2 |
| ZT4_G3_baseline | SSO    | Q-factor   | 2.90270642<br>3 | 0.35218103      | 3.00520941      | 0.37775095<br>1 |
| ZT4_G3_Ringer2  | SSO    | F0m        | 27.7713924<br>7 | 12.0508112<br>3 | 23.3179183<br>1 | 10.6434340<br>6 |
| ZT4_G3_Ringer2  | SSO    | F0         | 365.615511<br>7 | 45.4077858<br>8 | 343.177542<br>4 | 42.2483508<br>9 |
| ZT4_G3_Ringer2  | SSO    | peak       | 378.745432<br>2 | 48.1983591<br>9 | 362.780287<br>5 | 60.3017209<br>8 |
| ZT4_G3_Ringer2  | SSO    | Q-factor   | 2.84514507<br>7 | 0.46911608<br>2 | 2.91565534<br>2 | 0.70552384<br>5 |
| ZT4_G3_OA1      | SSO    | F0m        | 12.0360157<br>1 | 13.9509183<br>5 | 13.5929728<br>2 | 5.69911020<br>7 |
| ZT4_G3_OA1      | SSO    | F0         | 515.086929      | 79.4073774      | 558.175453<br>4 | 61.8589566<br>3 |
| ZT4_G3_OA1      | SSO    | peak       | 594.102633<br>8 | 584.647293<br>8 | 563.039756<br>9 | 78.7576159<br>8 |
| ZT4_G3_OA1      | SSO    | Q-factor   | 4.25178229<br>4 | 1.67445509<br>7 | 4.10864268<br>6 | 1.94739068<br>8 |
| ZT4_G3_OA1      | Quiesc | F0m        | -<br>263.373394 | 1109.22411<br>1 | 10.0495715<br>4 | 6.91427207<br>4 |
| ZT4_G3_OA1      | Quiesc | F0         | 581.511883<br>4 | 338.981972<br>4 | 434.192478      | 43.4262559<br>7 |
| ZT4_G3_OA1      | Quiesc | peak       | 1023.01250<br>6 | 1618.84376<br>6 | 462.023746<br>8 | 56.9774492      |
| ZT4_G3_OA1      | Quiesc | Q-factor   | 2.14792481      | 0.95584739<br>5 | 2.11256304<br>8 | 0.89143415<br>3 |
| ZT4_G3_OA10     | SSO    | F0m        | 28.4211771<br>3 | 22.8035402<br>7 | 38.7363030<br>6 | 12.9014154<br>2 |
| ZT4_G3_OA10     | SSO    | F0         | 451.226396<br>7 | 139.691168<br>8 | 447.894841<br>7 | 111.951238<br>5 |
| ZT4_G3_OA10     | SSO    | peak       | 465.012891<br>3 | 143.026154      | 460.047504<br>5 | 119.694059<br>8 |
| ZT4_G3_OA10     | SSO    | Q-factor   | 3.06261927      | 0.75550269<br>6 | 2.97670677<br>6 | 0.22578169<br>5 |
| ZT4_G3_OA10     | Quiesc | F0m        | 108.540251<br>7 | 557.697095<br>9 | 19.7069244<br>1 | 17.0126123<br>6 |
| ZT4_G3_OA10     | Quiesc | F0         | 58              | 33.3416656<br>3 | 58              | 42.9954         |
| ZT4_G3_OA10     | Quiesc | peak       | 775.394206<br>9 | 521.692765<br>8 | 661.478377<br>1 | 57.2286464<br>5 |

|                      |        |          |                      |                 |                 |                 |
|----------------------|--------|----------|----------------------|-----------------|-----------------|-----------------|
| ZT4_G3_OA10          | Quiesc | Q-factor | 3.32272802<br>3      | 4.08473844<br>5 | 2.04119211<br>3 | 0.94011857      |
| ZT12_G3_baseli<br>ne | SSO    | F0m      | 23.5178485<br>9      | 6.32611041<br>9 | 22.2266737<br>9 | 7.62127906<br>8 |
| ZT12_G3_baseli<br>ne | SSO    | F0       | 358.995452           | 31.0006608<br>9 | 344.443281<br>5 | 20.2140729<br>8 |
| ZT12_G3_baseli<br>ne | SSO    | peak     | 374.801182<br>6      | 37.5959060<br>4 | 356.361065      | 26.6623630<br>2 |
| ZT12_G3_baseli<br>ne | SSO    | Q-factor | 2.84230643<br>7      | 0.62239552<br>6 | 2.94133257<br>9 | 0.58724416<br>5 |
| ZT12_G3_Ringer<br>2  | SSO    | F0m      | 26.4875590<br>7      | 10.4153677<br>8 | 21.0520547<br>7 | 2.29616667<br>6 |
| ZT12_G3_Ringer<br>2  | SSO    | F0       | 364.112494<br>7      | 32.8577770<br>6 | 349.994600<br>1 | 16.8616539<br>5 |
| ZT12_G3_Ringer<br>2  | SSO    | peak     | 376.464301<br>4      | 33.6425642<br>2 | 359.697149<br>7 | 13.2978181<br>6 |
| ZT12_G3_Ringer<br>2  | SSO    | Q-factor | 2.84324820<br>8      | 0.32167838<br>7 | 2.88979200<br>6 | 0.39536437      |
| ZT12_G3_Ringer<br>2  | Quiesc | F0m      | 28.5576379<br>2      | 5.89139916<br>3 | 26.0995000<br>7 | 1.34758650<br>2 |
| ZT12_G3_Ringer<br>2  | Quiesc | F0       | 362.465926<br>4      | 57.1762345<br>4 | 335.248603<br>3 | 3.22451421<br>6 |
| ZT12_G3_Ringer<br>2  | Quiesc | peak     | 377.427187<br>1      | 58.9540857<br>3 | 349.203811      | 3.11213576<br>7 |
| ZT12_G3_Ringer<br>2  | Quiesc | Q-factor | 2.53640277<br>5      | NA              | 2.57111314<br>8 | 0.08790905<br>2 |
| ZT12_G3_OA1          | SSO    | F0m      | -<br>11.2426281<br>8 | 356.090492<br>4 | 20.4488455<br>1 | 4.16559333<br>7 |
| ZT12_G3_OA1          | SSO    | F0       | 402.888461<br>1      | 139.163279<br>4 | 382.327419<br>9 | 46.8973681<br>7 |
| ZT12_G3_OA1          | SSO    | peak     | 461.724174<br>9      | 547.915947<br>9 | 417.243304<br>1 | 66.9140830<br>3 |
| ZT12_G3_OA1          | SSO    | Q-factor | 2.55699184<br>8      | 0.62429028<br>4 | 2.79131905<br>5 | 0.47219144<br>9 |
| ZT12_G3_OA1          | Quiesc | F0m      | -<br>16.2578979<br>9 | 354.936427<br>4 | 14.3172048<br>8 | 18.7689066<br>8 |
| ZT12_G3_OA1          | Quiesc | F0       | 552.244119           | 676.242241<br>7 | 544.522391<br>9 | 108.051188<br>1 |
| ZT12_G3_OA1          | Quiesc | peak     | 0.40054694<br>9      | 253.842557<br>4 | 553.262526<br>1 | 94.2643377<br>1 |
| ZT12_G3_OA1          | Quiesc | Q-factor | 5.21320849<br>8      | 6.13436061<br>8 | 2.27982089<br>9 | 1.05279724<br>8 |
| ZT12_G3_OA10         | SSO    | F0m      | 26.3449300<br>1      | 16.7596045<br>4 | 18.7945551<br>6 | 0.73474588<br>8 |
| ZT12_G3_OA10         | SSO    | F0       | 549.157573<br>1      | 84.9168117<br>4 | 502.924536<br>5 | 15.7109986<br>2 |
| ZT12_G3_OA10         | SSO    | peak     | 574.957430<br>7      | 102.111192<br>8 | 521.006565<br>6 | 17.1043579<br>7 |

|              |        |          |                 |                 |                      |                 |
|--------------|--------|----------|-----------------|-----------------|----------------------|-----------------|
| ZT12_G3_OA10 | SSO    | Q-factor | 4.25943376<br>6 | 9.40462267<br>3 | 2.69715374<br>5      | 0.09295681<br>7 |
| ZT12_G3_OA10 | Quiesc | F0m      | 22.8824558      | 806.090336      | -<br>0.22250956<br>8 | 5.7408845       |
| ZT12_G3_OA10 | Quiesc | F0       | 542.632616<br>9 | 707.839554<br>3 | 393.680383<br>6      | 172.119284<br>7 |
| ZT12_G3_OA10 | Quiesc | peak     | 643.192344<br>4 | 608.305753<br>9 | 554.858036<br>6      | 158.748181<br>5 |
| ZT12_G3_OA10 | Quiesc | Q-factor | 4.03585768<br>2 | 7.71505969<br>1 | 1.10909816<br>7      | 0.45904534<br>2 |

**Supplementary table 4: Two-sided wilcoxon signed-rank test on frequency-modulated sweep analysis in males (pairwise comparisons).** The Holms procedure was used to correct for multiple comparisons.

| Parameter | group1           | group2                 | p        | p.adj    | p.form at | p.sig nif | metho d  |
|-----------|------------------|------------------------|----------|----------|-----------|-----------|----------|
| F0m       | ZT4 baseline SSO | ZT4 control SSO        | 2.45E-19 | 1.10E-17 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT4 1mM OA SSO         | 2.20E-41 | 1.40E-39 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT4 1mM OA Quiescent   | 4.39E-25 | 2.20E-23 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT4 10mM OA SSO        | 1.04E-19 | 4.90E-18 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT4 10mM OA Quiescent  | 0.34945  | 1        | 0.34945   | ns        | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 baseline SSO      | 2.03E-06 | 5.30E-05 | 2.00E-06  | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 control SSO       | 6.64E-20 | 3.20E-18 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 control Quiescent | 1.31E-30 | 7.50E-29 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 1mM OA SSO        | 0.146935 | 1        | 0.14694   | ns        | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 1mM OA Quiescent  | 1.66E-36 | 1.00E-34 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 10mM OA SSO       | 0.890448 | 1        | 0.89045   | ns        | Wilcoxon |
| F0m       | ZT4 baseline SSO | ZT12 10mM OA Quiescent | 1.70E-63 | 1.30E-61 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 control SSO  | ZT4 1mM OA SSO         | 3.15E-53 | 2.20E-51 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 control SSO  | ZT4 1mM OA Quiescent   | 6.27E-33 | 3.70E-31 | < 2e-16   | ****      | Wilcoxon |
| F0m       | ZT4 control SSO  | ZT4 10mM OA SSO        | 1.57E-07 | 4.70E-06 | 1.60E-07  | ****      | Wilcoxon |

|     |                      |                        |          |          |          |      |          |
|-----|----------------------|------------------------|----------|----------|----------|------|----------|
| F0m | ZT4 control SSO      | ZT4 10mM OA Quiescent  | 7.06E-07 | 2.00E-05 | 7.10E-07 | **** | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 baseline SSO      | 0.08659  | 0.95     | 0.08659  | ns   | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 control SSO       | 0.02855  | 0.4      | 0.02855  | *    | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 control Quiescent | 0.000685 | 0.013    | 0.00068  | ***  | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 1mM OA SSO        | 5.72E-05 | 0.0012   | 5.70E-05 | **** | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 1mM OA Quiescent  | 3.06E-39 | 1.90E-37 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 10mM OA SSO       | 0.059736 | 0.72     | 0.05974  | ns   | Wilcoxon |
| F0m | ZT4 control SSO      | ZT12 10mM OA Quiescent | 3.32E-63 | 2.50E-61 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT4 1mM OA Quiescent   | 4.05E-05 | 0.00089  | 4.10E-05 | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT4 10mM OA SSO        | 9.09E-50 | 6.10E-48 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT4 10mM OA Quiescent  | 0.000169 | 0.0034   | 0.00017  | ***  | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 baseline SSO      | 9.01E-51 | 6.10E-49 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 control SSO       | 1.04E-84 | 8.00E-83 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 control Quiescent | 1.65E-49 | 1.10E-47 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 1mM OA SSO        | 3.85E-30 | 2.20E-28 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 1mM OA Quiescent  | 0.018034 | 0.29     | 0.01803  | *    | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 10mM OA SSO       | 7.70E-10 | 2.80E-08 | 7.70E-10 | **** | Wilcoxon |
| F0m | ZT4 1mM OA SSO       | ZT12 10mM OA Quiescent | 2.02E-22 | 9.90E-21 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT4 10mM OA SSO        | 1.17E-27 | 6.30E-26 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT4 10mM OA Quiescent  | 1.05E-05 | 0.00024  | 1.10E-05 | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT12 baseline SSO      | 2.94E-32 | 1.70E-30 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT12 control SSO       | 2.66E-35 | 1.60E-33 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT12 control Quiescent | 1.40E-28 | 7.70E-27 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT12 1mM OA SSO        | 6.45E-23 | 3.20E-21 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 1mM OA Quiescent | ZT12 1mM OA Quiescent  | 0.007903 | 0.13     | 0.0079   | **   | Wilcoxon |

|     |                          |                           |          |          |          |      |          |
|-----|--------------------------|---------------------------|----------|----------|----------|------|----------|
| F0m | ZT4 1mM<br>OA Quiescent  | ZT12 10mM<br>OA SSO       | 2.16E-12 | 9.10E-11 | 2.20E-12 | **** | Wilcoxon |
| F0m | ZT4 1mM<br>OA Quiescent  | ZT12 10mM<br>OA Quiescent | 0.021742 | 0.33     | 0.02174  | *    | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT4 10mM<br>OA Quiescent  | 2.39E-10 | 9.10E-09 | 2.40E-10 | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 baseline SSO         | 1.15E-18 | 5.20E-17 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 control SSO          | 0.044202 | 0.57     | 0.0442   | *    | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 control Quiescent    | 0.221555 | 1        | 0.22155  | ns   | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 1mM<br>OA SSO        | 4.25E-09 | 1.50E-07 | 4.30E-09 | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 1mM<br>OA Quiescent  | 1.64E-55 | 1.20E-53 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 10mM<br>OA SSO       | 0.137974 | 1        | 0.13797  | ns   | Wilcoxon |
| F0m | ZT4 10mM<br>OA SSO       | ZT12 10mM<br>OA Quiescent | 2.97E-52 | 2.10E-50 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 baseline SSO         | 0.002068 | 0.037    | 0.00207  | **   | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 control SSO          | 7.93E-07 | 2.20E-05 | 7.90E-07 | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 control Quiescent    | 1.84E-10 | 7.20E-09 | 1.80E-10 | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 1mM<br>OA SSO        | 0.174533 | 1        | 0.17453  | ns   | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 1mM<br>OA Quiescent  | 4.01E-06 | 1.00E-04 | 4.00E-06 | **** | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA SSO       | 0.288244 | 1        | 0.28824  | ns   | Wilcoxon |
| F0m | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA Quiescent | 2.42E-10 | 9.10E-09 | 2.40E-10 | **** | Wilcoxon |
| F0m | ZT12 baseline SSO        | ZT12 control SSO          | 1.51E-08 | 4.80E-07 | 1.50E-08 | **** | Wilcoxon |
| F0m | ZT12 baseline SSO        | ZT12 control Quiescent    | 6.24E-11 | 2.50E-09 | 6.20E-11 | **** | Wilcoxon |
| F0m | ZT12 baseline SSO        | ZT12 1mM<br>OA SSO        | 0.387475 | 1        | 0.38747  | ns   | Wilcoxon |
| F0m | ZT12 baseline SSO        | ZT12 1mM<br>OA Quiescent  | 5.46E-51 | 3.80E-49 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT12 baseline SSO        | ZT12 10mM<br>OA SSO       | 0.934094 | 1        | 0.93409  | ns   | Wilcoxon |
| F0m | ZT12 baseline SSO        | ZT12 10mM<br>OA Quiescent | 2.27E-54 | 1.60E-52 | < 2e-16  | **** | Wilcoxon |
| F0m | ZT12 control SSO         | ZT12 control Quiescent    | 2.14E-15 | 9.40E-14 | 2.10E-15 | **** | Wilcoxon |
| F0m | ZT12 control SSO         | ZT12 1mM<br>OA SSO        | 9.40E-09 | 3.10E-07 | 9.40E-09 | **** | Wilcoxon |

|     |                            |                            |               |               |              |      |              |
|-----|----------------------------|----------------------------|---------------|---------------|--------------|------|--------------|
| F0m | ZT12 control SSO           | ZT12 1mM<br>OA Quiescent   | 1.81E-<br>78  | 1.40E-<br>76  | < 2e-<br>16  | **** | Wilcox<br>on |
| F0m | ZT12 control SSO           | ZT12 10mM<br>OA SSO        | 1.13E-<br>06  | 3.10E-<br>05  | 1.10E-<br>06 | **** | Wilcox<br>on |
| F0m | ZT12 control SSO           | ZT12 10mM<br>OA Quiescent  | 2.37E-<br>107 | 1.80E-<br>105 | < 2e-<br>16  | **** | Wilcox<br>on |
| F0m | ZT12 control Quie<br>scent | ZT12 1mM<br>OA SSO         | 1.42E-<br>11  | 5.80E-<br>10  | 1.40E-<br>11 | **** | Wilcox<br>on |
| F0m | ZT12 control Quie<br>scent | ZT12 1mM<br>OA Quiescent   | 1.35E-<br>41  | 8.80E-<br>40  | < 2e-<br>16  | **** | Wilcox<br>on |
| F0m | ZT12 control Quie<br>scent | ZT12 10mM<br>OA SSO        | 8.55E-<br>06  | 0.000<br>21   | 8.60E-<br>06 | **** | Wilcox<br>on |
| F0m | ZT12 control Quie<br>scent | ZT12 10mM<br>OA Quiescent  | 2.42E-<br>40  | 1.50E-<br>38  | < 2e-<br>16  | **** | Wilcox<br>on |
| F0m | ZT12 1mM<br>OA SSO         | ZT12 1mM<br>OA Quiescent   | 1.38E-<br>25  | 7.30E-<br>24  | < 2e-<br>16  | **** | Wilcox<br>on |
| F0m | ZT12 1mM<br>OA SSO         | ZT12 10mM<br>OA SSO        | 0.3099<br>5   | 1             | 0.3099<br>5  | ns   | Wilcox<br>on |
| F0m | ZT12 1mM<br>OA SSO         | ZT12 10mM<br>OA Quiescent  | 2.44E-<br>25  | 1.30E-<br>23  | < 2e-<br>16  | **** | Wilcox<br>on |
| F0m | ZT12 1mM<br>OA Quiescent   | ZT12 10mM<br>OA SSO        | 6.77E-<br>09  | 2.30E-<br>07  | 6.80E-<br>09 | **** | Wilcox<br>on |
| F0m | ZT12 1mM<br>OA Quiescent   | ZT12 10mM<br>OA Quiescent  | 5.41E-<br>13  | 2.30E-<br>11  | 5.40E-<br>13 | **** | Wilcox<br>on |
| F0m | ZT12 10mM<br>OA SSO        | ZT12 10mM<br>OA Quiescent  | 2.80E-<br>08  | 8.70E-<br>07  | 2.80E-<br>08 | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT4 control SSO            | 0.6385<br>58  | 1             | 0.6385<br>6  | ns   | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT4 1mM OA SSO             | 6.96E-<br>85  | 5.10E-<br>83  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT4 1mM<br>OA Quiescent    | 2.49E-<br>40  | 1.50E-<br>38  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT4 10mM<br>OA SSO         | 2.59E-<br>21  | 1.00E-<br>19  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT4 10mM<br>OA Quiescent   | 2.93E-<br>57  | 1.90E-<br>55  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 baseline SSO          | 0.0970<br>19  | 1             | 0.0970<br>2  | ns   | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 control SSO           | 1.10E-<br>05  | 0.000<br>23   | 1.10E-<br>05 | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 control Quie<br>scent | 0.0194<br>14  | 0.32          | 0.0194<br>1  | *    | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 1mM<br>OA SSO         | 4.22E-<br>19  | 1.40E-<br>17  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 1mM<br>OA Quiescent   | 2.35E-<br>97  | 1.80E-<br>95  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 10mM<br>OA SSO        | 9.89E-<br>23  | 4.40E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0  | ZT4 baseline SSO           | ZT12 10mM<br>OA Quiescent  | 1.51E-<br>103 | 1.10E-<br>101 | < 2e-<br>16  | **** | Wilcox<br>on |

|    |                      |                        |          |          |          |      |          |
|----|----------------------|------------------------|----------|----------|----------|------|----------|
| f0 | ZT4 control SSO      | ZT4 1mM OA SSO         | 6.51E-64 | 4.40E-62 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT4 1mM OA Quiescent   | 5.57E-32 | 2.80E-30 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT4 10mM OA SSO        | 1.01E-20 | 3.70E-19 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT4 10mM OA Quiescent  | 2.41E-51 | 1.50E-49 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 baseline SSO      | 0.451272 | 1        | 0.45127  | ns   | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 control SSO       | 0.215733 | 1        | 0.21573  | ns   | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 control Quiescent | 0.02566  | 0.38     | 0.02566  | *    | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 1mM OA SSO        | 1.20E-10 | 3.10E-09 | 1.20E-10 | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 1mM OA Quiescent  | 3.19E-74 | 2.20E-72 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 10mM OA SSO       | 8.18E-22 | 3.30E-20 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 control SSO      | ZT12 10mM OA Quiescent | 1.72E-70 | 1.20E-68 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT4 1mM OA Quiescent   | 0.413076 | 1        | 0.41308  | ns   | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT4 10mM OA SSO        | 1.17E-23 | 5.30E-22 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT4 10mM OA Quiescent  | 7.90E-40 | 4.60E-38 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 baseline SSO      | 2.35E-73 | 1.60E-71 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 control SSO       | 2.99E-96 | 2.20E-94 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 control Quiescent | 1.96E-37 | 1.10E-35 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 1mM OA SSO        | 9.58E-32 | 4.80E-30 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 1mM OA Quiescent  | 0.018585 | 0.32     | 0.01858  | *    | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 10mM OA SSO       | 0.175406 | 1        | 0.17541  | ns   | Wilcoxon |
| f0 | ZT4 1mM OA SSO       | ZT12 10mM OA Quiescent | 0.075395 | 0.98     | 0.07539  | ns   | Wilcoxon |
| f0 | ZT4 1mM OA Quiescent | ZT4 10mM OA SSO        | 6.04E-08 | 1.50E-06 | 6.00E-08 | **** | Wilcoxon |
| f0 | ZT4 1mM OA Quiescent | ZT4 10mM OA Quiescent  | 1.52E-07 | 3.70E-06 | 1.50E-07 | **** | Wilcoxon |
| f0 | ZT4 1mM OA Quiescent | ZT12 baseline SSO      | 5.59E-38 | 3.10E-36 | < 2e-16  | **** | Wilcoxon |
| f0 | ZT4 1mM OA Quiescent | ZT12 control SSO       | 8.69E-41 | 5.20E-39 | < 2e-16  | **** | Wilcoxon |

|    |                          |                            |              |              |              |      |              |
|----|--------------------------|----------------------------|--------------|--------------|--------------|------|--------------|
| f0 | ZT4 1mM<br>OA Quiescent  | ZT12 control Quie<br>scent | 4.98E-<br>20 | 1.80E-<br>18 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 1mM<br>OA Quiescent  | ZT12 1mM<br>OA SSO         | 1.54E-<br>16 | 4.50E-<br>15 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 1mM<br>OA Quiescent  | ZT12 1mM<br>OA Quiescent   | 0.7606<br>95 | 1            | 0.7606<br>9  | ns   | Wilcox<br>on |
| f0 | ZT4 1mM<br>OA Quiescent  | ZT12 10mM<br>OA SSO        | 0.0374<br>47 | 0.52         | 0.0374<br>5  | *    | Wilcox<br>on |
| f0 | ZT4 1mM<br>OA Quiescent  | ZT12 10mM<br>OA Quiescent  | 0.7720<br>2  | 1            | 0.7720<br>2  | ns   | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT4 10mM<br>OA Quiescent   | 3.12E-<br>41 | 1.90E-<br>39 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 baseline SSO          | 8.20E-<br>21 | 3.10E-<br>19 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 control SSO           | 8.97E-<br>11 | 2.40E-<br>09 | 9.00E-<br>11 | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 control Quie<br>scent | 0.0003<br>09 | 0.005<br>9   | 0.0003<br>1  | ***  | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 1mM<br>OA SSO         | 0.0177<br>07 | 0.32         | 0.0177<br>1  | *    | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 1mM<br>OA Quiescent   | 1.02E-<br>28 | 4.80E-<br>27 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 10mM<br>OA SSO        | 7.04E-<br>07 | 1.60E-<br>05 | 7.00E-<br>07 | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA SSO       | ZT12 10mM<br>OA Quiescent  | 4.57E-<br>29 | 2.20E-<br>27 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 baseline SSO          | 8.73E-<br>53 | 5.60E-<br>51 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 control SSO           | 2.16E-<br>61 | 1.40E-<br>59 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 control Quie<br>scent | 1.22E-<br>37 | 6.70E-<br>36 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 1mM<br>OA SSO         | 2.74E-<br>34 | 1.40E-<br>32 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 1mM<br>OA Quiescent   | 1.53E-<br>29 | 7.50E-<br>28 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA SSO        | 4.07E-<br>06 | 9.00E-<br>05 | 4.10E-<br>06 | **** | Wilcox<br>on |
| f0 | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA Quiescent  | 1.11E-<br>18 | 3.60E-<br>17 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT12 baseline SSO        | ZT12 control SSO           | 5.58E-<br>05 | 0.001<br>1   | 5.60E-<br>05 | **** | Wilcox<br>on |
| f0 | ZT12 baseline SSO        | ZT12 control Quie<br>scent | 0.1158<br>4  | 1            | 0.1158<br>4  | ns   | Wilcox<br>on |
| f0 | ZT12 baseline SSO        | ZT12 1mM<br>OA SSO         | 1.14E-<br>16 | 3.40E-<br>15 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT12 baseline SSO        | ZT12 1mM<br>OA Quiescent   | 3.03E-<br>80 | 2.20E-<br>78 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0 | ZT12 baseline SSO        | ZT12 10mM<br>OA SSO        | 4.54E-<br>22 | 1.90E-<br>20 | < 2e-<br>16  | **** | Wilcox<br>on |

|      |                            |                            |               |               |              |      |              |
|------|----------------------------|----------------------------|---------------|---------------|--------------|------|--------------|
| f0   | ZT12 baseline SSO          | ZT12 10mM<br>OA Quiescent  | 8.57E-<br>83  | 6.20E-<br>81  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control SSO           | ZT12 control Quie<br>scent | 1.57E-<br>22  | 6.60E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control SSO           | ZT12 1mM<br>OA SSO         | 3.79E-<br>19  | 1.30E-<br>17  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control SSO           | ZT12 1mM<br>OA Quiescent   | 1.70E-<br>110 | 1.30E-<br>108 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control SSO           | ZT12 10mM<br>OA SSO        | 1.09E-<br>22  | 4.70E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control SSO           | ZT12 10mM<br>OA Quiescent  | 1.80E-<br>130 | 1.40E-<br>128 | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control Quie<br>scent | ZT12 1mM<br>OA SSO         | 2.80E-<br>15  | 7.80E-<br>14  | 2.80E-<br>15 | **** | Wilcox<br>on |
| f0   | ZT12 control Quie<br>scent | ZT12 1mM<br>OA Quiescent   | 7.12E-<br>39  | 4.10E-<br>37  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control Quie<br>scent | ZT12 10mM<br>OA SSO        | 6.86E-<br>18  | 2.20E-<br>16  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 control Quie<br>scent | ZT12 10mM<br>OA Quiescent  | 7.97E-<br>43  | 4.90E-<br>41  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 1mM<br>OA SSO         | ZT12 1mM<br>OA Quiescent   | 1.49E-<br>36  | 7.90E-<br>35  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 1mM<br>OA SSO         | ZT12 10mM<br>OA SSO        | 1.31E-<br>17  | 4.10E-<br>16  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 1mM<br>OA SSO         | ZT12 10mM<br>OA Quiescent  | 1.54E-<br>25  | 7.10E-<br>24  | < 2e-<br>16  | **** | Wilcox<br>on |
| f0   | ZT12 1mM<br>OA Quiescent   | ZT12 10mM<br>OA SSO        | 0.3253<br>28  | 1             | 0.3253<br>3  | ns   | Wilcox<br>on |
| f0   | ZT12 1mM<br>OA Quiescent   | ZT12 10mM<br>OA Quiescent  | 0.7547<br>13  | 1             | 0.7547<br>1  | ns   | Wilcox<br>on |
| f0   | ZT12 10mM<br>OA SSO        | ZT12 10mM<br>OA Quiescent  | 0.6646<br>16  | 1             | 0.6646<br>2  | ns   | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT4 control SSO            | 0.6385<br>58  | 1             | 0.6385<br>6  | ns   | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT4 1mM OA SSO             | 6.96E-<br>85  | 5.10E-<br>83  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT4 1mM<br>OA Quiescent    | 2.49E-<br>40  | 1.50E-<br>38  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT4 10mM<br>OA SSO         | 2.59E-<br>21  | 1.00E-<br>19  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT4 10mM<br>OA Quiescent   | 2.93E-<br>57  | 1.90E-<br>55  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT12 baseline SSO          | 0.0970<br>19  | 1             | 0.0970<br>2  | ns   | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT12 control SSO           | 1.10E-<br>05  | 0.000<br>23   | 1.10E-<br>05 | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT12 control Quie<br>scent | 0.0194<br>14  | 0.32<br>1     | 0.0194<br>1  | *    | Wilcox<br>on |
| peak | ZT4 baseline SSO           | ZT12 1mM<br>OA SSO         | 4.22E-<br>19  | 1.40E-<br>17  | < 2e-<br>16  | **** | Wilcox<br>on |

|      |                         |                            |               |               |              |      |              |
|------|-------------------------|----------------------------|---------------|---------------|--------------|------|--------------|
| peak | ZT4 baseline SSO        | ZT12 1mM<br>OA Quiescent   | 2.35E-<br>97  | 1.80E-<br>95  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO        | ZT12 10mM<br>OA SSO        | 9.89E-<br>23  | 4.40E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 baseline SSO        | ZT12 10mM<br>OA Quiescent  | 1.51E-<br>103 | 1.10E-<br>101 | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT4 1mM OA SSO             | 6.51E-<br>64  | 4.40E-<br>62  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT4 1mM<br>OA Quiescent    | 5.57E-<br>32  | 2.80E-<br>30  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT4 10mM<br>OA SSO         | 1.01E-<br>20  | 3.70E-<br>19  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT4 10mM<br>OA Quiescent   | 2.41E-<br>51  | 1.50E-<br>49  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 baseline SSO          | 0.4512<br>72  | 1             | 0.4512<br>7  | ns   | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 control SSO           | 0.2157<br>33  | 1             | 0.2157<br>3  | ns   | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 control Quie<br>scent | 0.0256<br>6   | 0.38          | 0.0256<br>6  | *    | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 1mM<br>OA SSO         | 1.20E-<br>10  | 3.10E-<br>09  | 1.20E-<br>10 | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 1mM<br>OA Quiescent   | 3.19E-<br>74  | 2.20E-<br>72  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 10mM<br>OA SSO        | 8.18E-<br>22  | 3.30E-<br>20  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 control SSO         | ZT12 10mM<br>OA Quiescent  | 1.72E-<br>70  | 1.20E-<br>68  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT4 1mM<br>OA Quiescent    | 0.4130<br>76  | 1             | 0.4130<br>8  | ns   | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT4 10mM<br>OA SSO         | 1.17E-<br>23  | 5.30E-<br>22  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT4 10mM<br>OA Quiescent   | 7.90E-<br>40  | 4.60E-<br>38  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 baseline SSO          | 2.35E-<br>73  | 1.60E-<br>71  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 control SSO           | 2.99E-<br>96  | 2.20E-<br>94  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 control Quie<br>scent | 1.96E-<br>37  | 1.10E-<br>35  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 1mM<br>OA SSO         | 9.58E-<br>32  | 4.80E-<br>30  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 1mM<br>OA Quiescent   | 0.0185<br>85  | 0.32          | 0.0185<br>8  | *    | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 10mM<br>OA SSO        | 0.1754<br>06  | 1             | 0.1754<br>1  | ns   | Wilcox<br>on |
| peak | ZT4 1mM OA SSO          | ZT12 10mM<br>OA Quiescent  | 0.0753<br>95  | 0.98          | 0.0753<br>9  | ns   | Wilcox<br>on |
| peak | ZT4 1mM<br>OA Quiescent | ZT4 10mM<br>OA SSO         | 6.04E-<br>08  | 1.50E-<br>06  | 6.00E-<br>08 | **** | Wilcox<br>on |

|      |                          |                           |          |          |          |      |          |
|------|--------------------------|---------------------------|----------|----------|----------|------|----------|
| peak | ZT4 1mM<br>OA Quiescent  | ZT4 10mM<br>OA Quiescent  | 1.52E-07 | 3.70E-06 | 1.50E-07 | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 baseline SSO         | 5.59E-38 | 3.10E-36 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 control SSO          | 8.69E-41 | 5.20E-39 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 control Quiescent    | 4.98E-20 | 1.80E-18 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 1mM<br>OA SSO        | 1.54E-16 | 4.50E-15 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 1mM<br>OA Quiescent  | 0.760695 | 1        | 0.76069  | ns   | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 10mM<br>OA SSO       | 0.037447 | 0.52     | 0.03745  | *    | Wilcoxon |
| peak | ZT4 1mM<br>OA Quiescent  | ZT12 10mM<br>OA Quiescent | 0.77202  | 1        | 0.77202  | ns   | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT4 10mM<br>OA Quiescent  | 3.12E-41 | 1.90E-39 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 baseline SSO         | 8.20E-21 | 3.10E-19 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 control SSO          | 8.97E-11 | 2.40E-09 | 9.00E-11 | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 control Quiescent    | 0.000309 | 0.0059   | 0.00031  | ***  | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 1mM<br>OA SSO        | 0.017707 | 0.32     | 0.01771  | *    | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 1mM<br>OA Quiescent  | 1.02E-28 | 4.80E-27 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 10mM<br>OA SSO       | 7.04E-07 | 1.60E-05 | 7.00E-07 | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA SSO       | ZT12 10mM<br>OA Quiescent | 4.57E-29 | 2.20E-27 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 baseline SSO         | 8.73E-53 | 5.60E-51 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 control SSO          | 2.16E-61 | 1.40E-59 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 control Quiescent    | 1.22E-37 | 6.70E-36 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 1mM<br>OA SSO        | 2.74E-34 | 1.40E-32 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 1mM<br>OA Quiescent  | 1.53E-29 | 7.50E-28 | < 2e-16  | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA SSO       | 4.07E-06 | 9.00E-05 | 4.10E-06 | **** | Wilcoxon |
| peak | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA Quiescent | 1.11E-18 | 3.60E-17 | < 2e-16  | **** | Wilcoxon |
| peak | ZT12 baseline SSO        | ZT12 control SSO          | 5.58E-05 | 0.0011   | 5.60E-05 | **** | Wilcoxon |
| peak | ZT12 baseline SSO        | ZT12 control Quiescent    | 0.11584  | 1        | 0.11584  | ns   | Wilcoxon |

|      |                            |                            |               |               |              |      |              |
|------|----------------------------|----------------------------|---------------|---------------|--------------|------|--------------|
| peak | ZT12 baseline SSO          | ZT12 1mM<br>OA SSO         | 1.14E-<br>16  | 3.40E-<br>15  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 baseline SSO          | ZT12 1mM<br>OA Quiescent   | 3.03E-<br>80  | 2.20E-<br>78  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 baseline SSO          | ZT12 10mM<br>OA SSO        | 4.54E-<br>22  | 1.90E-<br>20  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 baseline SSO          | ZT12 10mM<br>OA Quiescent  | 8.57E-<br>83  | 6.20E-<br>81  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control SSO           | ZT12 control Quie<br>scent | 1.57E-<br>22  | 6.60E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control SSO           | ZT12 1mM<br>OA SSO         | 3.79E-<br>19  | 1.30E-<br>17  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control SSO           | ZT12 1mM<br>OA Quiescent   | 1.70E-<br>110 | 1.30E-<br>108 | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control SSO           | ZT12 10mM<br>OA SSO        | 1.09E-<br>22  | 4.70E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control SSO           | ZT12 10mM<br>OA Quiescent  | 1.80E-<br>130 | 1.40E-<br>128 | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control Quie<br>scent | ZT12 1mM<br>OA SSO         | 2.80E-<br>15  | 7.80E-<br>14  | 2.80E-<br>15 | **** | Wilcox<br>on |
| peak | ZT12 control Quie<br>scent | ZT12 1mM<br>OA Quiescent   | 7.12E-<br>39  | 4.10E-<br>37  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control Quie<br>scent | ZT12 10mM<br>OA SSO        | 6.86E-<br>18  | 2.20E-<br>16  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 control Quie<br>scent | ZT12 10mM<br>OA Quiescent  | 7.97E-<br>43  | 4.90E-<br>41  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 1mM<br>OA SSO         | ZT12 1mM<br>OA Quiescent   | 1.49E-<br>36  | 7.90E-<br>35  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 1mM<br>OA SSO         | ZT12 10mM<br>OA SSO        | 1.31E-<br>17  | 4.10E-<br>16  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 1mM<br>OA SSO         | ZT12 10mM<br>OA Quiescent  | 1.54E-<br>25  | 7.10E-<br>24  | < 2e-<br>16  | **** | Wilcox<br>on |
| peak | ZT12 1mM<br>OA Quiescent   | ZT12 10mM<br>OA SSO        | 0.3253<br>28  | 1             | 0.3253<br>3  | ns   | Wilcox<br>on |
| peak | ZT12 1mM<br>OA Quiescent   | ZT12 10mM<br>OA Quiescent  | 0.7547<br>13  | 1             | 0.7547<br>1  | ns   | Wilcox<br>on |
| peak | ZT12 10mM<br>OA SSO        | ZT12 10mM<br>OA Quiescent  | 0.6646<br>16  | 1             | 0.6646<br>2  | ns   | Wilcox<br>on |
| Q    | ZT4 baseline SSO           | ZT4 control SSO            | 0.4950<br>53  | 1             | 0.4950<br>5  | ns   | Wilcox<br>on |
| Q    | ZT4 baseline SSO           | ZT4 1mM OA SSO             | 2.25E-<br>23  | 1.50E-<br>21  | < 2e-<br>16  | **** | Wilcox<br>on |
| Q    | ZT4 baseline SSO           | ZT4 1mM<br>OA Quiescent    | 1.57E-<br>15  | 7.50E-<br>14  | 1.60E-<br>15 | **** | Wilcox<br>on |
| Q    | ZT4 baseline SSO           | ZT4 10mM<br>OA SSO         | 0.4708<br>77  | 1             | 0.4708<br>8  | ns   | Wilcox<br>on |
| Q    | ZT4 baseline SSO           | ZT4 10mM<br>OA Quiescent   | 3.27E-<br>18  | 1.70E-<br>16  | < 2e-<br>16  | **** | Wilcox<br>on |
| Q    | ZT4 baseline SSO           | ZT12 baseline SSO          | 0.0302<br>19  | 0.27          | 0.0302<br>2  | *    | Wilcox<br>on |

|   |                  |                            |              |              |              |      |              |
|---|------------------|----------------------------|--------------|--------------|--------------|------|--------------|
| Q | ZT4 baseline SSO | ZT12 control SSO           | 0.0058<br>42 | 0.093        | 0.0058<br>4  | **   | Wilcox<br>on |
| Q | ZT4 baseline SSO | ZT12 control Quie<br>scent | 7.43E-<br>27 | 5.10E-<br>25 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 baseline SSO | ZT12 1mM<br>OA SSO         | 2.96E-<br>08 | 1.10E-<br>06 | 3.00E-<br>08 | **** | Wilcox<br>on |
| Q | ZT4 baseline SSO | ZT12 1mM<br>OA Quiescent   | 2.39E-<br>18 | 1.30E-<br>16 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 baseline SSO | ZT12 10mM<br>OA SSO        | 0.0009<br>43 | 0.02         | 0.0009<br>4  | ***  | Wilcox<br>on |
| Q | ZT4 baseline SSO | ZT12 10mM<br>OA Quiescent  | 5.69E-<br>71 | 4.40E-<br>69 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT4 1mM OA SSO             | 1.26E-<br>26 | 8.40E-<br>25 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT4 1mM<br>OA Quiescent    | 4.70E-<br>14 | 2.20E-<br>12 | 4.70E-<br>14 | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT4 10mM<br>OA SSO         | 0.0061<br>23 | 0.093        | 0.0061<br>2  | **   | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT4 10mM<br>OA Quiescent   | 5.22E-<br>14 | 2.30E-<br>12 | 5.20E-<br>14 | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 baseline SSO          | 0.3544<br>27 | 1            | 0.3544<br>3  | ns   | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 control SSO           | 0.5586<br>53 | 1            | 0.5586<br>5  | ns   | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 control Quie<br>scent | 1.05E-<br>05 | 0.000<br>32  | 1.10E-<br>05 | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 1mM<br>OA SSO         | 9.20E-<br>05 | 0.002<br>3   | 9.20E-<br>05 | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 1mM<br>OA Quiescent   | 7.90E-<br>11 | 3.50E-<br>09 | 7.90E-<br>11 | **** | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 10mM<br>OA SSO        | 0.3366<br>58 | 1            | 0.3366<br>6  | ns   | Wilcox<br>on |
| Q | ZT4 control SSO  | ZT12 10mM<br>OA Quiescent  | 4.46E-<br>54 | 3.30E-<br>52 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT4 1mM<br>OA Quiescent    | 5.45E-<br>23 | 3.50E-<br>21 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT4 10mM<br>OA SSO         | 8.12E-<br>16 | 4.00E-<br>14 | 8.10E-<br>16 | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT4 10mM<br>OA Quiescent   | 3.65E-<br>21 | 2.20E-<br>19 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT12 baseline SSO          | 8.49E-<br>19 | 4.80E-<br>17 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT12 control SSO           | 6.56E-<br>31 | 4.60E-<br>29 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT12 control Quie<br>scent | 4.00E-<br>35 | 2.90E-<br>33 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT12 1mM<br>OA SSO         | 1.92E-<br>20 | 1.20E-<br>18 | < 2e-<br>16  | **** | Wilcox<br>on |
| Q | ZT4 1mM OA SSO   | ZT12 1mM<br>OA Quiescent   | 1.12E-<br>17 | 5.70E-<br>16 | < 2e-<br>16  | **** | Wilcox<br>on |

|   |                       |                        |          |          |          |      |          |
|---|-----------------------|------------------------|----------|----------|----------|------|----------|
| Q | ZT4 1mM OA SSO        | ZT12 10mM OA SSO       | 3.92E-08 | 1.40E-06 | 3.90E-08 | **** | Wilcoxon |
| Q | ZT4 1mM OA SSO        | ZT12 10mM OA Quiescent | 2.29E-53 | 1.70E-51 | < 2e-16  | **** | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT4 10mM OA SSO        | 2.91E-16 | 1.50E-14 | 2.90E-16 | **** | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT4 10mM OA Quiescent  | 0.881944 | 1        | 0.88194  | ns   | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 baseline SSO      | 4.41E-10 | 1.80E-08 | 4.40E-10 | **** | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 control SSO       | 2.14E-15 | 1.00E-13 | 2.10E-15 | **** | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 control Quiescent | 3.83E-07 | 1.30E-05 | 3.80E-07 | **** | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 1mM OA SSO        | 0.001347 | 0.027    | 0.00135  | **   | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 1mM OA Quiescent  | 0.007616 | 0.099    | 0.00762  | **   | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 10mM OA SSO       | 0.00282  | 0.051    | 0.00282  | **   | Wilcoxon |
| Q | ZT4 1mM OA Quiescent  | ZT12 10mM OA Quiescent | 1.96E-05 | 0.00053  | 2.00E-05 | **** | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT4 10mM OA Quiescent  | 1.47E-18 | 8.10E-17 | < 2e-16  | **** | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 baseline SSO      | 0.621794 | 1        | 0.62179  | ns   | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 control SSO       | 0.000771 | 0.017    | 0.00077  | ***  | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 control Quiescent | 1.48E-33 | 1.00E-31 | < 2e-16  | **** | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 1mM OA SSO        | 2.93E-09 | 1.10E-07 | 2.90E-09 | **** | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 1mM OA Quiescent  | 3.58E-20 | 2.10E-18 | < 2e-16  | **** | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 10mM OA SSO       | 1.19E-05 | 0.00033  | 1.20E-05 | **** | Wilcoxon |
| Q | ZT4 10mM OA SSO       | ZT12 10mM OA Quiescent | 1.21E-59 | 9.20E-58 | < 2e-16  | **** | Wilcoxon |
| Q | ZT4 10mM OA Quiescent | ZT12 baseline SSO      | 1.26E-10 | 5.40E-09 | 1.30E-10 | **** | Wilcoxon |
| Q | ZT4 10mM OA Quiescent | ZT12 control SSO       | 1.70E-18 | 9.20E-17 | < 2e-16  | **** | Wilcoxon |
| Q | ZT4 10mM OA Quiescent | ZT12 control Quiescent | 7.89E-07 | 2.50E-05 | 7.90E-07 | **** | Wilcoxon |
| Q | ZT4 10mM OA Quiescent | ZT12 1mM OA SSO        | 0.000231 | 0.0056   | 0.00023  | ***  | Wilcoxon |
| Q | ZT4 10mM OA Quiescent | ZT12 1mM OA Quiescent  | 0.023009 | 0.23     | 0.02301  | *    | Wilcoxon |
| Q | ZT4 10mM OA Quiescent | ZT12 10mM OA SSO       | 0.001984 | 0.038    | 0.00198  | **   | Wilcoxon |

|   |                          |                           |          |          |          |      |          |
|---|--------------------------|---------------------------|----------|----------|----------|------|----------|
| Q | ZT4 10mM<br>OA Quiescent | ZT12 10mM<br>OA Quiescent | 7.60E-08 | 2.70E-06 | 7.60E-08 | **** | Wilcoxon |
| Q | ZT12 baseline SSO        | ZT12 control SSO          | 4.47E-07 | 1.50E-05 | 4.50E-07 | **** | Wilcoxon |
| Q | ZT12 baseline SSO        | ZT12 control Quiescent    | 2.48E-20 | 1.50E-18 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 baseline SSO        | ZT12 1mM<br>OA SSO        | 1.07E-05 | 0.00032  | 1.10E-05 | **** | Wilcoxon |
| Q | ZT12 baseline SSO        | ZT12 1mM<br>OA Quiescent  | 3.58E-10 | 1.50E-08 | 3.60E-10 | **** | Wilcoxon |
| Q | ZT12 baseline SSO        | ZT12 10mM<br>OA SSO       | 0.006734 | 0.094    | 0.00673  | **   | Wilcoxon |
| Q | ZT12 baseline SSO        | ZT12 10mM<br>OA Quiescent | 2.04E-47 | 1.50E-45 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 control SSO         | ZT12 control Quiescent    | 6.94E-20 | 4.00E-18 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 control SSO         | ZT12 1mM<br>OA SSO        | 5.40E-06 | 0.00017  | 5.40E-06 | **** | Wilcoxon |
| Q | ZT12 control SSO         | ZT12 1mM<br>OA Quiescent  | 1.44E-22 | 9.00E-21 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 control SSO         | ZT12 10mM<br>OA SSO       | 0.003177 | 0.054    | 0.00318  | **   | Wilcoxon |
| Q | ZT12 control SSO         | ZT12 10mM<br>OA Quiescent | 2.87E-89 | 2.20E-87 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 control Quiescent   | ZT12 1mM<br>OA SSO        | 0.000466 | 0.011    | 0.00047  | ***  | Wilcoxon |
| Q | ZT12 control Quiescent   | ZT12 1mM<br>OA Quiescent  | 2.73E-08 | 1.00E-06 | 2.70E-08 | **** | Wilcoxon |
| Q | ZT12 control Quiescent   | ZT12 10mM<br>OA SSO       | 3.22E-05 | 0.00084  | 3.20E-05 | **** | Wilcoxon |
| Q | ZT12 control Quiescent   | ZT12 10mM<br>OA Quiescent | 1.21E-26 | 8.20E-25 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 1mM<br>OA SSO       | ZT12 1mM<br>OA Quiescent  | 0.018242 | 0.21     | 0.01824  | *    | Wilcoxon |
| Q | ZT12 1mM<br>OA SSO       | ZT12 10mM<br>OA SSO       | 0.587354 | 1        | 0.58735  | ns   | Wilcoxon |
| Q | ZT12 1mM<br>OA SSO       | ZT12 10mM<br>OA Quiescent | 3.27E-21 | 2.00E-19 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 1mM<br>OA Quiescent | ZT12 10mM<br>OA SSO       | 0.01716  | 0.21     | 0.01716  | *    | Wilcoxon |
| Q | ZT12 1mM<br>OA Quiescent | ZT12 10mM<br>OA Quiescent | 3.58E-24 | 2.40E-22 | < 2e-16  | **** | Wilcoxon |
| Q | ZT12 10mM<br>OA SSO      | ZT12 10mM<br>OA Quiescent | 1.58E-09 | 6.30E-08 | 1.60E-09 | **** | Wilcoxon |

**Supplementary table 5: Summary of steady-state stiffness values extracted from force-step stimulation responses in wildtype male mosquitoes upon exposure to octopamine**

| condition        | parameters             | mean     | sd       | median   | mad      |
|------------------|------------------------|----------|----------|----------|----------|
| ZT4_G3_baseline  | Steady-state stiffness | 189.8061 | 42.64113 | 172.7202 | 35.92604 |
| ZT4_G3_Control   | Steady-state stiffness | 222.3794 | 129.4798 | 181.992  | 88.48203 |
| ZT4_G3_OA1       | Steady-state stiffness | 456.8191 | 364.7843 | 332.2196 | 196.1043 |
| ZT4_G3_OA10      | Steady-state stiffness | 531.0592 | 473.7489 | 329.3449 | 218.8008 |
| ZT12_G3_baseline | Steady-state stiffness | 209.6827 | 80.47488 | 185.1286 | 34.68105 |
| ZT12_G3_Control  | Steady-state stiffness | 337.7086 | 335.975  | 194.562  | 65.67948 |
| ZT12_G3_OA1      | Steady-state stiffness | 488.5785 | 366.961  | 395.9188 | 280.4134 |
| ZT12_G3_OA10     | Steady-state stiffness | 1442.868 | 868.1435 | 1257.664 | 682.8566 |

**Supplementary table 6: Two-sided wilcoxon signed-rank test on force-step stimulation analysis in males (pairwise comparisons).** The Holms procedure was used to correct for multiple comparisons.

| group1        | group2        | p        | p.adj    | p.format | p.signif | method   |
|---------------|---------------|----------|----------|----------|----------|----------|
| ZT04 baseline | ZT12 baseline | 0.222254 | 1        | 0.22225  | ns       | Wilcoxon |
| ZT04 baseline | ZT04 control  | 0.890034 | 1        | 0.89003  | ns       | Wilcoxon |
| ZT04 baseline | ZT12 control  | 0.258832 | 1        | 0.25883  | ns       | Wilcoxon |
| ZT04 baseline | ZT04 OA1mM    | 0.000128 | 0.0032   | 0.00013  | ***      | Wilcoxon |
| ZT04 baseline | ZT12 OA1mM    | 0.001419 | 0.031    | 0.00142  | **       | Wilcoxon |
| ZT04 baseline | ZT04 OA10mM   | 0.010254 | 0.17     | 0.01025  | *        | Wilcoxon |
| ZT04 baseline | ZT12 OA10mM   | 1.81E-10 | 5.10E-09 | 1.80E-10 | ****     | Wilcoxon |
| ZT12 baseline | ZT04 control  | 0.834392 | 1        | 0.83439  | ns       | Wilcoxon |
| ZT12 baseline | ZT12 control  | 0.664123 | 1        | 0.66412  | ns       | Wilcoxon |
| ZT12 baseline | ZT04 OA1mM    | 0.001544 | 0.032    | 0.00154  | **       | Wilcoxon |
| ZT12 baseline | ZT12 OA1mM    | 0.005651 | 0.11     | 0.00565  | **       | Wilcoxon |
| ZT12 baseline | ZT04 OA10mM   | 0.029921 | 0.45     | 0.02992  | *        | Wilcoxon |
| ZT12 baseline | ZT12 OA10mM   | 7.70E-07 | 2.10E-05 | 7.70E-07 | ****     | Wilcoxon |
| ZT04 control  | ZT12 control  | 0.393048 | 1        | 0.39305  | ns       | Wilcoxon |
| ZT04 control  | ZT04 OA1mM    | 0.024916 | 0.4      | 0.02492  | *        | Wilcoxon |
| ZT04 control  | ZT12 OA1mM    | 0.043421 | 0.61     | 0.04342  | *        | Wilcoxon |
| ZT04 control  | ZT04 OA10mM   | 0.052426 | 0.68     | 0.05243  | ns       | Wilcoxon |
| ZT04 control  | ZT12 OA10mM   | 6.19E-06 | 0.00016  | 6.20E-06 | ****     | Wilcoxon |

|              |             |          |       |         |     |          |
|--------------|-------------|----------|-------|---------|-----|----------|
| ZT12 control | ZT04 OA1mM  | 0.122911 | 1     | 0.12291 | ns  | Wilcoxon |
| ZT12 control | ZT12 OA1mM  | 0.14571  | 1     | 0.14571 | ns  | Wilcoxon |
| ZT12 control | ZT04 OA10mM | 0.247451 | 1     | 0.24745 | ns  | Wilcoxon |
| ZT12 control | ZT12 OA10mM | 0.000473 | 0.011 | 0.00047 | *** | Wilcoxon |
| ZT04 OA1mM   | ZT12 OA1mM  | 0.792077 | 1     | 0.79208 | ns  | Wilcoxon |
| ZT04 OA1mM   | ZT04 OA10mM | 0.821204 | 1     | 0.8212  | ns  | Wilcoxon |
| ZT04 OA1mM   | ZT12 OA10mM | 0.000496 | 0.011 | 0.0005  | *** | Wilcoxon |
| ZT12 OA1mM   | ZT04 OA10mM | 0.828557 | 1     | 0.82856 | ns  | Wilcoxon |
| ZT12 OA1mM   | ZT12 OA10mM | 0.002159 | 0.043 | 0.00216 | **  | Wilcoxon |
| ZT04 OA10mM  | ZT12 OA10mM | 0.005645 | 0.11  | 0.00564 | **  | Wilcoxon |

**Supplementary table 7: Summary of biophysical parameters extracted from frequency-modulated sweep responses in wildtype female mosquitoes upon exposure to octopamine**

| condition       | parameters | mean     | sd       | median   | mad      |
|-----------------|------------|----------|----------|----------|----------|
| ZT4_G3_Ringer2  | F0m        | 28.09141 | 10.57646 | 22.14493 | 6.319945 |
| ZT4_G3_Ringer2  | F0         | 331.3676 | 25.92163 | 330.5037 | 15.95556 |
| ZT4_G3_Ringer2  | peak       | 423.5824 | 43.12576 | 419.5956 | 45.48858 |
| ZT4_G3_Ringer2  | Q-factor   | 1.162511 | 0.110034 | 1.166847 | 0.124102 |
| ZT4_G3_OA1      | F0m        | 26.89788 | 8.827836 | 25.52511 | 9.233162 |
| ZT4_G3_OA1      | F0         | 325.3265 | 36.00657 | 311.4013 | 17.64739 |
| ZT4_G3_OA1      | peak       | 400.9052 | 65.95603 | 382.7119 | 35.90312 |
| ZT4_G3_OA1      | Q-factor   | 1.253819 | 0.132682 | 1.265837 | 0.12217  |
| ZT12_G3_Ringer2 | F0m        | 29.44617 | 12.26527 | 26.81448 | 13.38637 |
| ZT12_G3_Ringer2 | F0         | 388.9516 | 85.66718 | 343.4757 | 13.75166 |
| ZT12_G3_Ringer2 | peak       | 473.8941 | 93.9069  | 420.9028 | 36.08372 |
| ZT12_G3_Ringer2 | Q-factor   | 1.241297 | 0.086451 | 1.250919 | 0.102591 |
| ZT12_G3_OA1     | F0m        | 40.33739 | 21.3275  | 31.08491 | 7.541124 |
| ZT12_G3_OA1     | F0         | 441.7661 | 138.5823 | 351.7447 | 63.75718 |
| ZT12_G3_OA1     | peak       | 558.1338 | 169.2245 | 489.2491 | 155.8558 |
| ZT12_G3_OA1     | Q-factor   | 1.252156 | 0.599711 | 1.145468 | 0.167211 |

**Supplementary table 8: Two-sided wilcoxon signed-rank test on frequency-modulated sweep analysis in females (pairwise comparisons).** The Holms procedure was used to correct for multiple comparisons.

| parameter | group1           | group2           | p        | p.adj        | p.format     | p.signif | method   |
|-----------|------------------|------------------|----------|--------------|--------------|----------|----------|
| F0m       | ZT4 Ringer<br>2  | ZT4 1mM<br>OA    | 0.981922 | 0.98         | 0.98         | ns       | Wilcoxon |
| F0m       | ZT4 Ringer<br>2  | ZT12 Ringer<br>2 | 0.428129 | 0.86         | 0.43         | ns       | Wilcoxon |
| F0m       | ZT4 Ringer<br>2  | ZT12 1mM<br>OA   | 3.36E-27 | 2.00E-<br>26 | <2e-16       | ****     | Wilcoxon |
| F0m       | ZT4 1mM<br>OA    | ZT12 Ringer<br>2 | 0.185775 | 0.56         | 0.19         | ns       | Wilcoxon |
| F0m       | ZT4 1mM<br>OA    | ZT12 1mM<br>OA   | 3.16E-24 | 1.60E-<br>23 | <2e-16       | ****     | Wilcoxon |
| F0m       | ZT12 Ringer<br>2 | ZT12 1mM<br>OA   | 9.27E-18 | 3.70E-<br>17 | <2e-16       | ****     | Wilcoxon |
| f0        | ZT4 Ringer<br>2  | ZT4 1mM<br>OA    | 3.15E-10 | 6.30E-<br>10 | 3.20E-<br>10 | ****     | Wilcoxon |
| f0        | ZT4 Ringer<br>2  | ZT12 Ringer<br>2 | 1.10E-42 | 6.60E-<br>42 | < 2e-16      | ****     | Wilcoxon |
| f0        | ZT4 Ringer<br>2  | ZT12 1mM<br>OA   | 7.83E-17 | 2.30E-<br>16 | < 2e-16      | ****     | Wilcoxon |
| f0        | ZT4 1mM<br>OA    | ZT12 Ringer<br>2 | 2.02E-42 | 1.00E-<br>41 | < 2e-16      | ****     | Wilcoxon |
| f0        | ZT4 1mM<br>OA    | ZT12 1mM<br>OA   | 1.75E-40 | 7.00E-<br>40 | < 2e-16      | ****     | Wilcoxon |

|      |                  |                  |          |              |              |      |          |
|------|------------------|------------------|----------|--------------|--------------|------|----------|
| f0   | ZT12 Ringer<br>2 | ZT12 1mM<br>OA   | 0.169085 | 0.17         | 0.17         | ns   | Wilcoxon |
| peak | ZT4 Ringer<br>2  | ZT4 1mM<br>OA    | 9.54E-21 | 2.90E-<br>20 | < 2e-16      | **** | Wilcoxon |
| peak | ZT4 Ringer<br>2  | ZT12 Ringer<br>2 | 9.90E-10 | 2.00E-<br>09 | 9.90E-<br>10 | **** | Wilcoxon |
| peak | ZT4 Ringer<br>2  | ZT12 1mM<br>OA   | 1.45E-23 | 5.80E-<br>23 | < 2e-16      | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA    | ZT12 Ringer<br>2 | 8.56E-47 | 4.30E-<br>46 | < 2e-16      | **** | Wilcoxon |
| peak | ZT4 1mM<br>OA    | ZT12 1mM<br>OA   | 5.08E-59 | 3.00E-<br>58 | < 2e-16      | **** | Wilcoxon |
| peak | ZT12 Ringer<br>2 | ZT12 1mM<br>OA   | 5.67E-05 | 5.70E-<br>05 | 5.70E-<br>05 | **** | Wilcoxon |
| Q    | ZT4 Ringer<br>2  | ZT4 1mM<br>OA    | 8.25E-27 | 4.90E-<br>26 | < 2e-16      | **** | Wilcoxon |
| Q    | ZT4 Ringer<br>2  | ZT12 Ringer<br>2 | 1.20E-24 | 6.00E-<br>24 | < 2e-16      | **** | Wilcoxon |
| Q    | ZT4 Ringer<br>2  | ZT12 1mM<br>OA   | 0.000643 | 0.0026       | 0.00064      | ***  | Wilcoxon |
| Q    | ZT4 1mM<br>OA    | ZT12 Ringer<br>2 | 0.400995 | 0.4          | 0.401        | ns   | Wilcoxon |
| Q    | ZT4 1mM<br>OA    | ZT12 1mM<br>OA   | 0.00138  | 0.0041       | 0.00138      | **   | Wilcoxon |
| Q    | ZT12 Ringer<br>2 | ZT12 1mM<br>OA   | 0.002154 | 0.0043       | 0.00215      | **   | Wilcoxon |

**Supplementary table 9: Summary of steady-state stiffness values extracted from force-step stimulation responses in wildtype female mosquitoes upon exposure to octopamine**

| condition       | parameters                | mean     | sd       | median   | mad      |
|-----------------|---------------------------|----------|----------|----------|----------|
| ZT4_G3_Ringer2  | Steady-state<br>stiffness | 91.70988 | 15.74046 | 92.88549 | 18.0509  |
| ZT4_G3_OA1      | Steady-state<br>stiffness | 117.3927 | 13.22724 | 116.227  | 20.66096 |
| ZT12_G3_Ringer2 | Steady-state<br>stiffness | 144.9563 | 25.04838 | 144.3444 | 29.99264 |
| ZT12_G3_OA1     | Steady-state<br>stiffness | 140.7325 | 83.51008 | 116.654  | 16.96317 |

**Supplementary table 10: Two-sided wilcoxon signed-rank test on force-step stimulation analysis in females (pairwise comparisons).** The Holms procedure was used to correct for multiple comparisons.

| parameter | group1      | group2       | p            | p.adj | p.forma<br>t | p.signif | method       |
|-----------|-------------|--------------|--------------|-------|--------------|----------|--------------|
| value     | ZT4 ringer2 | ZT4 OA1mM    | 0.00699<br>3 | 0.035 | 0.007        | **       | Wilcoxo<br>n |
| value     | ZT4 ringer2 | ZT12 ringer2 | 0.00404      | 0.024 | 0.004        | **       | Wilcoxo<br>n |

|       |               |                |              |      |       |    |          |
|-------|---------------|----------------|--------------|------|-------|----|----------|
| value | ZT4 ringer2   | ZT12 OA1m<br>M | 0.03791<br>8 | 0.15 | 0.038 | *  | Wilcoxon |
| value | ZT4 OA1m<br>M | ZT12 ringer2   | 0.15353<br>5 | 0.46 | 0.154 | ns | Wilcoxon |
| value | ZT4 OA1m<br>M | ZT12 OA1m<br>M | 0.87847<br>7 | 0.88 | 0.878 | ns | Wilcoxon |
| value | ZT12 ringer2  | ZT12 OA1m<br>M | 0.21414<br>1 | 0.46 | 0.214 | ns | Wilcoxon |

**Supplementary table 11: Summary of biophysical parameters extracted from antennal free fluctuations of SSO flagella in octopamine receptor mutant male mosquitoes upon exposure to octopamine.**

| condition          | State | parameter | mean     | sd       | median   | mad      |
|--------------------|-------|-----------|----------|----------|----------|----------|
| ZT12_G3_baseline   | SSO   | Frequency | 357.7283 | 32.12737 | 358.5815 | 11.31134 |
| ZT12_G3_baseline   | SSO   | Amplitude | 383.7922 | 209.1748 | 386.9927 | 256.7351 |
| ZT12_45_baseline   | SSO   | Frequency | 358.5815 | 28.13053 | 353.241  | 7.917938 |
| ZT12_45_baseline   | SSO   | Amplitude | 762.3321 | 252.2291 | 793.5574 | 286.7445 |
| ZT12_2886_baseline | SSO   | Frequency | 380.9368 | 27.80382 | 372.3145 | 11.31134 |
| ZT12_2886_baseline | SSO   | Amplitude | 618.6585 | 343.9954 | 565.7817 | 430.1304 |
| ZT12_G3_OA1        | SSO   | Frequency | 407.3978 | 41.94953 | 397.7778 | 52.71467 |
| ZT12_G3_OA1        | SSO   | Amplitude | 386.1355 | 195.8682 | 390.6343 | 223.5977 |
| ZT12_45_OA1        | SSO   | Frequency | 442.7131 | 77.18562 | 428.8889 | 112.0187 |
| ZT12_45_OA1        | SSO   | Amplitude | 642.7155 | 388.6638 | 622.8234 | 465.6783 |
| ZT12_2886_OA1      | SSO   | Frequency | 349.041  | 14.16409 | 344.4444 | 16.47333 |
| ZT12_2886_OA1      | SSO   | Amplitude | 754.3368 | 352.145  | 728.0937 | 501.0738 |

**Supplementary table 12: Two-sided wilcoxon signed-rank test on free fluctuation analysis in octopamine receptor mutant male mosquitoes.** The Holms procedure was used to correct for multiple comparisons.

| parameter | group1               | group2               | p         | p.adj     | p.format | p.signif | method   |
|-----------|----------------------|----------------------|-----------|-----------|----------|----------|----------|
| Frequency | G3 baseline          | AGAP000045- baseline | 0.225387  | 0.23      | 0.22539  | ns       | Wilcoxon |
| Frequency | G3 baseline          | AGAP002886- baseline | 3.65E-64  | 4.70E-63  | < 2e-16  | ****     | Wilcoxon |
| Frequency | G3 baseline          | G3 OA1               | 7.19E-42  | 7.20E-41  | < 2e-16  | ****     | Wilcoxon |
| Frequency | G3 baseline          | AGAP000045- OA1      | 1.19E-45  | 1.30E-44  | < 2e-16  | ****     | Wilcoxon |
| Frequency | G3 baseline          | AGAP002886- OA1      | 1.77E-16  | 7.10E-16  | < 2e-16  | ****     | Wilcoxon |
| Frequency | AGAP000045- baseline | AGAP002886- baseline | 3.91E-32  | 2.70E-31  | < 2e-16  | ****     | Wilcoxon |
| Frequency | AGAP000045- baseline | G3 OA1               | 9.28E-34  | 7.40E-33  | < 2e-16  | ****     | Wilcoxon |
| Frequency | AGAP000045- baseline | AGAP000045- OA1      | 1.99E-40  | 1.80E-39  | < 2e-16  | ****     | Wilcoxon |
| Frequency | AGAP000045- baseline | AGAP002886- OA1      | 1.77E-17  | 8.80E-17  | < 2e-16  | ****     | Wilcoxon |
| Frequency | AGAP002886- baseline | G3 OA1               | 1.91E-08  | 5.70E-08  | 1.90E-08 | ****     | Wilcoxon |
| Frequency | AGAP002886- baseline | AGAP000045- OA1      | 1.29E-24  | 7.80E-24  | < 2e-16  | ****     | Wilcoxon |
| Frequency | AGAP002886- baseline | AGAP002886- OA1      | 2.44E-114 | 3.70E-113 | < 2e-16  | ****     | Wilcoxon |

|           |                          |                          |          |          |          |      |          |
|-----------|--------------------------|--------------------------|----------|----------|----------|------|----------|
| Frequency | G3 OA1                   | AGAP000045-<br> OA1      | 0.000768 | 0.0015   | 0.00077  | ***  | Wilcoxon |
| Frequency | G3 OA1                   | AGAP002886-<br> OA1      | 7.01E-54 | 8.40E-53 | < 2e-16  | **** | Wilcoxon |
| Frequency | AGAP000045-<br> OA1      | AGAP002886-<br> OA1      | 1.88E-85 | 2.60E-84 | < 2e-16  | **** | Wilcoxon |
| Amplitude | G3 baseline              | AGAP000045-<br> baseline | 1.94E-53 | 2.70E-52 | < 2e-16  | **** | Wilcoxon |
| Amplitude | G3 baseline              | AGAP002886-<br> baseline | 2.58E-23 | 2.80E-22 | < 2e-16  | **** | Wilcoxon |
| Amplitude | G3 baseline              | G3 OA1                   | 0.930438 | 1        | 0.93044  | ns   | Wilcoxon |
| Amplitude | G3 baseline              | AGAP000045-<br> OA1      | 4.63E-19 | 4.60E-18 | < 2e-16  | **** | Wilcoxon |
| Amplitude | G3 baseline              | AGAP002886-<br> OA1      | 6.85E-55 | 1.00E-53 | < 2e-16  | **** | Wilcoxon |
| Amplitude | AGAP000045-<br> baseline | AGAP002886-<br> baseline | 3.31E-10 | 2.30E-09 | 3.30E-10 | **** | Wilcoxon |
| Amplitude | AGAP000045-<br> baseline | G3 OA1                   | 7.70E-36 | 1.00E-34 | < 2e-16  | **** | Wilcoxon |
| Amplitude | AGAP000045-<br> baseline | AGAP000045-<br> OA1      | 0.000627 | 0.0025   | 0.00063  | ***  | Wilcoxon |
| Amplitude | AGAP000045-<br> baseline | AGAP002886-<br> OA1      | 0.883121 | 1        | 0.88312  | ns   | Wilcoxon |
| Amplitude | AGAP002886-<br> baseline | G3 OA1                   | 1.51E-12 | 1.40E-11 | 1.50E-12 | **** | Wilcoxon |
| Amplitude | AGAP002886-<br> baseline | AGAP000045-<br> OA1      | 0.285161 | 0.86     | 0.28516  | ns   | Wilcoxon |
| Amplitude | AGAP002886-<br> baseline | AGAP002886-<br> OA1      | 3.41E-09 | 2.00E-08 | 3.40E-09 | **** | Wilcoxon |
| Amplitude | G3 OA1                   | AGAP000045-<br> OA1      | 1.44E-10 | 1.20E-09 | 1.40E-10 | **** | Wilcoxon |
| Amplitude | G3 OA1                   | AGAP002886-<br> OA1      | 3.04E-30 | 3.70E-29 | < 2e-16  | **** | Wilcoxon |
| Amplitude | AGAP000045-<br> OA1      | AGAP002886-<br> OA1      | 0.000448 | 0.0022   | 0.00045  | ***  | Wilcoxon |

**Supplementary table 13: Summary of biophysical parameters extracted from frequency-modulated sweep responses in octopamine receptor mutant male mosquitoes upon exposure to octopamine**

| condition            | State      | parameter<br>s | mean                 | sd              | median          | mad             |
|----------------------|------------|----------------|----------------------|-----------------|-----------------|-----------------|
| ZT12_G3_baselin<br>e | SSO        | F0m            | 23.5178485<br>9      | 6.32611041<br>9 | 22.2266737<br>9 | 7.62127906<br>8 |
| ZT12_G3_baselin<br>e | SSO        | F0             | 358.995452           | 31.0006608<br>9 | 344.443281<br>5 | 20.2140729<br>8 |
| ZT12_G3_baselin<br>e | SSO        | peak           | 374.801182<br>6      | 37.5959060<br>4 | 356.361065      | 26.6623630<br>2 |
| ZT12_G3_baselin<br>e | SSO        | Q-factor       | 2.84230643<br>7      | 0.62239552<br>6 | 2.94133257<br>9 | 0.58724416<br>5 |
| ZT12_G3_baselin<br>e | Quies<br>c | F0m            | 33.2883416<br>9      | 1.69466741<br>9 | 33.5567718<br>8 | 1.3813477       |
| ZT12_G3_baselin<br>e | Quies<br>c | F0             | 380.903946<br>4      | 3.76465613<br>7 | 380.885266<br>2 | 2.54108984      |
| ZT12_G3_baselin<br>e | Quies<br>c | peak           | 431.139184<br>2      | 3.89297842<br>2 | 430.51736       | 3.87346098<br>3 |
| ZT12_G3_baselin<br>e | Quies<br>c | Q-factor       | 1.51093507           | 0.04012188<br>3 | 1.49597128<br>7 | 0.02834902<br>7 |
| ZT12_G3_OA1          | SSO        | F0m            | -<br>11.2426281<br>8 | 356.090492<br>4 | 20.4488455<br>1 | 4.16559333<br>7 |
| ZT12_G3_OA1          | SSO        | F0             | 402.888461<br>1      | 139.163279<br>4 | 382.327419<br>9 | 46.8973681<br>7 |
| ZT12_G3_OA1          | SSO        | peak           | 461.724174<br>9      | 547.915947<br>9 | 417.243304<br>1 | 66.9140830<br>3 |
| ZT12_G3_OA1          | SSO        | Q-factor       | 2.55699184<br>8      | 0.62429028<br>4 | 2.79131905<br>5 | 0.47219144<br>9 |
| ZT12_G3_OA1          | Quies<br>c | F0m            | -<br>16.2578979<br>9 | 354.936427<br>4 | 14.3172048<br>8 | 18.7689066<br>8 |
| ZT12_G3_OA1          | Quies<br>c | F0             | 552.244119           | 676.242241<br>7 | 544.522391<br>9 | 108.051188<br>1 |
| ZT12_G3_OA1          | Quies<br>c | peak           | 564.497675<br>2      | 253.842557<br>4 | 553.262526<br>1 | 94.2643377<br>1 |
| ZT12_G3_OA1          | Quies<br>c | Q-factor       | 5.21320849<br>8      | 6.13436061<br>8 | 2.27982089<br>9 | 1.05279724<br>8 |
| ZT12_45_baselin<br>e | SSO        | F0m            | 25.5501379<br>2      | 6.40007890<br>3 | 22.4257038<br>9 | 1.78284550<br>3 |
| ZT12_45_baselin<br>e | SSO        | F0             | 368.150523<br>7      | 13.7728759<br>6 | 369.064246<br>6 | 16.9243267<br>8 |
| ZT12_45_baselin<br>e | SSO        | peak           | 380.193598<br>2      | 14.3325964      | 379.948935<br>4 | 14.2707812<br>2 |
| ZT12_45_baselin<br>e | SSO        | Q-factor       | 2.90154569<br>2      | 0.35681525<br>7 | 2.83653584<br>2 | 0.53937017      |
| ZT12_45_baselin<br>e | Quies<br>c | F0m            | 37.6341754<br>2      | 0.52365650<br>8 | 37.6058644<br>3 | 0.51920716<br>7 |

|                  |        |          |             |             |             |             |
|------------------|--------|----------|-------------|-------------|-------------|-------------|
| ZT12_45_baseline | Quiesc | F0       | 419.649108  | 15.22065559 | 424.1329427 | 1.882931586 |
| ZT12_45_baseline | Quiesc | peak     | 437.0842874 | 14.83811701 | 441.2462174 | 2.323145443 |
| ZT12_45_baseline | Quiesc | Q-factor | 2.529746694 | 0.07276627  | 2.545236467 | 0.023373275 |
| ZT12_45_OA1      | SSO    | F0m      | 37.63534683 | 484.1195772 | 28.14991464 | 10.02336053 |
| ZT12_45_OA1      | SSO    | F0       | 504.6169112 | 309.509325  | 450.2272485 | 87.54594651 |
| ZT12_45_OA1      | SSO    | peak     | 526.7895975 | 298.6509025 | 469.8733279 | 90.00630002 |
| ZT12_45_OA1      | SSO    | Q-factor | 3.073653738 | 1.046768093 | 2.852257431 | 0.952760556 |
| ZT12_45_OA1      | Quiesc | F0m      | 198.9998939 | 2016.156695 | 1.544019455 | 52.65954394 |
| ZT12_45_OA1      | Quiesc | F0       | 691.3077382 | 577.3947373 | 402.9542416 | 170.1595252 |
| ZT12_45_OA1      | Quiesc | peak     | 1406.523034 | 1625.06253  | 588.3391798 | 331.3699991 |
| ZT12_45_OA1      | Quiesc | Q-factor | 1.46226514  | 0.917101296 | 0.883436971 | 0.665583054 |
| ZT12_86_baseline | SSO    | F0m      | 27.84938439 | 6.784534765 | 25.84024427 | 2.108022987 |
| ZT12_86_baseline | SSO    | F0       | 393.6868964 | 21.31008696 | 397.5878599 | 15.12183381 |
| ZT12_86_baseline | SSO    | peak     | 424.0450198 | 49.94203717 | 409.8905449 | 32.67312733 |
| ZT12_86_baseline | SSO    | Q-factor | 2.97326309  | 1.091230807 | 3.284563106 | 0.47774289  |
| ZT12_86_OA1      | SSO    | F0m      | 29.66391556 | 5.408860141 | 30.01087734 | 4.702967292 |
| ZT12_86_OA1      | SSO    | F0       | 380.2418808 | 30.29992285 | 382.8743902 | 24.87818308 |
| ZT12_86_OA1      | SSO    | peak     | 415.7105045 | 53.98226036 | 393.8793946 | 58.18314299 |
| ZT12_86_OA1      | SSO    | Q-factor | 2.555127354 | 1.000974962 | 2.820140603 | 0.591384737 |

**Supplementary table 14: Two-sided wilcoxon signed-rank test on frequency-modulated sweep analysis in octopamine receptor mutant males (pairwise comparisons).** The Holms procedure was used to correct for multiple comparisons.

| parameter | group1      | group2         | p        | p.adj    | p.format | p.signif | method   |
|-----------|-------------|----------------|----------|----------|----------|----------|----------|
| F0m       | Baseline wt | Baseline 45-   | 1.34E-05 | 4.00E-05 | 1.30E-05 | ****     | Wilcoxon |
| F0m       | Baseline wt | Baseline 2886- | 2.26E-16 | 2.90E-15 | 2.30E-16 | ****     | Wilcoxon |
| F0m       | Baseline wt | 1mM OA wt      | 0.387475 | 0.77     | 0.39     | ns       | Wilcoxon |

|     |                |                |          |          |          |      |          |
|-----|----------------|----------------|----------|----------|----------|------|----------|
| F0m | Baseline wt    | 1mM OA 45-     | 7.52E-15 | 6.80E-14 | 7.50E-15 | **** | Wilcoxon |
| F0m | Baseline wt    | 1mM OA 2886-   | 3.02E-27 | 4.20E-26 | < 2e-16  | **** | Wilcoxon |
| F0m | Baseline 45-   | Baseline 2886- | 2.12E-08 | 8.50E-08 | 2.10E-08 | **** | Wilcoxon |
| F0m | Baseline 45-   | 1mM OA wt      | 2.40E-09 | 1.40E-08 | 2.40E-09 | **** | Wilcoxon |
| F0m | Baseline 45-   | 1mM OA 45-     | 6.76E-09 | 3.40E-08 | 6.80E-09 | **** | Wilcoxon |
| F0m | Baseline 45-   | 1mM OA 2886-   | 7.58E-14 | 6.10E-13 | 7.60E-14 | **** | Wilcoxon |
| F0m | Baseline 2886- | 1mM OA wt      | 2.80E-16 | 3.40E-15 | 2.80E-16 | **** | Wilcoxon |
| F0m | Baseline 2886- | 1mM OA 45-     | 6.20E-16 | 6.80E-15 | 6.20E-16 | **** | Wilcoxon |
| F0m | Baseline 2886- | 1mM OA 2886-   | 3.18E-10 | 2.20E-09 | 3.20E-10 | **** | Wilcoxon |
| F0m | 1mM OA wt      | 1mM OA 45-     | 6.32E-16 | 6.80E-15 | 6.30E-16 | **** | Wilcoxon |
| F0m | 1mM OA wt      | 1mM OA 2886-   | 1.36E-33 | 2.00E-32 | < 2e-16  | **** | Wilcoxon |
| F0m | 1mM OA 45-     | 1mM OA 2886-   | 0.582645 | 0.77     | 0.58     | ns   | Wilcoxon |
| f0  | Baseline wt    | Baseline 45-   | 2.30E-12 | 1.20E-11 | 2.30E-12 | **** | Wilcoxon |
| f0  | Baseline wt    | Baseline 2886- | 3.18E-41 | 3.80E-40 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline wt    | 1mM OA wt      | 1.26E-20 | 1.00E-19 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline wt    | 1mM OA 45-     | 2.81E-62 | 3.90E-61 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline wt    | 1mM OA 2886-   | 3.78E-19 | 2.60E-18 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline 45-   | Baseline 2886- | 1.16E-32 | 1.20E-31 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline 45-   | 1mM OA wt      | 1.85E-06 | 5.60E-06 | 1.90E-06 | **** | Wilcoxon |
| f0  | Baseline 45-   | 1mM OA 45-     | 1.42E-58 | 1.90E-57 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline 45-   | 1mM OA 2886-   | 4.34E-10 | 1.70E-09 | 4.30E-10 | **** | Wilcoxon |
| f0  | Baseline 2886- | 1mM OA wt      | 0.054732 | 0.11     | 0.055    | ns   | Wilcoxon |
| f0  | Baseline 2886- | 1mM OA 45-     | 1.27E-40 | 1.40E-39 | < 2e-16  | **** | Wilcoxon |
| f0  | Baseline 2886- | 1mM OA 2886-   | 1.52E-13 | 9.10E-13 | 1.50E-13 | **** | Wilcoxon |
| f0  | 1mM OA wt      | 1mM OA 45-     | 1.23E-21 | 1.10E-20 | < 2e-16  | **** | Wilcoxon |
| f0  | 1mM OA wt      | 1mM OA 2886-   | 0.138722 | 0.14     | 0.139    | ns   | Wilcoxon |

|      |                |                |          |          |          |      |          |
|------|----------------|----------------|----------|----------|----------|------|----------|
| f0   | 1mM OA 45-     | 1mM OA 2886-   | 2.87E-63 | 4.30E-62 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline wt    | Baseline 45-   | 1.31E-05 | 5.20E-05 | 1.30E-05 | **** | Wilcoxon |
| peak | Baseline wt    | Baseline 2886- | 3.29E-34 | 3.90E-33 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline wt    | 1mM OA wt      | 1.14E-16 | 9.10E-16 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline wt    | 1mM OA 45-     | 3.95E-56 | 5.50E-55 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline wt    | 1mM OA 2886-   | 7.49E-27 | 7.50E-26 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline 45-   | Baseline 2886- | 1.03E-26 | 9.30E-26 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline 45-   | 1mM OA wt      | 1.53E-07 | 7.70E-07 | 1.50E-07 | **** | Wilcoxon |
| peak | Baseline 45-   | 1mM OA 45-     | 1.52E-58 | 2.30E-57 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline 45-   | 1mM OA 2886-   | 7.79E-11 | 4.70E-10 | 7.80E-11 | **** | Wilcoxon |
| peak | Baseline 2886- | 1mM OA wt      | 0.071545 | 0.21     | 0.072    | ns   | Wilcoxon |
| peak | Baseline 2886- | 1mM OA 45-     | 3.31E-35 | 4.30E-34 | < 2e-16  | **** | Wilcoxon |
| peak | Baseline 2886- | 1mM OA 2886-   | 0.165819 | 0.33     | 0.166    | ns   | Wilcoxon |
| peak | 1mM OA wt      | 1mM OA 45-     | 1.72E-16 | 1.20E-15 | < 2e-16  | **** | Wilcoxon |
| peak | 1mM OA wt      | 1mM OA 2886-   | 0.338248 | 0.34     | 0.338    | ns   | Wilcoxon |
| peak | 1mM OA 45-     | 1mM OA 2886-   | 2.76E-29 | 3.00E-28 | < 2e-16  | **** | Wilcoxon |
| Q    | Baseline wt    | Baseline 45-   | 0.110713 | 0.44     | 0.1107   | ns   | Wilcoxon |
| Q    | Baseline wt    | Baseline 2886- | 5.71E-07 | 6.90E-06 | 5.70E-07 | **** | Wilcoxon |
| Q    | Baseline wt    | 1mM OA wt      | 1.07E-05 | 0.00011  | 1.10E-05 | **** | Wilcoxon |
| Q    | Baseline wt    | 1mM OA 45-     | 0.038339 | 0.19     | 0.0383   | *    | Wilcoxon |
| Q    | Baseline wt    | 1mM OA 2886-   | 6.91E-09 | 9.00E-08 | 6.90E-09 | **** | Wilcoxon |
| Q    | Baseline 45-   | Baseline 2886- | 8.28E-07 | 9.10E-06 | 8.30E-07 | **** | Wilcoxon |
| Q    | Baseline 45-   | 1mM OA wt      | 6.41E-05 | 0.00045  | 6.40E-05 | **** | Wilcoxon |
| Q    | Baseline 45-   | 1mM OA 45-     | 0.417669 | 1        | 0.4177   | ns   | Wilcoxon |
| Q    | Baseline 45-   | 1mM OA 2886-   | 0.001264 | 0.0076   | 0.0013   | **   | Wilcoxon |
| Q    | Baseline 2886- | 1mM OA wt      | 3.53E-11 | 4.90E-10 | 3.50E-11 | **** | Wilcoxon |
| Q    | Baseline 2886- | 1mM OA 45-     | 0.874183 | 1        | 0.8742   | ns   | Wilcoxon |
| Q    | Baseline 2886- | 1mM OA 2886-   | 1.48E-11 | 2.20E-10 | 1.50E-11 | **** | Wilcoxon |

|   |            |              |          |         |          |      |          |
|---|------------|--------------|----------|---------|----------|------|----------|
| Q | 1mM OA wt  | 1mM OA 45-   | 1.08E-05 | 0.00011 | 1.10E-05 | **** | Wilcoxon |
| Q | 1mM OA wt  | 1mM OA 2886- | 0.509422 | 1       | 0.5094   | ns   | Wilcoxon |
| Q | 1mM OA 45- | 1mM OA 2886- | 1.37E-05 | 0.00011 | 1.40E-05 | **** | Wilcoxon |

**Supplementary table 15: Summary of steady-state stiffness values extracted from force-step stimulation responses in octopamine receptor mutant male mosquitoes upon exposure to octopamine**

| condition          | parameters             | mean     | sd       | median   | mad      |
|--------------------|------------------------|----------|----------|----------|----------|
| ZT12_G3_baseline   | Steady-state stiffness | 229.4069 | 140.9107 | 180.2018 | 36.50918 |
| ZT12_45_baseline   | Steady-state stiffness | 160.6101 | 24.17638 | 159.6484 | 34.58502 |
| ZT12_2886_baseline | Steady-state stiffness | 156.1379 | 25.8627  | 150.6974 | 15.59826 |
| ZT12_G3_OA1        | Steady-state stiffness | 488.5785 | 366.961  | 395.9188 | 280.4134 |
| ZT12_45_OA1        | Steady-state stiffness | 302.5479 | 345.3858 | 177.5663 | 60.1543  |
| ZT12_2886_OA1      | Steady-state stiffness | 145.6313 | 40.17464 | 136.9603 | 37.3214  |

**Supplementary table 16: Two-sided wilcoxon signed-rank test on force-step stimulation analysis in octopamine receptor mutant males (pairwise comparisons).** The Holms procedure was used to correct for multiple comparisons.

| .y.   | group1              | group2              | p        | p.adj | p.format | p.signif | method   |
|-------|---------------------|---------------------|----------|-------|----------|----------|----------|
| value | wt baseline         | wt OA1mM            | 0.035556 | 0.39  | 0.0356   | *        | Wilcoxon |
| value | wt baseline         | AGAP002886-baseline | 0.020513 | 0.25  | 0.0205   | *        | Wilcoxon |
| value | wt baseline         | AGAP002886-OA1mM    | 0.054079 | 0.54  | 0.0541   | ns       | Wilcoxon |
| value | wt baseline         | AGAP000045-baseline | 0.104895 | 0.73  | 0.1049   | ns       | Wilcoxon |
| value | wt baseline         | AGAP000045-OA1mM    | 0.95913  | 1     | 0.9591   | ns       | Wilcoxon |
| value | wt OA1mM            | AGAP002886-baseline | 0.001243 | 0.017 | 0.0012   | **       | Wilcoxon |
| value | wt OA1mM            | AGAP002886-OA1mM    | 0.002176 | 0.028 | 0.0022   | **       | Wilcoxon |
| value | wt OA1mM            | AGAP000045-baseline | 0.001088 | 0.016 | 0.0011   | **       | Wilcoxon |
| value | wt OA1mM            | AGAP000045-OA1mM    | 0.064957 | 0.58  | 0.065    | ns       | Wilcoxon |
| value | AGAP002886-baseline | AGAP002886-OA1mM    | 0.382867 | 1     | 0.3829   | ns       | Wilcoxon |
| value | AGAP002886-baseline | AGAP000045-baseline | 0.866511 | 1     | 0.8665   | ns       | Wilcoxon |
| value | AGAP002886-baseline | AGAP000045-OA1mM    | 0.120591 | 0.73  | 0.1206   | ns       | Wilcoxon |
| value | AGAP002886-OA1mM    | AGAP000045-baseline | 0.396892 | 1     | 0.3969   | ns       | Wilcoxon |
| value | AGAP002886-OA1mM    | AGAP000045-OA1mM    | 0.072106 | 0.58  | 0.0721   | ns       | Wilcoxon |

|       |                         |                      |          |   |        |    |          |
|-------|-------------------------|----------------------|----------|---|--------|----|----------|
| value | AGAP000045-<br>baseline | AGAP000045-<br>OA1mM | 0.234499 | 1 | 0.2345 | ns | Wilcoxon |
|-------|-------------------------|----------------------|----------|---|--------|----|----------|

# Supplementary material for: Hearing of malaria mosquitoes is modulated by a beta-adrenergic-like octopamine receptor which serves as insecticide target
**Source:** Nat Commun. 2023 Jul 19;14:4338. doi: 10.1038/s41467-023-40029-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Spike 2 version 10

Data analysis R 4.2.2 (packages DESeq2 1.36.0, MetaCycle 1.2.0), Python 3.8 (packages: NEAT 3.0, goatools 0.4.7), Mathematica v.13.1, FastQC 0.11.9, MultiQC 1.10, Kallisto 0.46.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

How the deposited data were processed for this re-analysis (not part of the article)

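RNA was sequenced from pools of 35 second antennal segments, which hold the Johnston's organ (JO), of male and female An. gambiae at 6 zeitgeber times, with 3 libraries per sex and time point and 36 libraries in all. The authors checked the reads with FastQC 0.11.9 and MultiQC 1.10 and assigned them with Kallisto 0.46.0 to the annotated transcripts of VectorBase release 53, and they deposited 1 table of estimated counts, with a column per library and no normalization. The paper's text does not give Kallisto's options. The table holds 15863 transcripts of 13832 genes, and every one of its columns was matched to a sample, so that 0 were left without one. Total estimated counts per library ran from 9341518 to 18254972 over the 35 libraries used. The libraries carry no molecular identifiers, so limits derived from counts cover counting error only. Reads that fit several isoforms or paralogs were divided among them before the values were deposited.

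The authors discarded a male ZT12 library. It was identified as replicate 3 from the columns of Supplementary Data 2, which hold each library's counts up to 1 factor, and it was left out of all fits except those named as using all libraries. No pair of the other libraries from 1 sex and time point was a copy of the same counts, since their differences exceeded counting noise at least 42.3-fold (chi-square per degree of freedom over transcripts with at least 50 counts summed over the pair).

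From the estimated counts, rounded to whole numbers, the following were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The authors used DESeq2 1.36.0 and MetaCycle 1.2.0. Mean normalised counts per sex were scaled by DESeq2's median-of-ratios size factors over both sexes. Expressed transcripts were those whose mean count exceeded the authors' noise mean in a one-sided Poisson test with a Benjamini-Hochberg adjusted p of 0.05 or lower. The simulation of reads behind that mean, made with NEAT 3.0, was taken from the study and not repeated. The sexes were compared with edgeR's quasi-likelihood F-test (filterByExpr, TMM) in a model of time point and sex. The standard errors printed with its log2 fold changes were derived from the test. Each is the absolute log2 fold change divided by the square root of F. Within each sex, the 6 time points were compared with the same test. Transcripts with an adjusted p under 0.05 were passed to JTK_CYCLE, in an own implementation of the published algorithm with its exact null, for periods of 8 to 24 h in steps of 4 h, which makes 20 combinations of period and phase. JTK_CYCLE and the time points of the highest means of cycling transcripts used counts scaled by size factors within each sex, while printed mean counts keep the scaling over both sexes. A model with the interaction of sex and time tested whether time courses differed between the sexes. ZT12 was compared with the other time points by exact two-sided permutation of the mean of log2(normalised count + 1). Correlations across libraries used 100000 permutations.

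Each step was tested on simulated counts with 200 changed transcripts, drawn at the means and library sizes of these samples. For the sexes, 150 of the 198 changed transcripts that were tested were recovered at a 2-fold change, with 9 false calls among 159. These changes ran equally in both directions and were far fewer than the 8499 calls in the data. The simulation therefore did not test the scaling between the sexes. At a 4-fold change between peak and trough, the time test recovered 133 of 198 in males (6 false calls among 139) and 95 of 198 in females (2 among 97). All 133 and 95 of these also passed JTK_CYCLE. False calls passed it as well, 4 among 137 in males and 2 among 97 in females, so this step removed few calls of the time test. The interaction test recovered 75 of 197, with 2 false calls among 77.

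Names of genes and categories of receptor activity were taken from Table 2 and Supplementary Data 4 and 5, which pair 195 transcripts with a name. Several of these names are those of Drosophila orthologs, as the paper gives them. None of the identifiers was found in the RefSeq table of gene names (0 matched), and no coordinates were used. For transcripts outside those lists the files do not pair identifiers with names, so at most 2 identifiers from the rule are printed per direction. The rule for named genes was set before the data were examined. It takes every gene that the results text or Table 2 names, the transcripts with the largest change between the sexes in each direction among those without overlap between the sexes, the transcripts with the smallest JTK_CYCLE p per sex, and clock and phototransduction genes where a table names them. Of the last, those with a name were the opsins of Table 2 and, in the supplementary lists, CRY1 and GPROP7, and the others were not analysed here. The study's own tables had been seen when the rule was written. AGAP002322-RA, AGAP006263-RA, AGAP011641-RA and AGAP012161-RA fall outside the rule and were chosen after their values were seen. Supplementary Data 1, 2, 3 and 6 were used in part, with 1999 transcripts each, and Supplementary Data 4, 5, 7 and 8 in full.

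Libraries were grouped by sex and time point as labelled. The labels describe the collection as repeated in 3 rounds, and the replicate numbers were read as these rounds, although the labels do not state that a number marks the same round in every group. Whether libraries with the same number deviate together was checked on the deviations of log2 counts from the group means over 10277 transcripts. The mean correlation was 0.053 over 187 pairs with the same number and -0.026 over 374 pairs with different numbers. For the 17 pairs of a male and a female library with the same time point and number it was 0.024, with a range of -0.19 to 0.26. The fits have no term for the replicate number, as in the study, except for the replicate block.

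The alternatives were the DESeq2 tests that the study used, DESeq2's size factors and total counts as scaling, fits without the opsin transcripts or with their log2 level as a covariate, no filter on low counts, counts summed per gene, a replicate block, all 36 libraries, each replicate number and each ZT12 library left out in turn, a period of 24 h only, JTK_CYCLE on all tested transcripts, and a cosine model of 24 h. For expressed transcripts and mean counts they were TMM, size factors within each sex, a threshold of 0.01, at least 10 normalised counts in every time-point mean, and all transcripts of a gene summed. These were set before the data were examined. Mean counts of single transcripts in place of the sum over a gene's listed transcripts were added after the values had been seen. In 100 random regroupings per comparison, the libraries were reassigned and the tests repeated.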

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

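In this part, the comparisons of the discarded library's total count and of its most abundant transcripts with the other libraries were chosen after the result was seen. The tests on AGAP002322-RA and AGAP000045-RB were chosen after the counts or calls of these transcripts were seen, and before the values of the tests.

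AGAP002322-RA was the only 1 of 12898 transcripts whose time course differed between the sexes (interaction of sex and time, edgeR adjusted p = 0.0259). At an unadjusted p under 0.05 there were 583, and DESeq2's likelihood ratio test called 83 transcripts. The files give this transcript no name, and the paper does not discuss it. In males its mean normalised count was 136.3 ± 17.6 at ZT4 and 138 ± 27.9 at ZT8 (SD, n = 3), and the 2 ZT12 libraries had 6.26 and 9.22. In females it was 46.8 ± 3.55 at ZT4, 47.8 ± 0.90 at ZT8 and 52.5 ± 10.8 at ZT12, and fell to 8.80 ± 5.45 at ZT20. RNA from the compound eye in varying amounts is argued against, because the log2 count rose by only 0.0976 per log2 unit of the 3 abundant opsins within sex and time point. Whether chance can be excluded for the number of calls stays open. Of 100 arrangements of the male libraries among the time points, the real one included, 84 gave at least 1 call, but these arrangements also pull apart rhythms that both sexes share and so make calls of their own, up to 108. The call was lost with a replicate block (edgeR adjusted p = 0.0585), with all 36 libraries (0.555) and without replicate 1, 2 or 3 (0.519 to 1), while DESeq2's likelihood ratio test gave 2.58e-16. The discarded male ZT12 library had 154 counts on the scaling of all 36 libraries. A sex difference in the phase of this transcript may be present and stays open, as an untested biological explanation.

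The male ZT12 library that the study discarded after a first look at its principal components had 3036 normalised counts of AGAP000045-RB, where the highest of the other male libraries had 726 on the same scaling of all 36 libraries. AGAP000045-RA had 15.1 counts there. A shallow library is argued against, because its total of 13439788 estimated counts lies within the 9341518 to 18254972 of the others. A female library with a wrong label is argued against as well, because its median correlation across the transcripts that differ between the sexes was 0.556 with the male and 0.441 with the female libraries. Only 8350 transcripts reached 10 counts there, against at least 11076 in every other library. Too little RNA, with molecules lost at random, is argued against as the cause, because 39 of the 100 most abundant male transcripts other than opsins had a share of counts there more than 10-fold below the lowest of the other male libraries, and 0 did in any other male library. RNA of poor quality that lost some transcripts more than others stays open, because another make-up of the library gives fewer transcripts too. The high count of AGAP000045-RB may be part of a distorted make-up, since 36.9% of the abundant male transcripts lay above all 17 other male libraries there, and in any other male library at most 12.4% did. Whether it also carries expression at swarm time was not tested, since no other library shares its make-up. With this library the log2 difference of AGAP000045-RB between ZT12 and the other male time points was 2.19 (exact permutation test, two-sided, p = 0.00245) and without it 1.35.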

How the results depend on the processing

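The tests in this part that were chosen after the result was seen are the mean counts of single transcripts, the summed isoforms of AGAP000045 at ZT12 and the results for AGAP011641-RA and AGAP012161-RA.

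The numbers of expressed transcripts and expressed neuromodulation transcripts stayed within 1.5 times their values under all 8 alternatives, between 10776 and 11149 transcripts in males and between 135 and 152 neuromodulation transcripts in males. Mean counts of Table 2 genes were recomputed as 617 values. By more than 1 SD between libraries 64 of them moved, 22 with size factors within each sex, 12 with all 36 libraries, 2 with all transcripts of a gene summed, 0 with TMM and the others with a single transcript taken alone.

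For the sex difference, 8499 transcripts were called. Of 100 splits of the libraries only 1, the real split, gave as many, and the highest other number was 1, so chance can be excluded. The real split parts all 17 pairs of male and female libraries with the same time point and number. The other splits parted 4 to 17 pairs, and the only other one that parted all of them gave 0 calls. The opsin covariate left 3935 calls, 2064 higher in males and 1871 higher in females, which is the setting that lowered the number most. The opsin level and sex are correlated across libraries (r = -0.82), and the cause of this loss was not tested. With total counts alone, 7246 transcripts were higher in males and 2449 in females, because that scaling shifts all log2 fold changes by a median of 0.53. Without replicate 1, 2 or 3, between 7250 and 7721 were called. Of 1198 values for 101 named transcripts, 1070 kept their side of the threshold and, where called, their direction. Of the others, 94 were no longer past it, 20 were newly past it and 14 changed sign with a call in either fit. Changes of sign without a call in either fit stand among the 1070. DESeq2's size factors, no filter and the replicate block changed none of the 101 calls.

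Among transcripts called in either fit, the opsin covariate changed the sign of 7, and 47 other calls were lost. The 7 were AGAP000138-RB (to 0.39), AGAP000801-RB (5.18), AGAP001162-RA (0.38), AGAP002560-RA (0.37), AGAP005681-RA (-0.0508), AGAP006028-RC (-0.0169) and AGAP007548-RB (0.19). Of the 7, AGAP000801-RB was called in its new direction. The isoforms of Octβ3R, called in neither fit, also changed sign, AGAP002888-RA to -0.33, AGAP002888-RB to -0.19 and AGAP002888-RC to 0.17. Total counts alone changed the sign of AGAP000351-RB (0.0492), AGAP000803-RA (0.14), AGAP002888-RC (0.44) and AGAP006028-RB (0.46), and each of these new values is smaller than the shift of the median. Counts summed per gene changed that of AGAP000045-RA (0.39), AGAP002891-RB (0.31) and AGAP006028-RB (0.41), where the counts of their other isoforms, with higher means in males, are added. For the signs that changed with the opsin covariate, the cause was not tested.

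The time effect in males was called for 206 transcripts and in females for 151, and cycling for 177 and 139. For each of these 4 numbers only 1 of 100 arrangements of the libraries, the real one, gave as many. The highest others gave 8, 7, 3 and 7, so chance can be excluded. DESeq2's likelihood ratio test called 631 and 650 time effects and 412 and 495 cycling transcripts. The cosine model called 292 and 415. With all 18 male libraries there were 126 time effects and 60 cycling transcripts in males. Without a single ZT12 library there were at most 195 time effects in males, fewer without ZT12 replicate 1 than without ZT12 replicate 2, and between 97 and 140 in females. Cycling transcripts then numbered 124 to 154 in males. JTK_CYCLE on all tested transcripts left 40 in males and 107 in females. Without replicate 1, 2 or 3, the time effect was called for 11 to 41 transcripts in males and 10 to 20 in females, and cycling for 4 to 27 and 8 to 15, with at most 2 libraries left per time point. For the remaining changes the cause was not tested.

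The only cycling neuromodulation transcript in males was AGAP000045-RB. Their number was 2 with DESeq2's likelihood ratio test and without ZT12 replicate 2, where AGAP012161-RA was added, and 0 with the opsin covariate, without ZT12 replicate 1, with JTK_CYCLE on all tested transcripts, and without replicate 1, 2 or 3 (0 to 0). With counts summed per gene the only one was AGAP012161. In females edgeR's test gave 0, and 1120 transcripts of all kinds had an unadjusted p under 0.05. The cosine model called 1, AGAP011641-RA, and DESeq2's likelihood ratio test called 3, Orco, GluRIIA and AGAP011641-RA. The cause was not tested.

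At ZT12, AGAP000045-RB differed from the other male time points by 1.35 on the log2 scale. Without ZT12 replicate 1 this was 0.87 (exact permutation p = 0.1875) and without ZT12 replicate 2 it was 1.84 (0.0625), and fewer libraries alone keep p at 0.0625 or higher. The sum of both isoforms in males gave 0.64 and 1.48 in these settings. In females AGAP000045-RB gave 0.93 without ZT12 replicate 2 and 0.67 without ZT12 replicate 3, neither past the threshold, and 1.25 without ZT12 replicate 1. The sum in females, at 0.03, lay between -0.24 without ZT12 replicate 3 and 0.30 without ZT12 replicate 1. AGAP002886-RA in males was between -0.0474 without ZT12 replicate 1 and 0.48 without ZT12 replicate 2.

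The interaction of sex and time was called for 1 transcript. It was called for 83 with DESeq2's likelihood ratio test, for 0 with all 36 libraries, and for 0 to 2 without replicate 1, 2 or 3, where the 2 were other transcripts. With a replicate block there were 0. The block gave 8670 calls for the sex difference, 250 and 148 time effects and 190 and 137 cycling transcripts in males and females, and it changed no call of a named transcript for sex or time.

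AGAP000801-RB, with a mean of 11.6 counts in males, shows how little rare transcripts can bear. Its log2 fold change was -2.10 with total counts alone (edgeR adjusted p = 0.102) and -3.23 with DESeq2's Wald test (DESeq2 adjusted p = 0.0678), neither called.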

Differences from the paper's values

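Mean counts of single transcripts were chosen after the values had been seen. All other alternatives in this part were set before the data were examined.

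For the time effect, the paper's Supplementary Data 7 lists 628 transcripts in males and Supplementary Data 8 lists 656 in females, against 206 and 151 here. The values fell within 1.5 times of the paper's with DESeq2's likelihood ratio test, and with none of the other 11 alternatives in either sex. For cycling transcripts the paper's tables have 408 in males and 494 in females, against 177 and 139. DESeq2's likelihood ratio test and the cosine model closed this gap in both sexes, and the other 13 alternatives in each sex did not. The paper's methods name the likelihood ratio test. For the 5 neuromodulation transcripts in these tables, the JTK_CYCLE p was that of the paper.

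Among neuromodulation transcripts, the paper's tables hold 2 cycling ones in males, against 1 here, and 3 in females, against 0. In males DESeq2's likelihood ratio test and the fit without ZT12 replicate 2 gave the paper's number, and the other 13 alternatives did not. In females only DESeq2's likelihood ratio test did, out of 15. The 1 in males that is missing here, AGAP012161-RA, had an edgeR adjusted p of 0.0835 for the time effect, and it was called with counts summed per gene (0.0486). AGAP011641-RA in females was also called by the cosine model. The text of the paper names 1 transcript in males and 2 genes in females, and neither of these 2 further transcripts.

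Of 145 mean counts in Table 2, 132 were within 1% of the values here and 8 differed by more than 1.5 times and 1 SD. An alternative that brought a value back from beyond both limits need not have reached the paper's value. For GluClα (AGAP001434) the paper's value is 106 in females and 596 in males, against 372 and 70.9. These stayed past both limits under every alternative set beforehand. Table 2 also gives 596 for Ir93a in males, where the value here is 596. For Rdl (AGAP006028) the paper's values are 490 in females and 459 in males, against 909 and 1180 (1179.6). With size factors within each sex the female value no longer exceeded both limits, and no alternative achieved this in males. For the allatostatin A receptor AGAP001773 they are 75 in females and 15 in males, against 147 and 35.3. Both limits were no longer exceeded with size factors within each sex (females) or all 36 libraries (males). For Rh7 (AGAP007548) in females the paper's value is 93, against 215, and none of the alternatives set beforehand closed the gap. For Gr9 (AGAP009805) in males it is 12, against 26.0, and with all 36 libraries both limits were no longer exceeded. In all of these cases the other alternatives set beforehand left the value past both limits.

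With a single listed transcript in place of the sum, a choice made after seeing the values, AGAP006028-RB had 459 in males and 490 in females, AGAP001773-RB had 15.0 and 75.4, AGAP007548-RA had 92.8 in females, AGAP001434-RB had 106 in females and AGAP009805-RI had 12.4 in males. Of the 18 values in Table 2 whose gene has several listed transcripts, 12 matched a single transcript and 6 the sum of them, within 1% and 1 count. For AgOAMB (AGAP000045) the male value of Table 2 is that of RB, 273, and the female value is that of RA, 181.

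The paper gives 173 neuromodulation genes for males in its text, and its Supplementary Data 4 lists 154 transcripts of 137 genes, against 143 transcripts of 129 genes here. Size factors within each sex, set beforehand, gave 152 transcripts of 137 genes, with 150 of the 154 listed among them.

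The paper calls AGAP002886 the highest expressed biogenic amine receptor. The dopamine/ecdysone receptor DopEcR was higher in both sexes, with 6029 counts against 2543 in males and 3990 against 989 in females. Among octopamine, serotonin and histamine receptors AGAP002886 was the highest here too.

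The paper describes the expression of octopamine receptors as lower in females. Of the 7 octopamine receptor transcripts of Table 2, 2 were lower in females, AGAP002886-RA and AGAP000045-RB, 2 were higher in females, AGAP000606-RA and AGAP000045-RA, and 3 did not differ.

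Table 2 marks 59 of 67 genes as differing between the sexes, and all 59 had at least 1 listed transcript that differed here. Of the 8 without a mark, 2 had one, mAChR-A (AGAP010513) and Rdl (AGAP006028-RC). DESeq2's Wald test, the study's own, also called both. Log2 fold changes of the 32 neuromodulation transcripts compared with Supplementary Data 6 all had the same sign.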

Other observations

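In this part, the tests on transcripts that follow the opsins and on the summed isoforms of AGAP000045 at ZT12 were chosen after the result was seen.

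The summed opsin level differed by up to 9.14-fold between libraries of the same sex and time point. A candidate explanation is RNA of the compound eye carried into the pooled segments in varying amounts. It predicts that the rarer opsins of the eye follow the 3 abundant ones in proportion. Within sex and time point, the log2 count of Rh5 rose with theirs at a slope of 1.10 and that of Rh3 at 1.02, near the slope of 1 that a varying admixture would give, which is consistent with it. Rh7 (slope 0.24) did not follow. AGAP001162 (0.43) followed in the female libraries, at 1.04, and not in the male libraries, at 0.13. Regulation of the opsin genes alone in the ear is argued against, because 17 of 9141 abundant transcripts other than opsins followed them in proportion in both sexes, where 0 did in any of 1000 shuffles. All 17 were higher in females, with a median log2 fold change of -3.01, against -3.17 for the opsins. The most abundant of them, AGAP006263-RA, had a mean of 98864 counts in males and 726923 in females, and the files give it no name. The list of opsins was the study's own, taken from these libraries, so their presence here is not independent evidence. A photoreceptor programme within the ear that varies as a whole stays open as an untested biological explanation, as does a difference between the sexes in it.

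Of the neuromodulation transcripts outside the opsins, 101 were higher in females. Whether more eye RNA in the female libraries lies behind this could be tested only with the opsin covariate, which kept 33 of the 101 calls (32.7%). The median log2 fold change of the 101 moved from -1.67 to -0.84, and the slope on the opsins within groups alone predicts a median of -0.74 for them. The covariate also removed calls higher in males, keeping 16 of 36, and across libraries it is correlated with sex, so eye RNA and sex cannot be told apart for the 101. A sex difference of the JO stays open as a hypothesis.

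AGAP000045-RB was higher in males and AGAP000045-RA in females. Counts moved between the isoforms by the quantification could give such a pattern. The lowest correlation of the isoforms within a sex was -0.12 (Pearson's r, 18 female libraries, permutation p = 0.629, 2 relations tested). A shift that is constant within a sex would leave no such correlation, so a shift and expression that differs by sex cannot be told apart for this pattern. At ZT12 in males the sum of both isoforms was 1.06 above the other time points on the log2 scale (exact permutation test, two-sided, p = 0.0221). A shift of counts from RA to RB at that time is therefore argued against as the whole source of the rise in RB in males, although the sum rests on 2 libraries and was 0.64 without ZT12 replicate 1 (exact permutation p = 0.1875). In females the sum did not differ at ZT12, at 0.03 (exact permutation p = 0.896), with RB at 0.95 and RA at -0.46 (exact permutation p = 0.0319 and 0.190), so a shift stays open there. Expression that differs by sex and time stays open as a hypothesis.

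Of 52 transcripts that cycled in both sexes, 38 had their highest mean at the same time point.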
